# The DNA demethylase TET1 modifies the impact of maternal folic acid status on embryonic brain development

**DOI:** 10.1038/s44319-024-00316-1

**Published:** 2024-11-22

**Authors:** Lehua Chen, Bernard K van der Veer, Qiuying Chen, Spyridon Champeris Tsaniras, Wannes Brangers, Harm H M Kwak, Rita Khoueiry, Yunping Lei, Robert Cabrera, Steven S Gross, Richard H Finnell, Kian Peng Koh

**Keywords:** Folic Acid, DNA Methylation, Gene-environment, Embryonic Brain, Neural Tube Closure, Chromatin, Transcription & Genomics, Development, Metabolism

## Abstract

Folic acid (FA) is well known to prevent neural tube defects (NTDs), but we do not know why many human NTD cases still remain refractory to FA supplementation. Here, we investigate how the DNA demethylase TET1 interacts with maternal FA status to regulate mouse embryonic brain development. We determined that cranial NTDs display higher penetrance in non-inbred than in inbred *Tet1*^−/−^ embryos and are resistant to FA supplementation across strains. Maternal diets that are either too rich or deficient in FA are linked to an increased incidence of cranial deformities in wild type and *Tet1*^+/−^ offspring and to altered DNA hypermethylation in *Tet1*^−/−^ embryos, primarily at neurodevelopmental loci. Excess FA in *Tet1*^−/−^ embryos results in phospholipid metabolite loss and reduced expression of multiple membrane solute carriers, including a FA transporter gene that exhibits increased promoter DNA methylation and thereby mimics FA deficiency. Moreover, FA deficiency reveals that *Tet1* haploinsufficiency can contribute to DNA hypermethylation and susceptibility to NTDs. Overall, our study suggests that epigenetic dysregulation may underlie NTD development despite FA supplementation.

## Synopsis

Interactions between modified maternal folic acid intake and *Tet1* gene dosage affect embryonic phenotypes, metabolism, and DNA methylation post neural tube closure. Epigenetic dysregulation may underlie neural tube defects refractory to folic acid supplementation.

- Neural tube defects (NTDs) resulting from loss of *Tet1* are refractory to rescue by folic acid (FA) supplementation across strains.
- Both excess and deprivation of FA alter DNA hypermethylation in *Tet1* null embryos at neurodevelopmental loci.
- Excess FA coupled with loss of *Tet1* mimics FA deficiency by downregulating membrane transporters.
- FA deficiency reveals DNA hypermethylation and NTD susceptibility due to haploinsufficiency.

## Abstract (web summary)

Interactions between modified maternal folic acid intake and *Tet1* gene dosage affect embryonic phenotypes, metabolism, and DNA methylation post neural tube closure. Epigenetic dysregulation may underlie neural tube defects refractory to folic acid supplementation.

## Introduction

Neural tube defects (NTDs) are among the most common congenital malformations, affecting 0.3–200 per 10,000 pregnancies globally with regional variation in prevalence (Zaganjor et al, 2016). These birth defects are caused by a failure of the neurulation process early in embryogenesis, when the neural plate folds into a tube to form the morphological scaffold for the developing central nervous system (Nikolopoulou et al, 2017; Wallingford et al, 2013; Yamaguchi and Miura, 2013). Failure of neural tube closure (NTC) at the cranial and spinal regions results in the most prevalent open NTD subtypes—anencephaly and spina bifida, respectively (Copp and Greene, 2010). The etiology of NTDs is currently postulated to be multifactorial with contributions from both genetic and environmental factors (Finnell et al, 2021; Juriloff and Harris, 2018; Wilde et al, 2014). Maternal folate (vitamin B9) status is the major nutritional factor known to modify NTD risks (Group, 1991). Supplementation of folic acid (FA), the synthetic form of folate, at 0.4 to 0.8 mg daily periconceptionally has a substantial net benefit to prevent NTDs, but 30–50% of cases remain non-responsive to FA (Crider et al, 2022). Despite aggressive campaigns for FA supplementation and fortification of the US food supply, NTDs still affect an estimated 3000 pregnancies in the US annually and remain a significant global public health concern (Force et al, 2023). Recent studies in rodent models indicate that excessive FA supplementation during pregnancy can also result in neuronal deficits in the developing brain (Harlan De Crescenzo et al, 2021; Wang et al, 2021). Therefore, it is important to understand the consequences of both surplus and deficient maternal FA intake on offspring health.

In mouse models, NTDs are most frequently observed as exencephaly, the developmental precursor of anencephaly (Copp and Greene, 2010; Leduc et al, 2017). Over 300 genes, when mutated in the mouse, are known to result in NTDs (Harris and Juriloff, 2010). However, NTD phenotypes in single gene knockout (KO) mouse models are often incompletely and lowly penetrant, suggesting a polygenic etiology in the disease (Leduc et al, 2017; Rai et al, 2023). NTDs in a few mouse KO models have been reported to alter penetrance in different strain backgrounds, indicating an important contribution of genetic modifiers in their phenotypic expression. For example, *Sall2* and *Men1* null mouse models showed 10% and 20% penetrance of NTD in 129 strains, respectively, but the phenotype was completely absent in the C57BL/6 strain (Harris and Juriloff, 2010). While the mouse remains the most common animal model to study the role of candidate genes in the development of NTDs, the predominant use of the C57BL/6J (abbreviated as B6) congenic background may not adequately model the complex genetic landscape of NTDs. Thus, a comprehensive understanding of any genetic and non-genetic factor in NTDs using mouse models may require phenotypic characterization in alternative strains.

As an essential nutrient, folate is a key co-factor in a network of interlinked metabolic reactions that provide one-carbon (1C)-units for nucleotide biosynthesis and methylation reactions (Crider et al, 2012). In the latter, the folate cycle feeds into the methionine cycle to generate S-adenosylmethionine (SAM), a universal methyl-donor required for methylation of DNA, RNA, and proteins. Human and animal studies suggest that folate status influence global patterns of DNA methylation, which occurs predominantly at CpG dinucleotides in mammalian DNA (Cao et al, 2023; Irwin et al, 2016; Joubert et al, 2016). Maternal folate deficiency may increase the risk of NTD by inducing DNA hypomethylation (Chang et al, 2011; Chang et al, 2021; Lu et al, 2022; Wang et al, 2017). Mice deficient in the de novo DNA methyltransferase 3A (DNMT3A) and DNMT3B, showed an increased risk for NTDs and other embryonic malformations, indicating that impaired DNA methylation can disrupt NTC (Okano et al, 1999).

The role of active DNA demethylation during early embryogenesis has been clarified more recently with the discovery of the Ten-Eleven-Translocation (TET1, TET2, and TET3) DNA dioxygenases. TET enzymes catalyze DNA demethylation via the iterative oxidation of 5-methylcytosine (5mC) into 5-hydroxymethylcytosine (5hmC) and further oxidation products, which are subsequently replaced with unmethylated cytosines, either passively by DNA replication or actively by base excision repair (He et al, 2011; Ito et al, 2011; Tahiliani et al, 2009). We have previously demonstrated a dominant role of TET1 in the mouse embryo early post-implantation, involving both catalytic and non-catalytic activities in lineage gene regulation (Khoueiry et al, 2017). While high *Tet1* expression is sustained in the epiblast until the onset of gastrulation, loss of TET1 results in both repressive DNA and histone hypermethylation that persist in post-gastrulation neuroepithelial cells, ultimately resulting in cranial NTDs (Luo et al, 2020; van der Veer et al, 2023). Intriguingly, the penetrance of embryonic defects upon *Tet1* ablation originally observed in a gene trap (GT) strain is strongly influenced by genetic backgrounds, being partial in a B6 congenic strain but completely lethal in outbred stocks (Khoueiry et al, 2017). This prompted us to investigate whether TET1 may be an epigenetic regulator at the nexus of gene-environmental interactions linked to folate 1C metabolism.

In this study, we characterized the phenotypes of *Tet1* null embryos in a gene targeted mouse model across genetic backgrounds, including the congenic B6, outbred CD1 and an alternative 129S6 strain, and the impact of modifying maternal dietary FA status. Post-NTC mouse embryos collected at E11.5 were further analyzed by high-throughput profiling of the whole-embryo metabolome and embryonic brain DNA methylome and transcriptome. We determined *Tet1* gene dosage interactions with folate status contributing to NTD susceptibility, resistance to FA supplementation, and differential DNA methylation patterns that converge on the regulation of folate uptake, phospholipid metabolism, and neurotransmitter functions.

## Results

### Loss of *Tet1* results in NTDs with higher penetrance in non-inbred than in inbred genetic backgrounds

In our previous work, we described that an absence of TET1 resulted in post-gastrulation embryonic defects (Khoueiry et al, 2017; Luo et al, 2020), in agreement with observations by other groups (Fong et al, 2016; Yamaguchi et al, 2013). In a *Tet1*^GT(RRG140)^ strain expressing the TET1 exon2-β-geo fusion protein, we initially observed gross malformations in mixed B6;129P2/OlaHsd *Tet1*^GT/GT^ embryos at early backcrosses; intriguingly, *Tet1*^GT/GT^ embryos were rescued after 6 generations of backcrossing to B6, but succumbed to 100% lethality within two generations of outbreeding to CD1 (Khoueiry et al, 2017). To eliminate the possibility of embryonic lethality due to dominant negative effects of ectopic GT fusion protein expression in *Tet1*^GT/GT^ mice, we engineered a new gene-targeted B6-*Tet1*^tm1Koh^ mouse strain, in which an insertion cassette at the first coding ATG effectively abolishes all coding transcripts of full-length *Tet1* expressing an embryonic isoform (Bartoccetti et al, 2020; Khoueiry et al, 2017). In the B6-*Tet1*^tm1Koh^ strain, we observed a 25% failure in rostral neuropore closure without developmental delay or other gross abnormalities among *Tet1*^−/−^ (knockout, KO) embryos, indicating a specific impact on cranial NTC, while no NTD was observed in *Tet1*^+/+^ (wild type, WT) and *Tet1*^+/−^ (heterozygous, HET) littermates (Fig. 1A).

**Figure 1:**
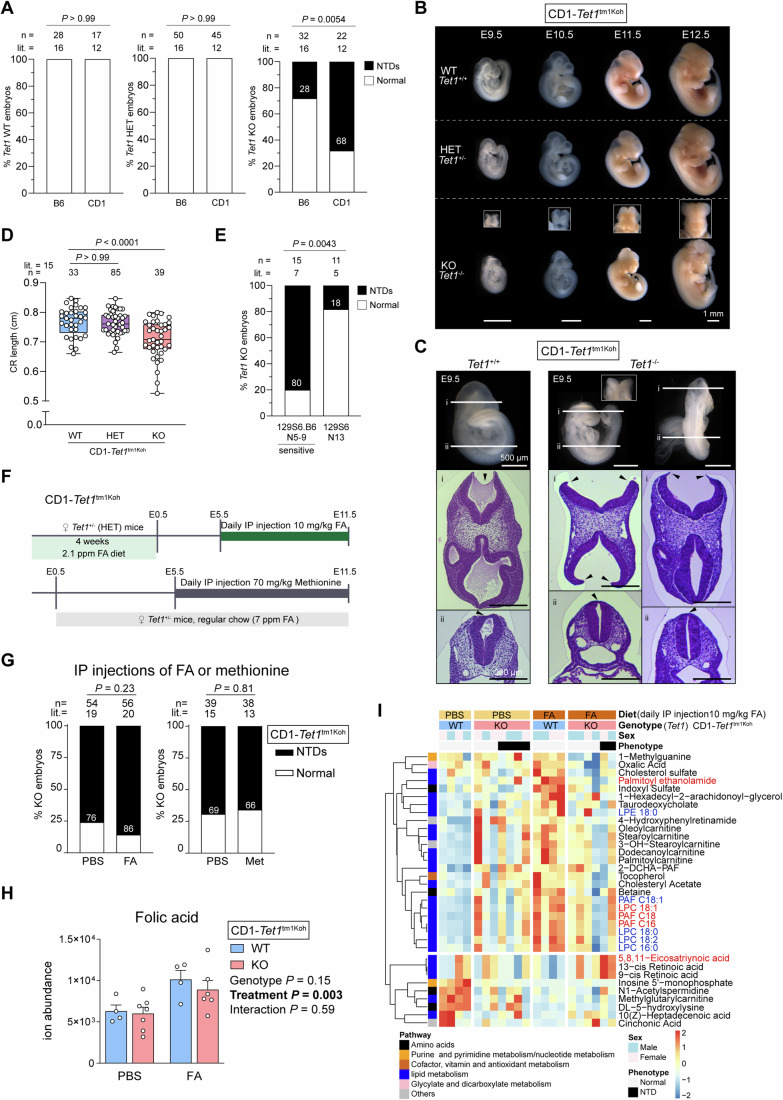
Phenotypic and metabolomic analysis of strains of *Tet1*^−/−^ mice displaying high or low NTD penetrance and the characterization of strain responsiveness to FA and methionine supplementation. (**A**) NTD rates of *Tet*^+/+^ (WT), *Tet*^+/−^ (HET), and *Tet1*^−/−^ (KO) embryos in B6 and CD1 mouse strains. n = number of embryos, litter (lit.) = number of litters collected. Numbers in black bars are percentage values of NTD cases. Embryos were scored at E10.5-E13.5. *P* values are calculated by Fisher’s Exact test. (**B**) Images of E9.5 to E11.5 embryos per genotype of CD1-*Tet1*^tm1Koh^ mice. In *Tet1*^−/−^ embryos, the failure of neuropore closure is shown with a frontal view image (above) of the forebrain at each stage. Scale bar indicates 1 mm. (**C**) Hematoxylin & eosin-stained sections of E9.5 CD1-*Tet1*^+/+^ and *Tet1*^−/−^ embryos. Horizontal lines in whole embryo images (top) indicate planes of section at cranial (i) and caudal (ii) regions. Arrowheads indicate failed neuropore closure in cranial (i) but normal closure in caudal (ii) sections of *Tet1*^−/−^ embryos. Scale bar indicates 500 µm in images and 200 µm in sections. (**D**) Crown-rump length of E11.5 WT, HET, and KO embryos from CD1-*Tet1*^tm1Koh^ mice. *P* values are calculated by one-way ANOVA. For simpler visualization, exact *P* value was not shown when the value < 0.0001. The box plot shows the interquartile range, with the lower edge indicating the 25th percentile and the upper edge the 75th percentile. The line inside the box indicates the median. The minimum value is indicated by the lower whisker, while the maximum value is indicated by the upper whisker. There was no outlier. (**E**) NTD rates of *Tet1*^−/−^ embryos upon backcrossing B6*-Tet1*^tm1Koh^ to a 129S6 strain. *P* values are calculated by Fisher’s Exact test. (**F**) Schematics of the experimental protocols for FA and methionine supplementation by intraperitoneal (IP) injection in CD1-*Tet1*^tm1Koh^ heterozygous dams. PBS was injected as vehicle control. (**G**) NTD rates in CD1-*Tet1*^−/−^ embryos in response to FA and methionine supplementation. *P* values are calculated by Fisher’s Exact test. (**H**) HPLC-MS/MS detection of FA in E11.5 CD1-*Tet1*^tm1Koh^ whole embryos. *n* = 4, WT embryos in PBS and FA-injected groups; *n* = 7, KO embryos in PBS-injected; and *n* = 6, KO embryos in FA-injected groups. Overall *P* values are calculated by two-way ANOVA to compare the effect of genotype factor, treatment factor, and genotype × treatment interaction, incorporating a post hoc Tukey’s test for multiple comparison correction. Error bar represents mean ± standard error of the mean (SEM). (**I**) Heatmap of HPLC-MS/MS ion abundance of metabolites detected in E11.5 CD1-*Tet1*^tm1Koh^ whole embryos, filtered for compounds exhibiting significant changes (two-way ANOVA interaction *P* < 0.05) in response to FA supplementation and *Tet1* KO. *n* = 4, WT embryos in PBS and FA-injected groups; *n* = 7, KO embryos in PBS-injected; and *n* = 6, KO embryos in FA-injected groups. Phospholipids are highlighted in bold blue, neurotransmitters and metabolites related to neuronal endocytosis/exocytosis in bold red. Source data are available online for this figure.

To demonstrate strain-dependency of NTD phenotypic penetrance in *Tet1* KO, we outcrossed the B6-*Tet1*^tm1Koh^ congenic strain to genetically heterogeneous outbred CD1 lines for at least three generations. Indeed, NTDs specific to *Tet1* KO embryos were observed at rates reaching 70%, confirming a significant contribution of genetic modifiers to the phenotype, as previously observed in *Tet1*^GT/GT^ mice (Khoueiry et al, 2017) (Fig. 1A). In NTD-affected CD1-*Tet1* KO embryos examined from E9.5 until E12.5, we observed a progression from failed fusion of the E9.5 cranial neural ridges to a protrusion of brain tissue outside of the cranial vault (exencephaly) by E11.5 (Copp and Greene, 2010) (Fig. 1B). Histologically, we confirmed incomplete midbrain-hindbrain neuropore closure in *Tet1* KO embryos, while the posterior neuropore closed completely by E10.5 (Fig. 1C; Appendix Fig. S1A). Independently of the NTD phenotype, *Tet1* KO embryos displayed significantly reduced crown-rump (CR) length compared to WT and HET embryos (Fig. 1D), otherwise no overt differences were observed between NTD-affected and unaffected (normal) *Tet1* KO E11.5 embryos (Appendix Fig. S1B). When scored at E11.5, WT, HET and KO embryos were obtained from heterozygote intercrosses in the expected Mendelian ratio (Appendix Fig. S1C), suggesting there was no attrition of KO embryos due to earlier embryonic lethality. There was also no indication of developmental delays in NTD-affected KO embryos compared to normal KO based on Theiler staging (Appendix Fig. S1D). Thus, while the absence of TET1 resulted in smaller embryos as also observed in another gene targeted strain of *Tet1* KO (Chrysanthou et al, 2022), the presence of NTDs did not affect developmental progression.

We investigated whether the high penetrance of NTDs in *Tet1* KO embryos depends on genetic heterogeneity present in outbred and mixed strains or could be recapitulated in an alternative inbred congenic strain. To explore this, we backcrossed the B6-*Tet1*^tm1Koh^ allele to an available 129 substrain (129S6, also known as 129/SvEvTac). Interestingly, incipient congenic 129S6.B6-*Tet1* KO embryos (within 5–9 generations of backcrossing) exhibited a peak in phenotype penetrance as high as 80% (Fig. 1E). Further backcrossing (≥13 generations) to create a highly inbred 129S6 congenic (129S6.Cg) strain reduced NTD rates in *Tet1* KO to below 20% (Fig. 1E), suggesting that some genetic heterogeneity (in CD1 and 129S6.B6 incipient congenic) is necessary to promote the phenotypic expression of NTDs in *Tet1* KO embryos.

### NTDs in *Tet1*^*−/−*^ embryos are unaffected by FA status across strains

Knowing that FA is a major protection against NTD risk, we asked whether the penetrance of NTDs caused by loss of *Tet1* is sensitive to maternal folate status across mouse strains. We initially designed experiments to explore the potential of surplus FA to mitigate NTD penetrance in the highly susceptible CD1-*Tet1*^*tm1Koh*^ KO mice, and conversely, whether FA deprivation could elevate NTD rates in the less sensitive congenic B6-*Tet1*^*tm1Koh*^ KO strain (Fig. 1F; Appendix Fig. S1E). Prior to timed-mating with CD1-*Tet1* HET studs, CD1-*Tet1* HET dams were adapted to a custom diet containing 2.1 ppm FA for 4 weeks, reduced from 7 ppm in vitamin-enriched chow regularly used in our mouse facility. Following a previously published study (Burren et al, 2008), we injected the dams with 10 mg/kg FA (or PBS as vehicle control) intraperitoneally daily from E5.5 and collected embryos at E11.5 (Fig. 1F). Direct FA injection did not reduce NTD rates in CD1-*Tet1* KO embryos compared to controls and might even slightly exacerbate NTD penetrance to as high as 85%, although the difference did not reach statistical significance (Fig. 1G). To address the possibility that the cycling of folate derivatives may be uncoupled with that of methionine (the direct substrate for the generation of SAM), we also tested injections of methionine at 70 mg/kg (Leung et al, 2017) in CD1-*Tet1* HET dams (Fig. 1F), but this treatment showed no effect on NTD rates in KO offspring (Fig. 1G). To perform FA deprivation in B6 mice, we adapted B6-*Tet1* HET dams to a diet containing 0.1 ppm FA for 4 weeks before mating with *Tet1* HET studs. To further eliminate folate synthesis by intestinal microbiota, we supplemented the custom diet with an antibiotic, 1% succinyl sulfathiazole (SST), as used previously (Burren et al, 2008) (Appendix Fig. S1E). The control diets for these sets of experiments contained 2.7-3 ppm FA plus 1% SST. Here as well, FA deficiency did not increase NTD rates in B6-*Tet1* KO embryos (Appendix Fig. S1F). Interestingly, among B6-*Tet1* HET embryos in the FA-deprived group, we observed one case of NTD (Appendix Fig. S1F,G). Nonetheless, NTDs caused by loss of TET1 were non-responsive to FA dietary changes in both inbred and outbred mice.

Folate 1C cycling provides substrates for methylation reactions, but TET dioxygenases erase DNA methylation to counteract excessive DNMT activities. Thus, loss of TET1 activity may impact 1C metabolism in embryos even if resulting NTDs were non-responsive to FA supplementation. To gain a comprehensive view of steady-state metabolic changes induced in *Tet1* WT and KO embryos in response to maternal FA dietary status, we performed an untargeted high-performance liquid chromatography with tandem mass spectrometry (HPLC-MS/MS) analysis of 598 metabolites detectable in E11.5 whole embryos. Notably, FA administration to CD1-*Tet1*^*tm1Koh*^ WT embryos resulted in a significant increase in FA and a global increase in metabolites belonging to phospholipid and carnitine pathways, a response not mirrored to the same extent in *Tet1* KO embryos (Fig. 1H,I). Conversely, FA deprivation in B6-*Tet1*^*tm1Koh*^ WT embryos resulted in downregulation of phospholipids, but an increase in carnitine metabolites, while *Tet1* KO embryos remained non-responsive (Appendix Fig. S1H). These differences in metabolomic response between WT and *Tet1* KO embryos were observed independently of embryo sex and NTD presentation, suggesting that the loss of *Tet1* is the dominant factor disrupting the homeostatic regulation of 1 C metabolism in response to nutritional insults post-neurulation. Comparing the metabolomic response between the two studies conducted in CD1 and B6 mice, we conclude that carnitine metabolism in WT embryos was affected in response to either an excess or depletion of FA, and in both cases the response was abolished by a loss of TET1. On the other hand, the levels of phospholipid metabolites appear positively correlated with FA status, in line with folate being a source of 1 C for lipid metabolism (da Silva et al, 2014), and changes were again lost in the absence of *Tet1*. In contrast, injections of methionine did not produce any significant changes in methionine and FA-responsive metabolites detectable in the embryos (Appendix Fig. S1I,J).

### Maternal folate status and *Tet1* gene dosage contribute synergistically to the incidences of congenital brain malformations

To further investigate whether adverse maternal dietary folate status modifies the impact of *Tet1* dysfunction on offspring development, we re-designed our experiments to adapt CD1-*Tet1* HET dams to custom diets containing modified FA levels. According to “US FDA 2005 Guideline for Industry” to convert doses in human versus in a small animal, an adult mouse consuming 3–5 g chow daily on a 3 ppm FA diet has an intake like 0.11–0.18 mg of FA per day in human (US CDC recommended dietary allowance is 0.4 mg). On this basis, a high FA diet containing 30 ppm FA was designed to achieve a 10-fold FA excess in rodents comparable to >1 mg daily intake in human (Cao et al, 2023). To establish a well-defined level of maternal folate availability, custom diets were supplemented with 1% SST, as described above (Appendix Fig. S1E). In line with previous studies (Burren et al, 2008; Christensen et al, 2015; Cosin-Tomas et al, 2020), the scientific rationale for adding SST is to establish an accurate/known level of FA availability from the diet and to reduce experimental variability, by excluding the microbiota as a major source of folate in rodents. Using CD1-*Tet1*^*tm1Koh*^ mice, we verified that NTD rates of *Tet1* KO were not significantly altered by custom diets containing 2.7 or 7 ppm FA (matching levels in regular chow) with or without SST (Appendix Fig. S2A).

Custom diets containing 30 ppm (excess), 3 ppm (control), or 0.1 ppm (depleted) FA (with 1% SST) were administered to timed-pregnant CD1-*Tet1* HET dams, and embryos were phenotyped as before at E11.5 (Fig. 2A). As reference, an additional group (regular chow) was kept on standard chow enriched with 7 ppm FA (without SST) regularly used in our animal facility. Again, we observed that modified FA levels in the custom diets did not significantly alter NTD penetrance rates among CD1-*Tet1* KO embryos; there was even a (non-significant) trend of increasing NTD penetrance among KO embryos with increasing FA levels in the experimental cohort (Fig. 2B). While all *Tet1* WT embryos were normal, mild morphological abnormalities, particularly at the midbrain-hindbrain junctures, were observed in 3% of HET and ~5% of KO embryos upon exposure to excess or depleted FA (Fig. 2B; Appendix Fig. S2B), suggesting that these cranial “closed neural tube” structural defects may arise synergistically from the combined loss of *Tet1* gene copy and adverse levels of FA. In agreement, neurodevelopmental deficits have previously been reported in rodent offspring exposed to adverse (excess and deficient) maternal folate status (Harlan De Crescenzo et al, 2021; Wang et al, 2021).

**Figure 2:**
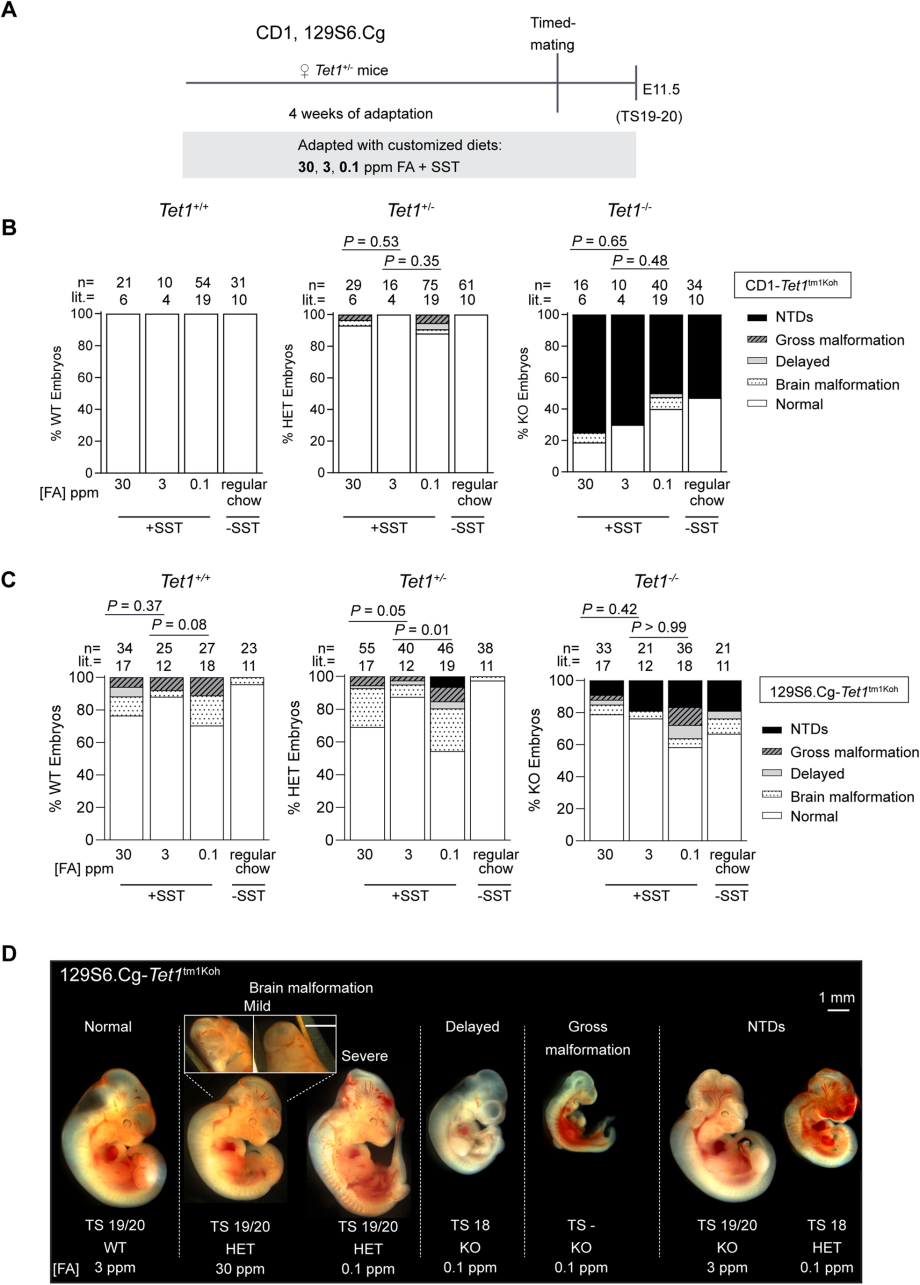
Phenotypic analysis of CD1 and 129S6.Cg E11.5 embryos as an effect of *Tet1* genotype and maternal dietary FA excess or depletion. (**A**) Schematic of protocol adapting *Tet1*^+/−^ dams to custom diet containing excess (30 ppm), normal (3 ppm, control) or depleted (0.1 ppm) FA in CD1 and 129S6.Cg backgrounds. 30 ppm, 3 ppm, and 0.1 ppm FA custom diets were made based on the AIN-93G semi-purified diet formulation (TestDiet® 57W5) except for FA concentrations. All three diets contain the antibiotic, succinyl sulfathiazole (SST). (**B**) Phenotypic scoring of *Tet1*^+/+^, *Tet1*^+/−^ and *Tet1*^−/−^ embryos from CD1-*Tet1*^tm1Koh^ mice fed custom modified FA diets. Regular chow contains 7 ppm FA without SST. *P* values are calculated by Fisher’s Exact test. In the *Tet1*^+/−^ genotype group, *P* values indicate the statistical difference of all affected embryos compared to normal embryos; in *Tet1*^−/−^, *P* values indicate the statistical difference of embryos with NTD compared to normal embryos. (**C**) Phenotypic scoring of *Tet1*^+/+^, *Tet1*^+/−^ and *Tet1*^−/−^ embryos from the 129S6.Cg-*Tet1*^tm1Koh^ strain fed custom FA diets or regular chow as in (**B**). *P* values are calculated by Fisher’s Exact test. In the *Tet1*^+/+^ and *Tet1*^+/−^ genotype groups, *P* values indicate the statistical difference of embryos with brain malformation compared to normal embryos; in the *Tet1*^−/−^, *P* values indicate the statistical difference of embryos with NTD compared to normal embryos. (**D**) Representative images of E11.5 embryos from the 129S6.Cg-*Tet1*^tm1Koh^ strain, illustrating the range of distinct phenotypes associated with custom modified FA diet and *Tet1* genotype as in (**C**). The closure of neuropore in the brain malformation category is shown with both front and back views. Theiler stage, *Tet1* genotype and diet are indicated below each embryo. Scale bar is 1 mm. Source data are available online for this figure.

The genetic heterogeneity of CD1 outbred mice could be a source of high variance in NTD penetrance (ranging from 50 to 70%, Fig. 2B) observed between different cohorts of *Tet1* KO embryos. To eliminate this confounder, we performed subsequent experiments using the 129S6 congenic (129S6.Cg) *Tet1*^tm1Koh^ strain of mice after 13 generations of backcrossing to 129S6. Based on the higher NTD penetrance observed in incipient congenic 129S6.B6-*Tet1* KO embryos, we reason that the 129S6 background would contain the bulk of genetic variants that increase susceptibilities for developing embryonic defects compared to B6. The low NTD penetrance in 129S6.Cg-*Tet1* KO mice would also facilitate the detection of other structural defects at E11.5 post-neurulation. In the 129S6.Cg strain, the use of custom diet introduced a basal rate of gross malformation (~5% to 13%) and increased resorption rates especially in low FA condition (Fig. 2C,D; Appendix Fig. S2C,D). Grossly malformed phenotypes were specifically associated with an exposure to SST in the custom diets (not observed in regular chow groups) and can be regarded as a side-effect of antibiotic treatment unrelated to FA status. Nonetheless, we observed an increased incidence of morphological abnormalities at the hindbrain-midbrain junctures in *Tet1* WT and HET embryos exposed to FA excess or deprivation, which was much more prominent in the 129S6.Cg strain than in CD1 outbred (Fig. 2B,C). The penetrance of such “brain malformation” was notably exacerbated among 129S6.Cg HET embryos exposed to excess and depleted FA (20–30%, compared to 10–15% among WT embryos), significantly above the basal rates among HET embryos (<5%) in the control and regular chow groups. These results suggest that a coupling of adverse maternal FA with *Tet1* haploinsufficiency may have subtle effects on embryonic brain development exacerbated in inbred congenic strains. Like in CD1 mice, open NTDs in 129S6.Cg *Tet1* KO embryos were observed at similar rates under all dietary conditions (Fig. 2C). Strikingly, we found 3 NTD cases in two litters among 46 HET embryos examined (6.5%), specifically in the FA depleted groups. Previously, NTDs were never observed in HET embryos under standard chow conditions (in over 1000 experimental time-pregnancies conducted using B6, 129S6 and CD1 strains of *Tet1*^tm1Koh^ mice). Together with a case of NTD also observed among FA-deprived B6-*Tet1* KO embryos (Appendix Fig. S1F), these data suggest that *Tet1* haploinsufficiency can contribute to increased susceptibility to NTDs and other congenital malformations under conditions of maternal FA deficiency.

### Adverse maternal folate status coupled with loss of *Tet1* disrupts phospholipid metabolism

To understand how maternal FA intake and *Tet1* gene dosage interact to shape cellular physiology, we proceeded to dissect molecular changes at the level of the metabolome, DNA methylome, and transcriptome. To profile the metabolomic changes, we again performed untargeted HPLC-MS/MS in whole E11.5 129S6.Cg-*Tet1*^tm1^ embryos per custom diet and *Tet1* genotype (3 × 3 experimental groups), detecting 807 metabolites. In each biological replicate (*n* = 6), KO embryos were stage- and sex-matched to littermate WT and/or HET embryos, excluding embryos with gross malformation and developmental delays (Fig. 3A). In our sample sets comprising 54 embryos (Table EV1), we intentionally included a few WT and HET embryos with mild deformities (but developmentally matched by Theiler stages) to ensure that the sampling is representative of the range of phenotypes observed. By the same criteria, we excluded KO embryos with severe malformation when they could no longer be stage-matched with WT controls, minimizing confounding DNA methylation changes due to gross developmental delays.

**Figure 3:**
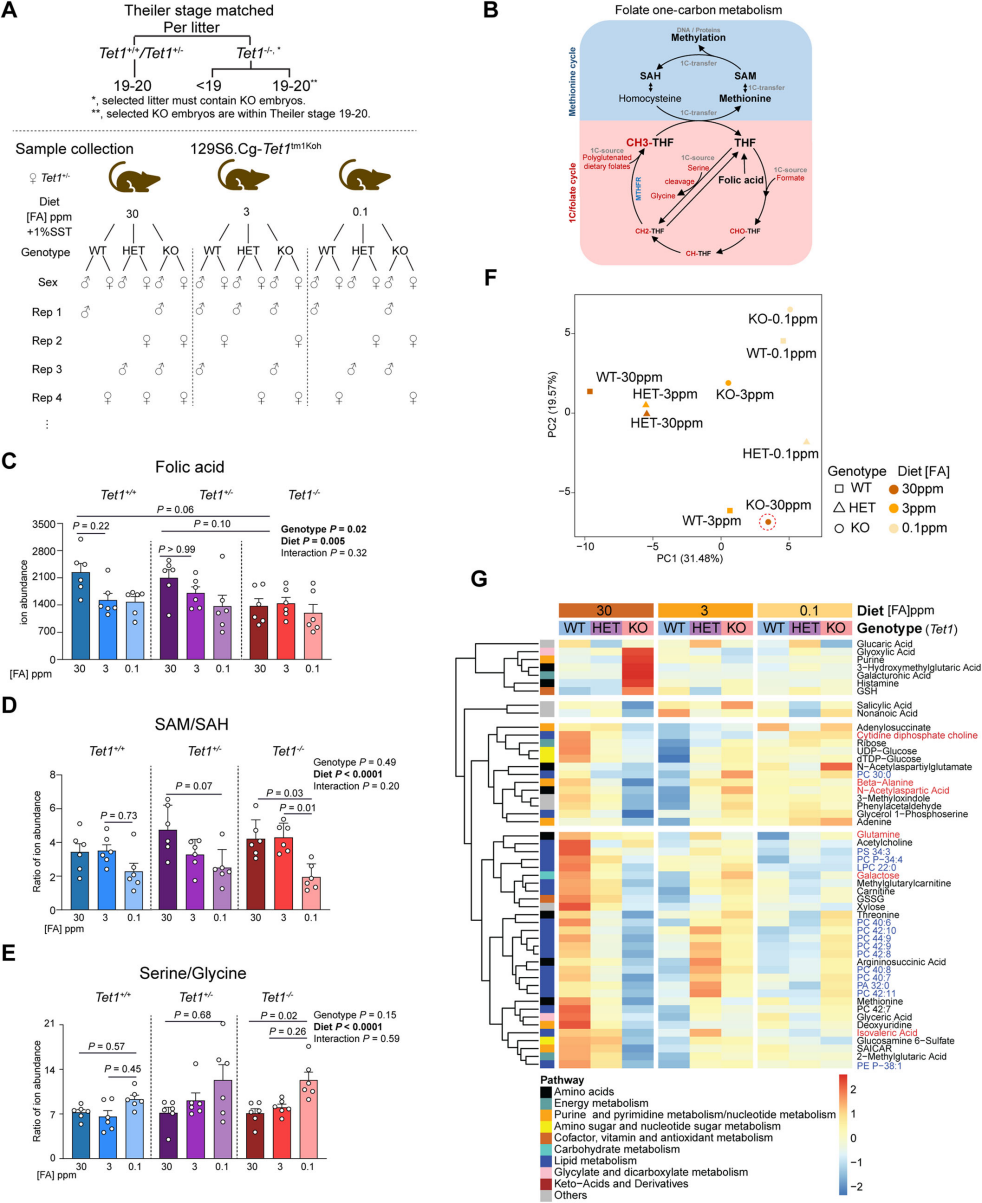
Metabolomic changes in 129S6.Cg embryos as an effect of *Tet1* genotype and modified maternal dietary FA status. (**A**) Schematic of sample selection criteria to match KO with littermate WT and/or HET embryos by Theiler stage (TS19-20) and sex per biological replicate (rep) at the experimental endpoint of E11.5. (**B**) Schematic diagram of folate one-carbon cycling to methylation reactions. THF, tetrahydrofolate; SAH, S-adenosyl-L-homocysteine; MTHFR, methylenetetrahydrofolate reductase. (**C**–**E**) HPLC-MS/MS detection of FA (**C**), SAM/SAH (**D**), and serine/glycine (**E**) ratios in whole embryos. Data are mean ± SEM from *n* = 6 individual embryos, 3 males and 3 females per group, except WT-30 ppm FA and KO-3 ppm FA groups which consisted of 4 females and 2 males each. Overall *P* values are calculated by two-way ANOVA and a post hoc Tukey’s test for multiple comparison correction. *P* values shown in pairwise comparisons are determined by one-way ANOVA and a post hoc Dunn’s multiple comparison test. For simpler visualization, exact *P* value was not shown when the value < 0.0001. (**F**) Principal component analysis (PCA) of HPLC-MS/MS ion abundance metabolomic data of 3 × 3 groups of WT, HET, and KO samples exposed to the three FA diets. (**G**) Heatmap of metabolites with significant changes resulting from interactions between FA status and *Tet1* genotype (2-way ANOVA interaction *P* < 0.05). Row dendrogram on the left shows k-means clustering of metabolite compounds. Heatmap columns show scaled Z-score of mean ion abundance values of samples within each group. Refer to Appendix Fig. S3C,D for PCA and heatmap respectively of individual embryo samples. *n* = 6 per group, except two groups—HET-3 ppm FA and WT-30 ppm FA—in which *n* = 5 after one outlier was excluded from downstream differential analysis. Phospholipids are highlighted in bold blue, neurotransmitters and metabolites involved in neuronal endocytosis/exocytosis in bold red. Source data are available online for this figure.

Focusing first on metabolites in the folate and methionine cycles (Fig. 3B), we verified whether the modified maternal FA diet had a significant impact on their levels in the embryos per *Tet1* genotype. We observed an increase in detectable FA in WT and HET embryos given excess FA, but this increase was nullified in KO embryos (Fig. 3C). Two-way ANOVA indicated an overall significant impact on detectable FA by both diet and genotype factors (independently of each other) in pairwise comparisons among all groups. Increased FA levels in WT and HET embryos under excess FA supplementation was not associated with any significant increase in methionine or decrease in homocysteine, suggesting that not all ingested FA had been metabolized (Stam et al, 2005) (Appendix Fig. S3A,B). In KO embryos supplemented with excess FA, methionine abundance was significantly reduced compared to the levels in WT embryos (Appendix Fig. S3A), in line with reduced levels of FA intake. Although changes due to genotype-diet interactions were not significant by two-way ANOVA, the progressive decrease in SAM/SAH (a measure of cellular methylation potential) and increase in serine/glycine ratios (indicative of reduced rates in cycling of active folate species) with reducing FA levels were accentuated by loss of *Tet1* (Fig. 3D,E). These findings indicate a sensitivity of folate/methionine cycling towards *Tet1* gene dosage under conditions of either excess or depleted FA.

Principal component analysis (PCA) of 84 metabolites exhibiting significant changes in ion abundances in at least one experimental group using one-way ANOVA showed sample groups clustering by dietary FA status along the first principal component (PC1). As an exception, KO embryos exposed to excess FA (group KO-30 ppm FA) distinctly separated from HET and WT embryos along both PC1 and PC2 (Fig. 3F). PCA of the differential metabolome in individual embryos showed two (TP12.3_3ppm_HET_female and TP25.6_30ppm_WT_male) to be outliers from replicates in their respective groups (Appendix Fig. S3C). Noting smaller embryo size relative to littermates (TP25.6_30ppm_WT_male) and mild abnormalities in embryo morphology (TP12.3_3ppm_HET_female), we excluded these two samples in downstream analysis. To comprehend the metabolomic changes resulting from an interaction of both FA diet and *Tet1* genotype, we filtered the significant metabolites further using two-way ANOVA. This analysis revealed that a majority (40.4%, *n* = 21) of metabolites significantly affected by the diet-genotype interaction (total *n* = 52) belonged to pathways of lipid metabolism (Fig. 3G; Appendix Fig. S3D). Specifically, several clusters, including phosphatidylcholine (PC) metabolites and neurotransmitters, were significantly increased in WT and HET embryos treated with excess FA, but not in KO (Fig. 3G). Conversely, these PC compounds were reduced in WT and HET embryos relative to KO upon FA depletion, strongly supporting that the positive correlation between FA and PC levels is uncoupled by the loss of TET1. The differences were observed independently of the embryo’s sex and phenotype and recapitulated the compromised metabolomic response of *Tet1*^−/−^ embryos to adverse folate status in CD1 and B6 mice (Fig. 1I; Appendix Figs. S1H and S3D). Together, these findings underscore an intricate functional interaction between TET1 and folate 1C metabolism and suggest that FA-resistant NTDs observed in *Tet1* null embryos may stem from an impaired ability to metabolize or uptake FA.

### FA-sensitive differentially methylated regions in *Tet1* KO are enriched for neurodevelopmental loci

To discern the consequences of *Tet1* loss and dietary variations in FA on cellular methylation reactions, we profiled genome-wide DNA methylation patterns as an epigenetic readout in 129S6.Cg embryonic brains exposed to all three FA diets. For this genomic analysis, we dissected E11.5 brain tissues from the most rostral aspect of the forebrain to the caudal aspect of the hindbrain above the otic vesicle, following ENCODE guidelines (He et al, 2020) (Appendix Fig. S4A). We selected individual embryos matched by somite counts, pairing a KO with one WT and/or HET of the same sex within a litter as a replicate unit (Fig. 3A). Our final sample set included a total of 36 embryos collected from four litters in each of the three diet groups, representative of embryo phenotypes and both sexes (Table EV2). To profile DNA methylation changes in this sample cohort cost-effectively, we performed enhanced reduced representation bisulfite sequencing (RRBS), which is based on enrichment of MspI and TaqI restriction sites (Meissner et al, 2008). From sequencing 20 million PE150 reads per sample, we obtained a mean sequencing depth of 8.7x covering about 2 million CpGs. The PCA projection and cluster analysis showed samples separating into two clusters along PC1 according to KO versus WT/HET genotype, indicating that complete loss of TET1 function, rather than diet, was the dominant driver of methylation differences (Appendix Fig. S4B,C). One distinct outlier sample (HET-0.1 ppm FA), coincidentally also the sample with the lowest coverage of 4.9x, was excluded in downstream analysis (Appendix Fig. S4B).

Aggregate methylation level profiles of individual CpGs across the gene structure of 21231 protein-coding genes, when stratified by *Tet1* genotypes and FA diets, revealed a common increase in CpG methylation over 5-kb upstream and downstream regions flanking transcription start sites (TSS) and within the gene bodies in KO samples across all FA diet groups (Fig. 4A; Appendix Fig. S4D). While the meta-profiles of WT and HET samples overlapped closely in excess and control FA diet groups, the profile for HET was clearly intermediate between those of WT and KO in the FA depleted group, indicating an effect of *Tet1* haploinsufficiency on increasing methylation exclusively under FA deficiency (Fig. 4A). We further plotted the distribution of all 1 kb tiles by methylation levels, confirming that DNA hypermethylation relative to WT samples occurred in all KO in all three FA diet groups and that an intermediate increase was also evident in HET samples in the FA depleted group (Fig. 4B). To identify differentially methylated regions (DMRs) resulting from differences in *Tet1* genotypes, we then conducted pairwise comparison analysis between KO or HET vs WT, per diet group. As expected, a majority (99.3%) of 33851 DMRs exhibited gains in DNA methylation (hyper DMRs) in KO versus WT across all diets (Fig. 4C). However, excess and depleted FA diets resulted in fewer hyper DMRs compared to the control diet, suggesting that adverse maternal folate levels combined with *Tet1* KO may affect DNA hypermethylation differently than *Tet1* KO alone. Similarly, in the comparison between HET and WT in control FA diet, we also detected 6030 hyper DMRs, indicative of an impact of *Tet1* haploinsufficiency on DNA methylation, which were completely obliterated by modified FA levels. When comparing the two hyper DMR subsets in KO or HET vs WT in the control diet group, we identified 3759 significantly overlapping regions, predominantly enriched in CpG islands (CpGi) and shores associated with promoter regions (Appendix Fig. S5A,B). These 3759 overlapping hyper DMRs were enriched for neuroectoderm (“regulation of neurogenesis”, “axonogenesis”, “epithelial tube morphogenesis”) and mesoderm (“mesenchyme development”, “mesenchymal cell differentiation”) related gene ontology (GO) terms, suggesting that DNA methylation patterns in multiple cell lineages of the embryonic brain are sensitive to *Tet1* gene dosage independently of FA levels (Appendix Fig. S5C).

**Figure 4:**
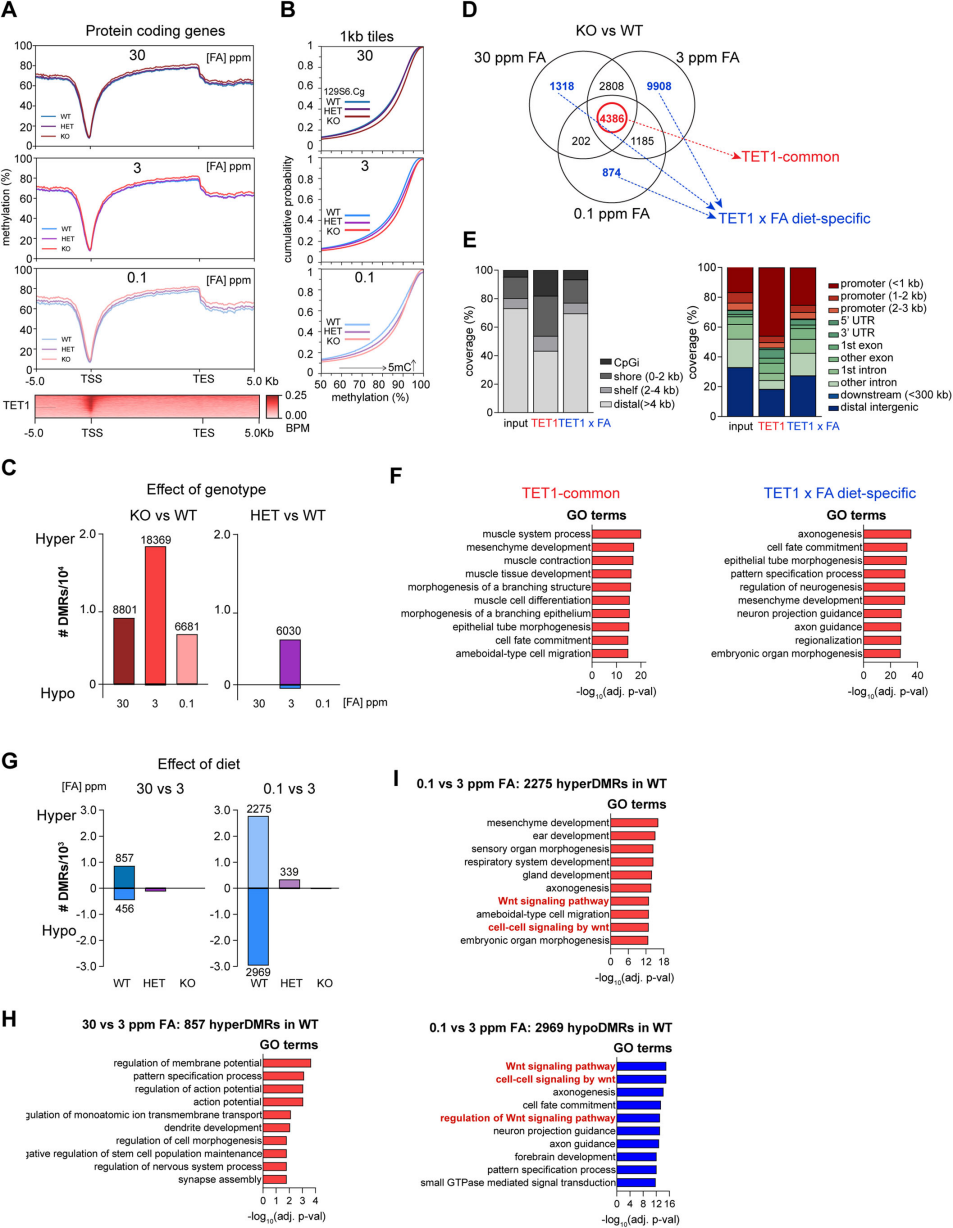
DNA methylation changes in E11.5 129S6.Cg embryonic brains as an effect of *Tet1* genotype and modified maternal dietary FA status. (**A**) RRBS profiles of aggregate methylation levels across the gene structure of 21231 protein coding genes in E11.5 brain tissues collected from WT, HET, and KO embryos in each FA diet group. *n* = 5, KO per diet group, matched to *n* = 3 WT and *n* = 6 HET in 30 ppm FA, *n* = 4 WT and *n* = 3 HET in 3 ppm FA, and *n* = 2 WT and *n* = 3 HET in 0.1 ppm FA. Bottom, compressed heatmap of TET1 ChIP-seq signals in normalized bins per million mapped reads from 5 kb upstream of transcription start sites (TSS) to 5 kb downstream of transcription termination sites (TES) of these genes. (**B**) Cumulative distribution plot of methylation levels over 1 kb tiles across the genome in WT, HET, and KO embryos in each FA diet group. Black arrow denote a shift in the distribution curve towards the right with hypermethylation. (**C**) Number of hyper and hypo differential methylated regions (DMRs) defined by pairwise comparisons between *Tet1* genotypes (KO or HET vs WT control) per diet group. (**D**) Venn diagram of all hyper DMRs defined by KO vs WT pairwise comparisons per diet. DMRs in the overlap of all three diets are circled in red and called TET1-common, whereas the collective set of DMRs in the non-overlap are colored in blue and called FA x TET1 diet-specific. (**E**) Distribution by CpG island (CpGi) proximity (left) and gene feature annotation (right) of TET1-common and FA x TET1 diet-specific DMRs. (**F**) Top 10 GO terms associated with TET1-common (left), and FA x TET1 (right) DMRs. (**G**) Number of hyper and hypo differential methylated regions (DMRs) defined by pairwise comparisons between FA diet groups (30 ppm or 0.1 ppm vs 3 ppm control) per *Tet1* genotype. (**H**) Top 10 GO terms associated with 857 hyper DMRs identified from the pairwise comparison of 30 vs 3 ppm FA in WT genotype. (**I**) Top 10 GO terms associated with 2275 hyper DMRs (left) and 2969 hypo DMRs (right) identified from the pairwise comparisons of 0.1 vs 3 ppm FA in WT genotype. In F, H and I, a hypergeometric test was applied for the enrichment analysis, followed by Benjamini-Hochberg (FDR correction) to adjust the *P* values. FDR: false discovery rate.

Collating all hyper DMRs resulting from *Tet1* KO vs WT comparisons in the three custom FA diet groups, we asked whether we could distinguish regions affected solely by loss of *Tet1* independently of the FA diet, from those affected by both *Tet1* genotype and FA diet. The Venn overlap identified 4386 hyper DMRs common in all three FA diet conditions, which we call “TET1-common” (Fig. 4D). A corollary of this classification is that hyper DMRs outside of any overlap are dependent on both *Tet1* and each specific FA diet, which we call “TET1 x FA diet-specific”. In either category, hyper DMRs were observed independently of the embryo’s sex and phenotype (Appendix Fig. S5D). We performed 2-way ANOVA to compare the methylation levels calculated for each subset of hyper DMRs between groups using genotype and diet as independent factors (Appendix Fig. S5E). For TET1-common hyper DMRs, *Tet1* genotype was an extremely significant factor accounting for methylation differences, but diet and the interaction between genotype and diet were not. On the other hand, for TET1 x FA diet-specific DMRs, the interaction between genotype and diet reached significance in addition to genotype alone, indicating that FA diet alone has limited effects on DNA hypermethylation but can couple with the loss of TET1 to impact DNA methylation changes. When annotated by genomic features, TET1-common hyper DMRs were strongly enriched in CpGi and CpG shores, closely associated with gene-proximal promoter regions, while TET1x FA diet-specific hyper DMRs were associated more with distal loci to a level comparable with the coverage of the genome (Fig. 4E). Strikingly, GO terms associated with TET1-common DMRs were mainly mesoderm-related, including “muscle system process”, and “muscle contraction” and “muscle tissue development” (Fig. 4F). In contrast, GO terms associated with TET1x FA diet-specific DMRs were mostly ectoderm-related terms, including “axonogenesis”, “epithelial tube morphogenesis”, “regulation of neurogenesis”, “neuron projection guidance”, and “axon guidance” (Fig. 4F). Collectively, these analyses suggest that the two classes of TET1-common and TET1 x FA diet-specific hyper DMRs are derived from biological perturbations affecting distinct genomic loci. Specifically, TET1-common hyper DMRs, resulting from the loss of TET1 as a primary driver of DNA hypermethylation independently of diet, affected mainly mesodermal gene promoters. In contrast, TET1 x FA diet-specific hyper DMRs, resulting from an interaction between FA diet and *Tet1* genotype, affected both promoter proximal and distal loci that regulate neurodevelopmental functions.

When we compared excess or depleted FA with control FA diet conditions to assess the dietary impact on each genotype, we discovered >10-fold fewer DMRs, the majority (93.6% of a total of 7057) afflicting WT embryos in both excess and depleted FA diet groups (Fig. 4G). Excess FA induced predominantly hyper DMRs (65.3%) in WT embryos, consistent with the expected positive influence of folate cycling on DNA methylation pathways. The 857 hyper DMRs were dramatically enriched in CpGi promoter regions and associated with GO terms primarily related to nervous system development and function, including “regulation of membrane potential”, “regulation of action potential”, “dendrite development” and “synapse assembly” (Fig. 4H; Appendix Fig. S5F). In contrast, FA depletion induced gain and loss in methylation equally, with DMRs outnumbering those caused by excessive FA, suggesting that FA deprivation has a more extensive impact on the epigenome than FA excess (Fig. 4G). Both hyper DMRs and hypo DMRs induced by FA deficiency in WT embryos were associated with common GO terms for development, most notably “axonogenesis”, “Wnt signaling pathway” and “cell-cell signaling by Wnt” (Fig. 4I). Especially, Wnt signaling terms were the top GO terms enriched among hypo DMRs, together with other terms related to neurodevelopment including “neuron projection guidance” and “forebrain development.” On the other hand, hyper DMRs induced by FA deficiency enriched for GO terms related to development of broader tissue types (“ear”, “respiratory system”, and “gland”). When annotated by genomic features, hyper DMRs induced by FA deficiency in WT embryos were relatively more enriched in distal intergenic regions, while hypo DMRs enriched in promoter regions (Appendix Fig. S5G). Thus, the functional impact of FA deficiency may be more directly inducing loss of CpG methylation at gene promoters regulating brain development.

To further validate our RRBS analysis, we selected one WT and one KO sample from both excess FA and control diet groups for whole-genome bisulfite sequencing (WGBS). Compared to the WT samples, we observed marginally increased global CpG methylation levels in the KO samples, but similar overall methylation levels in the two diet groups (Appendix Fig. S6A). To identify DMRs, we conducted pairwise comparisons of either KO versus WT in the two diets, or 30 ppm versus 3 ppm FA in the two genotypes. Similarly to the RRBS datasets, a 10-fold higher number of DMRs was detected by WGBS from the loss of *Tet1* than from the diet variation alone, and a majority (>99%) were hypermethylated in *Tet1* KO (Appendix Fig. S6B). However, unlike the RRBS analysis, an equal number of hyper DMRs were detected in KO from the two diet groups. When interrogating the impact of excess FA on WT and KO genotype, there were slightly more hyper DMRs in the KO sample (139 in KO, 79 in WT). Annotating the two sets of *Tet1* KO hyper DMRs per diet by genomic features, we noted a slightly stronger enrichment of KO hyper DMRs from control diet within CpGi, shores and shelf promoter regions than those from excess FA diet (Appendix Fig. S6C). These findings suggest that excess FA may be causing hyper DMRs in *Tet1* KO to shift from promoter proximal to more distal regions. Because distal sites are typically of lower CpG density (Weber et al, 2007) and poorly covered by RRBS, this could account for the reduction in RRBS-detectable hyper DMRs in *Tet1* KO brains when exposed to excess FA (Fig. 4C).

Comparing the two sets of KO vs WT hyper DMRs obtained in excess and control FA diets, we identified 1935 overlapping regions (Appendix Fig. S6D). These are mostly enriched for broad developmental GO terms including “regulation of membrane potential”, “regulation of nervous system process”, “regulation of synapse structure or activity” and “heart contraction” (Appendix Fig. S6E). The 2460 non-overlapping hyper DMRs in *Tet1* KO treated with excess FA were primarily related to neurodevelopment terms (including “axonogenesis” and “regulation of neurogenesis”) (Appendix Fig. S6F), mirroring the profile of TET1 x FA diet-specific DMRs from RRBS (Fig. 4F). On the other hand, GO analysis of the 2483 hyper DMRs in *Tet1* KO from the control FA diet group showed an enrichment in mesoderm-related terms (“muscle organ development”, “neuromuscular process”) (Appendix Fig. S6G), more similar to the profile of TET1-common regions from RRBS (Fig. 4F). On the whole, other than differences due to genome coverage, both RRBS and WGBS analysis confirmed that excess FA modifies the DNA hypermethylation response in *Tet1* KO embryonic brains to affect primarily neurodevelopmental genes.

### Excess FA coupled with TET1 loss mimics FA deficiency in downregulating membrane transporter expression

To bridge the observed metabolomic and DNA methylation shifts described above with gene expression, we performed bulk mRNA-seq on E11.5 brains collected from 129S6.Cg mice exposed to the three custom FA diets. 

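The libraries report polyadenylated RNA from the brain of a single E11.5 embryo each, from dams fed excess (30 ppm), control (3 ppm) or depleted (0.1 ppm) FA. Embryos were wild type (WT), heterozygous (HET) or homozygous (KO) for the Tet1 allele, which gives 9 genotype-diet groups. The authors deposited estimated counts and TPM (transcript levels scaled within each library) for 54281 genes. The submitters' processing notes name Trim Galore 0.6.4, Salmon 0.14.1, R 4.0.2, DESeq2 1.30.0 and the mm10 build, and the methods add that transcript estimates were summed to genes with tximport. The counts are not scaled between libraries, and TPM are scaled within each library and corrected for transcript length. Because Salmon shares reads among transcripts, counts of a gene that overlaps another are estimates. Libraries held 9196097 to 33538548 estimated counts.
 Starting from the deposited counts, which were rounded, libraries were scaled by TMM in edgeR 4.0.16 and 1 quasi-likelihood model with the 9 groups was fitted to the 38 embryos that the paper analysed. The 17971 genes kept by edgeR's filter on low counts were tested, with Benjamini-Hochberg adjustment within each comparison and no minimum fold change. Levels are given as CPM (counts scaled to the size of the library, mean ± SD), and fold changes are on the log2 scale with the standard error of the model. In addition, 31 gene lists, from neurotransmitter transporters to markers of blood and skin, were tested with camera at a preset correlation between genes of 0.01 and again with a correlation estimated from the data. The lists were fixed before the data were examined but after the paper's figures had been read. The list p values were adjusted over all lists and comparisons. Gene positions refer to GRCm38, the assembly that mm10 names.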

Again, 4–6 biological replicates (comprising male and female littermate pairings) were collected by sex- and stage-matching KO embryos to littermate WT and/or HET embryos, to compile a total of 40 samples for analysis (Table EV3). 

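The 40 embryos came from 15 litters, with 5 litters on excess FA, 4 on control FA and 6 on depleted FA. In the 38 embryos used for testing, the groups held 4 WT, 5 HET and 4 KO embryos in excess FA. They held 3 WT, 3 HET and 4 KO embryos in control FA, and 3 WT, 6 HET and 6 KO embryos in depleted FA. All 3 WT embryos in depleted FA came from litter 52, whereas the 6 KO embryos of that diet came from 6 litters. Median depth per group ran from 12 M (M, mega) estimated counts in KO embryos in control FA to 18.5 M in HET embryos of the same diet. In 38 of the 40 libraries, Xist and Y-linked genes fitted the recorded sex. The exceptions were a WT female in excess FA (43-2) with neither signal and a HET male in depleted FA (48-5) with 22.6 TPM of Xist and no Y-linked expression. Littermates of different genotype resembled each other, with a median correlation of 0.158 across genes over 27 pairs, against -0.0372 over 134 pairs from different litters of the same diet. These correlations are across genes, which are not independent replicates.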

PCA projection showed that all samples clustered close together independently of diet group and genotype, except two samples (one WT and one KO embryo in excess FA groups) which were extreme outliers. Those two outliers were obtained from embryos that displayed more prominent malformation and decay and henceforth excluded in downstream analysis (Appendix Fig. S7A).

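Over the 500 most variable genes of all 40 embryos, the first principal component held 12.8% of the variance and the second 8.38%. The WT embryo 46-3 and the KO embryo 46-4, both in excess FA, scored 60.7 and 57.4 on the first component, whereas the other 38 embryos lay between -10.6 and 14.8. Among those 38 embryos, the first component followed sex, which accounted for 82% of its variance, and litter accounted for 76.8%, diet for 8.47% and genotype for 1.39%. Of the second component litter accounted for 65.2% and diet, which did not vary within a litter, for 24%. These shares are not adjusted for the number of groups, with 15 litters against far fewer diets or genotypes, so they cannot be ranked against each other. The paper also matched littermates by sex, which ties litter to a component that follows sex. Without a limit on the number of genes the first component of the 40 embryos held 21.8%, and with DESeq2's variance stabilizing transformation it held 20.2%.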

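In both malformed embryos the nuclear noncoding RNA Malat1 was high and the progenitor genes Sox2 and Nes were below the mean of the other brains. Malat1 reached 1540 TPM in the WT embryo and 1360 TPM in the KO embryo, against 56.8 ± 19.2 TPM (SD, n = 38) in the other brains. Meg3, a maternally expressed noncoding RNA, was at 182 and 86.3 TPM against 18.1 ± 7.63 TPM. Rn7sk, another nuclear noncoding RNA, was at 1160 TPM in the WT embryo but at 467 TPM in the KO embryo, within the range of the other brains (55.8 to 572 TPM). Sox2, a transcription factor of neural progenitors, was at 12.2 and 6.31 TPM against 47.2 ± 12.7 TPM, and Nes, which encodes the progenitor filament nestin, was at 13.6 TPM in the WT embryo, within the range of the other brains (7.1 to 105 TPM), and at 5.4 TPM in the KO embryo, against 48.7 ± 19.3 TPM. Of 18206 genes, 2524 were higher and 2580 were lower in both embryos than in every one of the 38. Their RNA integrity numbers were 9.2 and 9.1, and the 20 most abundant genes held 14.7 and 16.2% of their counts. These named genes were chosen after their values were seen, and no test was run on them.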

To find differentially expressed genes (DEGs) resulting from loss of *Tet1*, we performed pairwise comparisons between KO vs WT, or HET vs WT, per diet group. Surprisingly, more than 79% of DEGs (false discovery rate (FDR) adjusted *P*-value < 0.05) were in the excess FA group comparing KO vs WT and almost all were downregulated (176 down, 17 up) with the loss of TET1 (Fig. 5A). These downregulated DEGs were enriched in GO terms related to neurotransmission and synaptic function, including “vesicle-mediated transport in synapse”, “neurotransmitter secretion”, and “synaptic vesicle cycle” (Fig. 5B). 

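In excess FA, 4 genes were lower and 0 were higher in KO brains (n = 4) than in WT brains (n = 4) at an adjusted p under 0.05 from edgeR. Spaca1 encodes a membrane protein of the sperm acrosome and lies on chromosome 4 from 34024874 to 34050191. Its level was 0.0161 ± 0.0321 CPM in KO and 0.733 ± 0.182 CPM in WT, a log2 fold change of -4.91 (standard error 0.688, adjusted p = 0.000673). The KO libraries held 1 count of it and the WT libraries 59, which is 44.1-fold lower with a 95% counting interval from 7.62 to 1770. Named after their values were seen, the other 3 were Gm35021 (log2 fold change -2.38, adjusted p = 0.00169), 5330417C22Rik (-1.86, adjusted p = 0.0127) and Gm13404 (-3.25). Below that threshold, 694 genes were lower and 457 higher at an unadjusted p under 0.05, 1151 in all where chance gives 899. DESeq2 called 22 genes lower and 2 higher. With litter as a fixed block 84 genes were lower and 4 higher in KO, and with litter as a random effect 19 were lower and 1 higher. Leaving out the WT embryo 43-2 left 2 genes.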

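Most lists of neuronal and synaptic genes lay below WT as groups in KO brains in excess FA. All 25 markers of postmitotic neurons were lower (median log2 fold change -0.59, adjusted p = 6.98e-11 from camera), among them Dcx, which encodes the microtubule protein doublecortin, at 223 ± 51.5 CPM in KO and 411 ± 85.9 CPM in WT (log2 fold change -0.88, adjusted p = 0.729 over all genes). Of 34 genes of synaptic vesicle release 32 were lower (median -0.43, adjusted p = 2.18e-10), with Rph3a at 1.68 ± 0.753 against 5.05 ± 0.844 CPM and Syt4 at 14.6 ± 4.92 against 32.7 ± 6.18 CPM. Ionotropic receptors and voltage-gated channels were lower in 32 of 33 genes (median -0.72, adjusted p = 4.05e-11), with the AMPA receptor gene Gria1 at 1.17 ± 0.475 against 4.49 ± 0.808 CPM (adjusted p = 0.219 over all genes). Markers of GABAergic neurons were lower in 19 of 20 genes (median -0.74, adjusted p = 1e-04), and those of monoaminergic, cholinergic and cranial motor neurons in 16 of 17 (median -0.45, adjusted p = 7.58e-05). The list of glutamatergic neurons did not pass (median -0.19, adjusted p = 0.231, and 0.91 with an estimated correlation). Axon guidance genes were lower in 27 of 36 (median -0.23, adjusted p = 0.00221). In the other direction, all 28 cell cycle genes were higher (median 0.22, adjusted p = 2.32e-10), such as Mcm3 at 249 ± 25.1 against 190 ± 11.7 CPM, and 26 of 30 genes of folate uptake and the one-carbon cycle were higher (median 0.20, adjusted p = 6.3e-05). The 17 progenitor markers had a median of -0.01 and 8 of them were higher. Hox genes of the hindbrain were lower in 11 of 13 (median -1.17, adjusted p = 0.0199) and skeletal muscle genes in 10 of 11 (median -0.98, adjusted p = 0.0366). No member of these lists passed the threshold over all genes, and adjusted over the list alone only Gria1 did. With an estimated correlation none of these lists passed: adjusted p = 0.575 for all of them except axon guidance (adjusted p = 0.805), muscle (0.811) and hindbrain Hox genes (0.836). With litter as a random effect the muscle list had an adjusted p of 0.07.

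**Figure D1:**
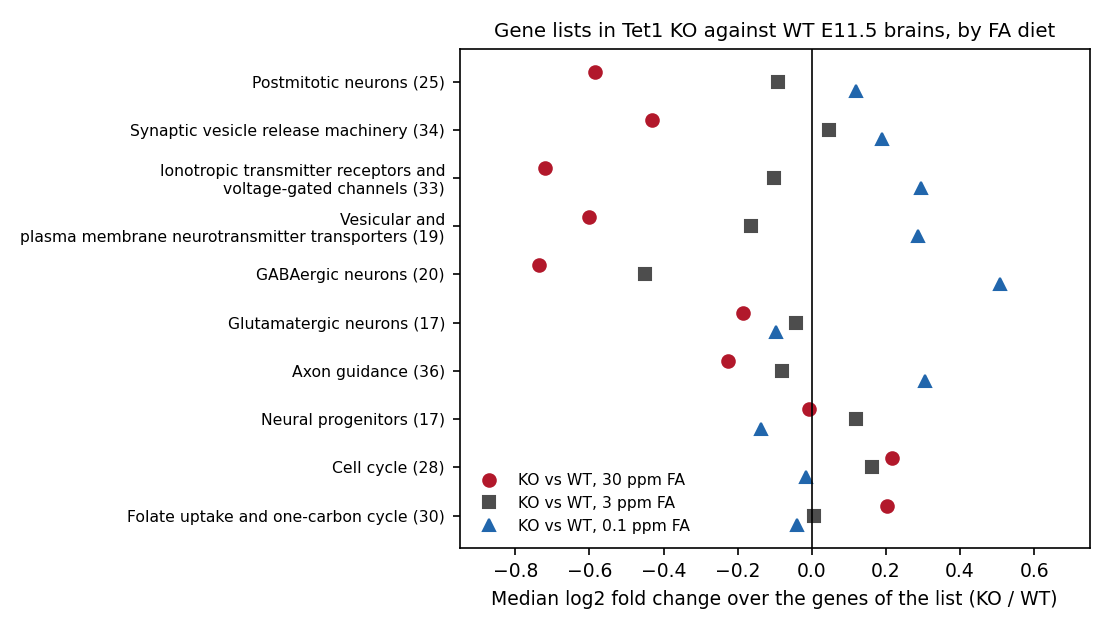
Median log2 fold change of KO over WT (horizontal axis) for 10 gene lists, with the number of genes tested in parentheses, in embryos in 30 ppm (circles), 3 ppm (squares) and 0.1 ppm FA (triangles). In 30 ppm FA the medians of the neuron and synapse lists lie between -0.74 and -0.19 and that of the cell cycle list at 0.22.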

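Of the 9 solute carrier genes shown in Fig. 5C, 8 had lower levels in KO than in WT brains in excess FA, but none of the differences was past the threshold over all genes. Slc10a4, a vesicular carrier of cholinergic and monoaminergic neurons on chromosome 5 from 73006883 to 73012955, was at 2.12 ± 0.302 CPM in KO and 5.09 ± 1.43 CPM in WT (n = 4 each; log2 fold change -1.26, standard error 0.46, adjusted p = 0.693 from edgeR). Slc17a8, a vesicular glutamate transporter, was at 1.63 ± 0.538 against 3.89 ± 1.61 CPM (-1.25, adjusted p = 0.775), and Slc17a6, another, at 22.1 ± 8.98 against 38.9 ± 6.08 CPM (-0.82, adjusted p = 0.812). The vesicular GABA transporter Slc32a1 was at 5.77 ± 2.46 against 12.1 ± 2.74 CPM (-1.07, adjusted p = 0.79), and the plasma membrane GABA transporter Slc6a1 at 6.01 ± 2.85 against 13.1 ± 2.06 CPM (-1.13, adjusted p = 0.79). The fructose transporter Slc2a5 was at 1.68 ± 0.268 against 2.73 ± 0.196 CPM (-0.70, adjusted p = 0.693). The zinc transporter Slc30a3 and the bicarbonate transporter Slc4a7 had log2 fold changes of -1.24 and -0.10, and the amino acid transporter Slc7a3 one of 0.23. As a list the 9 genes were lower (median -1.07, adjusted p = 0.000313 from camera, adjusted p = 0.575 with an estimated correlation), and 2 were lower when adjusted over the list alone. The list was chosen in the study on these samples, so it is not independent evidence of its direction. Among 19 vesicular and plasma membrane neurotransmitter transporters, 17 were lower (median -0.60, adjusted p = 6.3e-05 from camera, and 0.575 with an estimated correlation). That list was fixed after the paper's figures had been read and shares most of the carriers, so it is not independent support either. DESeq2 fitted to the KO and WT groups alone called 5 of the 9 lower, namely Slc10a4, Slc17a6, Slc17a8, Slc32a1 and Slc6a1.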

Notably, they include a family of genes encoding solute carriers (SLC) facilitating transmembrane transport of L-glutamate and γ-amniobutyric acid (GABA), which are both crucial neurotransmitters in emotion and cognition (Jie et al, 2018; Mohler, 2009) (Fig. 5C). The loss of gene expression related to neurotransmitter and synaptic function aligns with the observed loss of phosphatidylcholine and neurotransmitter metabolites in KO embryos under excess FA (Fig. 3G). 

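HET brains had 0.69 ± 0.235 CPM of Spaca1 (n = 5) against 0.733 ± 0.182 CPM in WT (n = 4) in excess FA, 0.595 ± 0.296 (n = 3) against 1.38 ± 0.389 CPM (n = 3) in control FA, where the embryos of the groups did not overlap, and 0.616 ± 0.261 (n = 6) against 0.644 ± 0.106 CPM (n = 3) in depleted FA. The glutathione transferase gene Gstm5 was at 69.5 ± 9.87 against 77.7 ± 5.89 CPM in excess, 72.3 ± 7.47 against 90.9 ± 11 CPM in control and 80.2 ± 5.04 against 95.2 ± 10.3 CPM in depleted FA. No gene passed an adjusted p of 0.05 between HET and WT in any diet with edgeR. At an unadjusted p under 0.05 there were 97 genes in excess FA, 538 in control FA and 761 in depleted FA, where chance gives 899, and DESeq2 called 3, 2 and 7 genes. Postmitotic neurons did not differ in their markers as a list in excess FA (median log2 fold change -0.08, adjusted p = 0.203), control FA (0.34, adjusted p = 0.106) or depleted FA (0.06, adjusted p = 0.899), although in control FA the markers were higher with litter as a random effect (adjusted p = 0.000427) and in depleted FA lower with stage as a covariate (adjusted p = 6.35e-05). Cervical and trunk Hox genes, which pattern tissue caudal to the hindbrain, were higher in HET in excess FA (median 3.84 over 5 genes, adjusted p = 8.57e-07, and 0.575 with an estimated correlation) and control FA (6.73, adjusted p = 0.00787, and 0.805). That difference came from 3 HET libraries, 46-7 and 47-5 in excess FA and 51-2 in control FA, whose mean over these genes lay between 2.11 and 4.12 log2 CPM, and in control FA it lost its call with litter as a random effect (adjusted p = 0.143). With litter as a fixed block 4930 genes passed in depleted FA, a diet in which the WT embryos come from a single litter that holds no HET embryo, and 1 passed in control FA.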

Pairwise comparisons between HET vs WT embryos per diet group yielded minimal DEGs, indicating *Tet1* haploinsufficiency has negligible impacts on gene expression in embryonic brains by this developmental stage (Fig. 5A).

**Figure 5:**
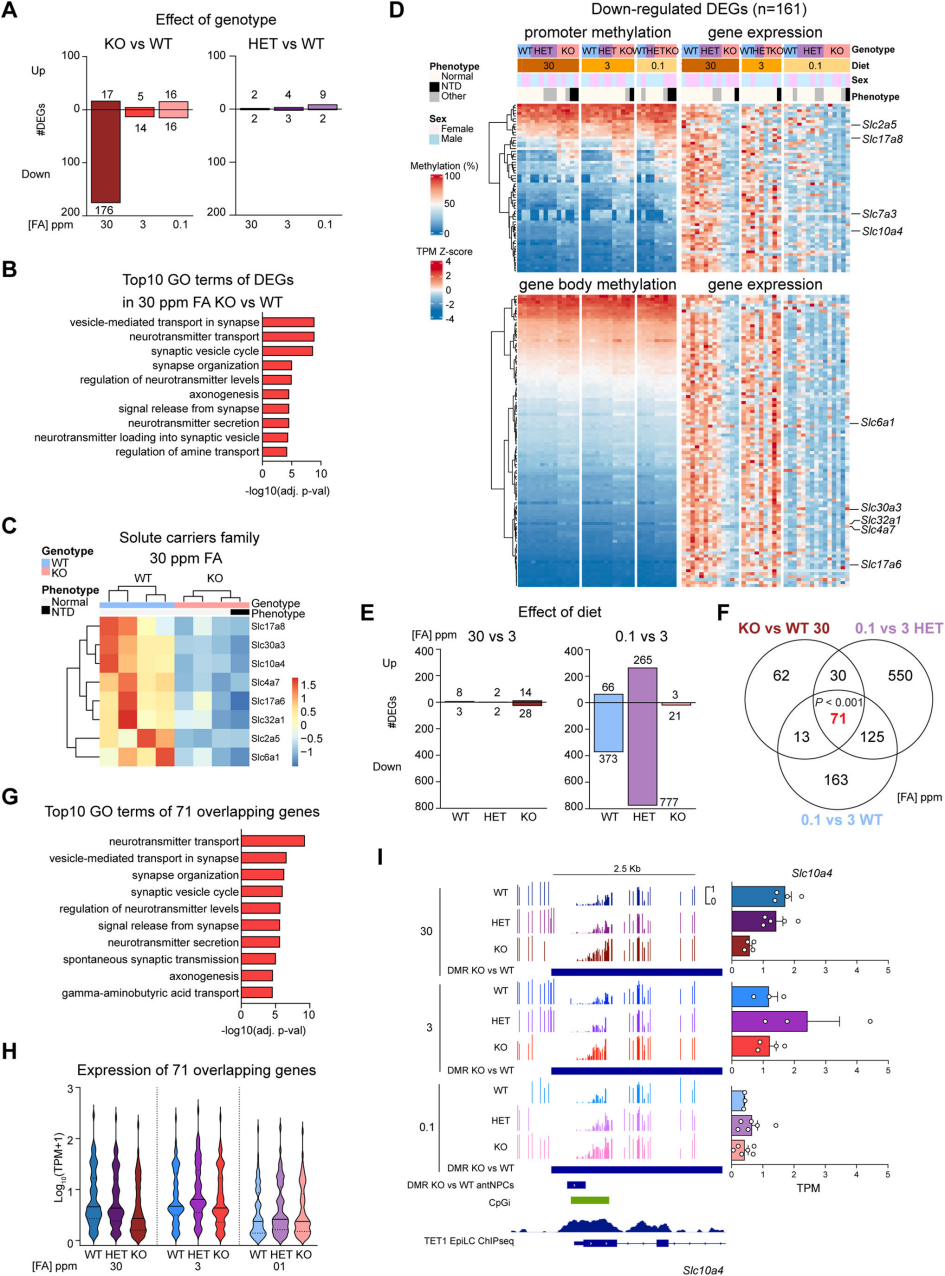
Convergent loss of solute carrier gene expression in E11.5 embryonic brains caused by either excess FA in the absence of TET1 or by FA depletion. (**A**) Number of RNA-seq differential expressed genes (DEGs) defined by pairwise comparisons between *Tet1* genotypes (KO or HET vs WT), classified by up or down-regulation, in E11.5 embryonic brain samples per diet. The Wald test was used for differential expression testing, with an FDR-adjusted *P* value < 0.05 set as the differential cut-off. (**B**) Top 10 GO terms associated with the 176 downregulated DEGs from KO vs WT comparison in the 30 ppm FA diet group shown in (**A**). A hypergeometric test was applied for the enrichment analysis, followed by Benjamini-Hochberg (FDR correction) to adjust the *P* values. (**C**) Heatmap of RNA-seq expression of DEGs constituting solute carrier family genes in KO versus WT in the 30 ppm FA diet group. Scaled expression is shown as the Z-score of normalized transcripts per million (TPM) values. (**D**) Expanded heatmap of promoter and gene body methylation levels determined by RRBS correlating with gene expression levels of 161 downregulated DEGs from (**A**) with sufficient methylation coverage, showing individual embryo per genotype-diet group and annotations of phenotype and sex. The genes are classified by methylation differences between KO and WT greater or less than 5%. SLC family genes are marked on the right. (**E**) Number of up- and down-regulated DEGs defined by pairwise comparison between diet groups (30 ppm or 0.1 ppm vs 3 ppm FA) per genotype. The Wald test was used for differential expression testing, with an FDR-adjusted *P* value < 0.05 set as the differential cut-off. (**F**) Venn diagram of all downregulated DEGs defined by KO vs WT in 30 ppm FA in (**A**), 0.1 ppm vs 3 ppm in WT and HET groups in (**E**). The number of genes in the overlap is highlighted in bold red. *P* value shown in the overlap is calculated with one-sample binomial test to compare the observed proportion of DEGs in the overlap with the expected proportion under independence of the dietary conditions. For simpler visualization, exact *P* value was not shown when the value < 0.001. (**G**) Top 10 GO terms associated with the 71 down-regulated DEGs in the overlap defined in (**F**). (**H**) Violin plots for the normalized expression levels of the 71 overlapping genes in WT, HET and KO stratified by diets. (**I**) Integrative Genomics Viewer (IGV) snapshots of RRBS CpG methylation levels over a DMR at the *Slc10a4* gene locus in each genotype-diet group (left). Locations of a DMR identified from WGBS of KO vs WT anterior neuronal progenitor cells (antNPCs) derived by directed in vitro differentiation from ESCs (Data ref: van der Veer et al, 2023), CpG island (CpGi) annotation and TET1 ChIP-seq signals in epiblast-like cells (EpiLC) (Data ref: Khoueiry et al, 2017), are indicated below. RNA-seq TPM expression of *Slc10a4* per group are shown on the right. *n* = 4 KO matched to *n* = 4 WT and *n* = 5 HET in 30 ppm FA; *n* = 4 KO matched to *n* = 3 WT and *n* = 3 HET in 3 ppm FA; *n* = 6 KO and *n* = 3 WT and *n* = 6 HET in 0.1 ppm FA. Error bar represents mean ± SEM.

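In control FA, 7 genes were lower and 0 higher in KO brains (n = 4) than in WT brains (n = 3) at an adjusted p under 0.05 from edgeR, with 618 genes at an unadjusted p under 0.05 and 1 higher and 15 lower by DESeq2. Spaca1 was at 0.0102 ± 0.0205 against 1.38 ± 0.389 CPM (log2 fold change -5.83, standard error 0.693, adjusted p = 1.92e-05). Its 1 count in KO against 56 in WT is 79.2-fold lower, with a counting interval from 13.6 to 3180. Gstm5, on chromosome 3 from 107895821 to 107898686, was at 42.4 ± 7.28 against 90.9 ± 11 CPM (-1.10, adjusted p = 0.0117). Slc2a5 was at 1.09 ± 0.379 against 3.01 ± 1.31 CPM (-1.42, adjusted p = 0.0485) and the potassium channel subunit gene Kcne1l at 2.14 ± 0.922 against 5.78 ± 0.327 CPM (-1.45, adjusted p = 0.049). Atf5, a transcription factor of the amino acid response, was at 26.9 ± 3.01 against 56.9 ± 36.9 CPM (-1.08, adjusted p = 0.0485), and without the WT embryo 51-9 its log2 fold change was -0.41 and no longer past the threshold. The noncoding RNA D130017N08Rik was at 2.21 ± 0.528 against 6.27 ± 0.323 CPM (-1.51, adjusted p = 0.0117), and 5330417C22Rik, like D130017N08Rik named after its values were seen, at a log2 fold change of -1.68 (adjusted p = 0.049). In depleted FA, 4 genes were lower and 0 higher in KO (n = 6) than in WT (n = 3), with 1810 genes at an unadjusted p under 0.05 and 21 higher and 29 lower by DESeq2: D130017N08Rik (-1.50, adjusted p = 0.0052), Spaca1 (-2.81, adjusted p = 0.0402), Ldoc1, a gene derived from a retrotransposon (-3.47, adjusted p = 0.0217), and Lrp8os2 (-1.79, adjusted p = 0.0411). Between KO and WT in control FA the 25 neuron markers had a median of -0.09 (adjusted p = 0.312). Targets of ATF4 were lower in 16 of 18 (median -0.60, adjusted p = 1.16e-06, and 0.575 with an estimated correlation), 1 over all genes and 5 when adjusted over the list alone. The WT mean of this list (4.81 ± 0.82 log2 CPM) was raised by 1 embryo, 51-9, at 5.75, and the lowest WT embryo, at 4.24, lay within the KO range of 4.23 to 4.66. With litter as a fixed block 15 genes were lower and 1 higher in control FA, and with litter as a random effect 14 and 1. In depleted FA, where the delayed KO embryo 52-5 is the only one that shares a litter with WT embryos, 3744 genes were higher and 3565 lower with the fixed block and 813 and 1329 with the random effect. In control FA 1 gene passed without WT 51-9, KO 45-1 or KO 57-6 and 4 without KO 51-6. In depleted FA 0 passed without WT 52-1 or 52-3, 1 without KO 50-6 or 52-5 and 9 without WT 52-2.

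**Figure D2:**
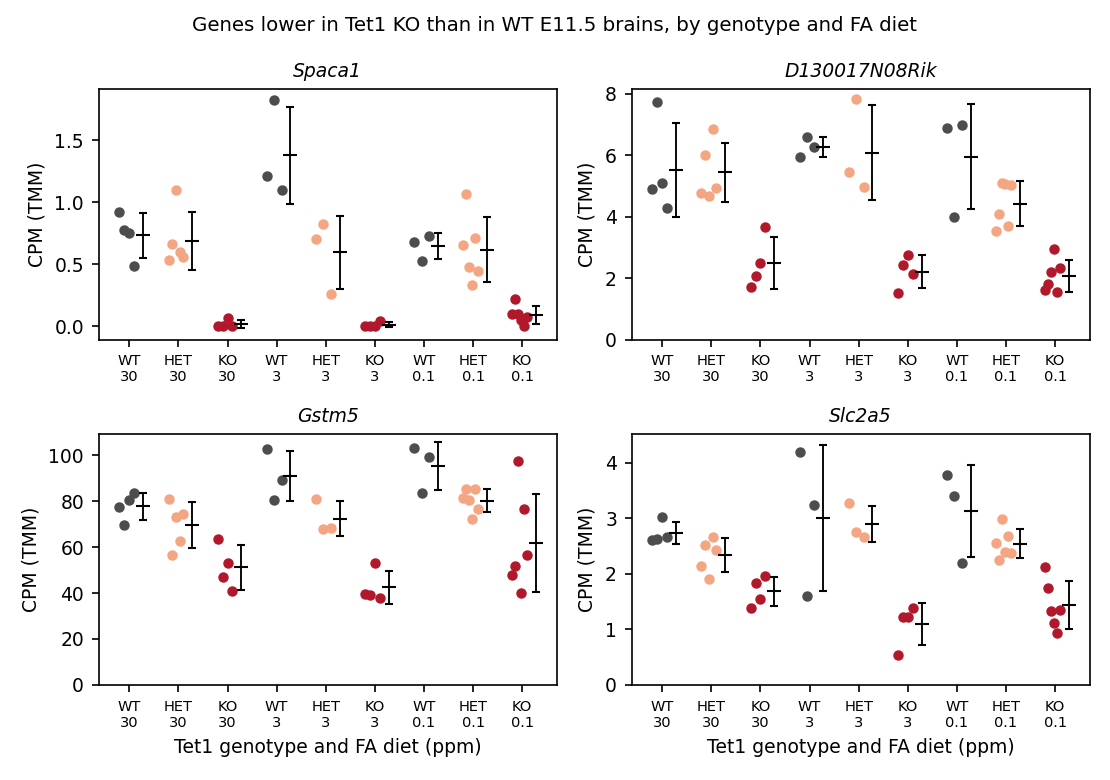
CPM of Spaca1, D130017N08Rik, Gstm5 and Slc2a5 in each embryo (points), by Tet1 genotype and FA diet in ppm, with the mean and SD of each group (bars). KO embryos have at most 0.217 CPM of Spaca1, and WT embryos at least 0.484 CPM.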

KO versus WT brains in the control FA diet group exhibited few DEGs, suggesting that loss of TET1 alone minimally influences gene expression by E11.5, unlike in mouse anterior neuronal progenitor cells (antNPCs) generated by in vitro differentiation from ESCs to mimic the E8.5 neuroectoderm (Data ref: van der Veer et al, 2023). Puzzled by this observation, we examined RNA-seq IGV tracks over the *Tet1* gene locus and observed transcript expression in WT E11.5 brains, elevated from the low levels detected in WT antNPCs and consistent with the post-gastrulation re-activation of *Tet1* expression in the embryonic brain (Data ref: Khoueiry et al, 2017). However, expression of a somatic *Tet1* isoform from a downstream TSS in KO brains was also detectable (Appendix Fig. S7B). 

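Summed over its transcripts, Tet1 RNA was present in KO brains. Tet1 lies on chromosome 10 from 62804570 to 62908996. In control FA its level was 49.1 ± 11.6 CPM in KO (n = 4) and 58.2 ± 8.8 CPM in WT (n = 3), a log2 fold change of -0.24 (adjusted p = 1 from edgeR). In excess FA it was 39.2 ± 6.25 CPM in KO and 52 ± 12.3 CPM in WT (n = 4 each; -0.41, standard error 0.219, adjusted p = 0.79), and in depleted FA 54.5 ± 22.3 CPM in KO (n = 6) and 50.1 ± 7.6 CPM in WT (n = 3; 0.12, adjusted p = 0.879). In the TPM table, which corrects for transcript length, the KO means were the higher ones, with 6.77 TPM in KO and 4.31 TPM in WT in control FA and 6.69 and 5.34 TPM in excess FA. The deposited tables hold 1 value per gene, so they do not separate the full-length from the short isoform. Neither Tet2 nor Tet3 differed between KO and WT in excess FA, with log2 fold changes of -0.22 (adjusted p = 0.931) and -0.16 (adjusted p = 0.95).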

We further confirmed the transcript level of *Tet1* by quantitative RT-PCR (qPCR) analysis using primers targeting the TSS of the embryonic *Tet1* full-length isoform (exon 1a-2) and the first exon of the short isoform (exon 4–5, annotated according to the full-length transcript) (Bartoccetti et al, 2020; Sohni et al, 2015). Indeed, we observed a complete absence of *Tet1* full-length transcript in E11.5 KO brains but detected low expression of the short isoform in both WT and KO at this stage (Appendix Fig. S7C). The short TET1 isoform, which is missing the N-terminus CXXC domain and exhibits reduced global chromatin binding compared to the full-length isoform (Zhang et al, 2016), may be sufficient to rescue gene expression but not DNA hypermethylation at CpG island promoter regions where full-length TET1 predominantly occupies. Moreover, both full-length and short-isoform TET1 proteins were undetectable by Western blots in WT and KO brains at E11.5, indicating that the presence of a short TET1 isoform in the KO samples may not have a significant impact on DNA methylation (Appendix Fig. S7D). Consistent with low protein expression, 5hmC in E11.5 WT and KO brain tissues was detectable by DNA dot blot analysis only at low levels close to background levels relative to strong detection in mouse ESCs, also indicating no compensation for DNA demethylation by TET2 and TET3 (Appendix Fig. S7E). The prevalence of hyper DMRs resulting from loss of *Tet1* under control diet, with minimal DEGs, suggests that elevated DNA methylation has largely silent effects on gene expression at E11.5 or may be persistent aberrations originating from an earlier stage in development.

Collating 206 downregulated DEGs identified from KO vs WT per diet group (Fig. 5A), we interrogated CpG methylation levels at their gene promoters, of which 161 showed sufficient promoter coverage by RRBS. In a heatmap representation (Fig. 5D), a subset (62) of KO downregulated DEGs in all FA diet groups clearly exhibited promoter (TSS ± 2.5 kb) hypermethylation (more than 5% difference compared to the WT), independently of embryo sex and phenotype. Re-analysis of the remaining 144 DEGs revealed that 99 were associated with gene body hypermethylation. Among these DEGs, promoter or gene body hypermethylation were evident in KO brains in all three FA diets, but gene expression was lost in KO only in excess FA diet. 

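The 694 genes lower in KO than in WT in excess FA at an unadjusted p under 0.05 (median log2 fold change -0.82) were also examined in the other diets. In control FA, in embryos of other litters, 539 of them (77.7%) were lower in KO than in WT, with a median of -0.19, where 48.9% of all genes tested were lower. In depleted FA 292 (42.1%) were lower in KO, with a median of 0.05, where 44.2% of all genes were. The difference between the KO effects in excess and control FA was tested itself: 0 genes passed with edgeR, 326 had an unadjusted p under 0.05, DESeq2 called 3, and 1 passed with litter as a fixed block. As lists, 32 of 34 genes of vesicle release had a more negative KO effect in excess than in control FA (median difference -0.50, adjusted p = 7.46e-07), as did all 33 receptors and channels (median -0.63, adjusted p = 7.46e-07). With an estimated correlation both had an adjusted p of 0.814.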

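Under FA depletion, most of the 694 genes with lower levels in KO in excess FA had lower levels than in control FA in each genotype. In WT brains 620 of them (89.3%) were lower (median log2 fold change -0.65), in HET brains 575 (82.9%; median -0.60) and in KO brains 577 (83.1%; median -0.45), where 47.3 to 49.1% of all genes tested were lower. None of these embryos entered the comparison that defined the set. Genes of such a set can vary together, so these shares do not count independent observations. The WT embryos in depleted FA are all littermates, the comparisons of the genotypes share litters, and stage was not balanced between these diets. Of the 11 genes called lower in KO in any diet, among them Spaca1, Gstm5 and Slc2a5, all were lower in KO than in WT in each of the 3 diets, which their choice fixes in part, and 7 were lower in depleted than in control FA in WT brains, 7 in HET brains and 5 in KO brains, and none of these diet differences passed the threshold with edgeR. The nearest in WT was 5330417C22Rik (-1.52, adjusted p = 0.0547), which was at -0.43 between KO and WT in depleted FA.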

In FA depleted diet condition, all genes were downregulated regardless of *Tet1* genotype. These expression profiles affirm that the 176 downregulated DEGs in *Tet1* KO in excess FA diet are FA-responsive genes, whose induction by FA supplementation requires DNA demethylation by TET1.

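The neuron markers had a level in KO brains in excess FA between those in control and in depleted FA. Their list was fixed before the data were examined but after the paper's figures had been read, so it is not independent of them. The mean of these markers was 7.33 ± 0.216 log2 CPM in WT (n = 4) and 6.75 ± 0.13 log2 CPM in KO (n = 4) in excess FA, 7.30 ± 0.163 in WT (n = 3) and 7.18 ± 0.424 in KO (n = 4) in control FA, and 6.38 ± 0.192 in WT (n = 3) and 6.47 ± 0.607 in KO (n = 6) in depleted FA. Within the 3 litters in excess FA that held both genotypes, KO embryos were lower than their WT littermates, with differences of -0.55, -0.63 and -0.76 on this scale. From promoter or gene body hypermethylation in KO brains in all diets, the loss of expression in KO in excess FA and the decrease in all genotypes in depleted FA, the paper concludes that the genes respond to FA and need demethylation by TET1 for their induction.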

Next, to determine the effects of FA diet alone on gene expression, we conducted pairwise comparisons of both excess and depleted FA diet groups with the control, per *Tet1* genotype. 

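Between excess and control FA, 0 genes passed an adjusted p of 0.05 with edgeR in WT, HET and KO brains, with 954, 391 and 1561 genes at an unadjusted p under 0.05, and DESeq2 called 2 genes in each. In KO brains (n = 4 each) all 34 genes of vesicle release were lower in excess than in control FA (median log2 fold change -0.52, adjusted p = 5.74e-08, and 0.767 with an estimated correlation), as were 24 of 25 neuron markers (median -0.50, adjusted p = 1.07e-05, and 0.811). The cell cycle genes of KO brains were higher in 24 of 28 (median 0.22, adjusted p = 1.21e-07, and 0.668). In WT brains (n = 4 and 3) the neuron markers had a median of 0.02 (adjusted p = 0.835), whereas 17 of 18 ATF4 targets were lower in excess FA (median -0.78, adjusted p = 9.51e-09, and 0.575 with an estimated correlation), 9 of them when adjusted over the list alone and none over all genes. That difference is carried by the WT embryo 51-9 in control FA, at 5.75 log2 CPM, while the lowest there, at 4.24, lay within the range in excess FA (4.19 to 4.32). HET brains had 22 of 25 neuron markers lower in excess FA (median -0.36, adjusted p = 0.00347, and 0.951), a call lost with stage as a covariate (adjusted p = 0.267). Each litter received 1 diet, so diet comparisons are also comparisons between litters.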

Notably, FA deficiency exerts the most pronounced effect on gene expression in HET embryos, resulting in 265 up- and 777 downregulated DEGs (FDR adjusted *P*-value < 0.05) (Fig. 5E), highlighting a synergistic impact between *Tet1* haploinsufficiency and folate depletion. 

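Under FA depletion, 698 genes fell and 42 rose in HET brains (n = 6) relative to control FA (n = 3) at an adjusted p under 0.05 from edgeR, and DESeq2 called 738 of these 740. By the rule for named genes, 5 stand for the decrease. Rbfox1, a neuronal splicing regulator on chromosome 16 from 5885355 to 7411526, was at 3.29 ± 0.811 CPM in depleted and 17 ± 16 CPM in control FA (log2 fold change -2.38, standard error 0.389, adjusted p = 0.00489). The GABA receptor subunit gene Gabbr2 was at 0.824 ± 0.242 against 3.79 ± 3.85 CPM (-2.23, adjusted p = 0.00632), the axon guidance gene Spon1 at 26.6 ± 17.9 against 120 ± 44.6 CPM (-2.18, adjusted p = 0.0202), the actin-binding Ablim3 at 0.862 ± 0.339 against 5.88 ± 7.15 CPM (-2.78, adjusted p = 0.00689) and Golga7b at -2.39 (adjusted p = 0.00489). Increases were smaller, with Prr5l at 25.3 ± 3.91 against 15.7 ± 3.2 CPM (0.70, adjusted p = 0.0129) and the cold-induced RNA-binding gene Rbm3 at 452 ± 71.3 against 294 ± 50.2 CPM (0.62, adjusted p = 0.0291), followed by Ctnnal1 (0.62), Cd2ap (0.51) and Uevld (0.43). The 3 HET embryos in control FA spread widely, and 1 of them, 51-2, expressed cervical and trunk Hox genes, 4 of which were among the genes that fell (list median -8.44, adjusted p = 0.023, and 0.811 with an estimated correlation, 0.198 with litter as a random effect). Without 51-2 no gene passed, nor without litter 51 or without all 3 libraries with trunk Hox expression, and without 45-4 there were 1931 genes. Without the HET embryo 34-4, 54-2 or 34-2 in depleted FA there were 404, 419 and 424. With litter as a random effect 469 genes fell and 34 rose. The diet effect did not differ between HET and WT for any gene with edgeR, with 557 genes at an unadjusted p under 0.05, 6 called by DESeq2 and 5541 with litter as a fixed block, a count that rests on litter 52 as the only litter of WT embryos in depleted FA.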

The more extensive DEG signature in HET embryos deprived of FA may account for the significant increase in the occurrence of brain deformities (Fig. 2C) compared to HET embryos under control diet. FA deficiency also impacted WT brains with 66 up- and 373 downregulated DEGs but had negligible effects in KO brains (Fig. 5E). 

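In WT brains (n = 3 each), 23 genes were lower and 13 higher in depleted than in control FA at an adjusted p under 0.05 from edgeR. Genes of GABAergic and early cortical neurons were among the lower ones: Gad2, which encodes a GABA-synthesizing enzyme, was at 5.65 ± 2.46 against 41.1 ± 7.15 CPM (log2 fold change -2.86, standard error 0.642, adjusted p = 0.0494), Reln, which encodes the guidance protein reelin, at 14 ± 4.53 against 70.3 ± 9.17 CPM (-2.32, adjusted p = 0.0434) and the synaptic adhesion gene Nrxn3 at 3.55 ± 1.69 against 23 ± 8.85 CPM (-2.67, adjusted p = 0.0453). The epithelial keratin gene Krt5 was at 1.66 ± 0.522 against 34.3 ± 33.8 CPM (-4.36, adjusted p = 0.0466) and the hyaluronan synthase gene Has3 at -3.02 (adjusted p = 0.0434). Stum (2.34, adjusted p = 0.0434), the meiotic checkpoint gene Trip13 (0.76), the nucleotide hydrolase genes Nudt5 and Nudt1 (both 0.75) and Hprt (0.69) were higher. All 3 WT embryos in depleted FA are littermates, so this difference is also one between litter 52 and the litters in control FA. No gene passed with litter as a random effect, with Theiler stage as a covariate, or without any of the WT embryos 51-9, 53-2, 52-1 and 52-3, and there were 563 without 57-8 and 263 without 52-2. In KO brains (n = 6 against 4), 258 genes were lower and 470 higher in depleted than in control FA. The lower ones included Cartpt, a neuropeptide gene, at 1.01 ± 0.478 against 4.19 ± 2.45 CPM (-2.01, adjusted p = 0.0404), the neuronal chromatin remodeler gene Chd5 (-2.03), B3galt2 (-1.79), Prdm6 (-1.55) and Brinp2 (-1.54). The higher ones included Crabp1 at 399 ± 243 against 115 ± 17.6 CPM (1.80, adjusted p = 0.0404) and Cyp26a1 at 6.75 ± 4.6 against 1.35 ± 0.902 CPM (2.37, adjusted p = 0.0411), next to Foxi2 (2.65), Dpep1 (2.27) and the phosphatase gene Dusp9 (2.05). No gene passed in KO with litter as a random effect, with stage as a covariate, or without any of the KO embryos 48-1, 51-6, 53-1, 34-7 and 52-5, the last of them delayed in development, and there were 109 without 57-6, 1620 without 35-5, 2387 without 50-6 and 2578 without 54-1. The diet effect did not differ between KO and WT, or between KO and HET, for any gene with edgeR (1248 and 526 genes at an unadjusted p under 0.05, 4 and 5 called by DESeq2), whereas against WT 6719 passed with litter as a fixed block and 2 with litter as a random effect.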

The downregulated DEGs resulting from FA depletion in both WT and HET samples were most significantly enriched in GO terms related to neurotransmission and synaptic function, notably “synapse organization”, “axonogenesis”, and “neurotransmitter transport” (Appendix Fig. S7F,G), strongly resembling DEGs resulting from *Tet1* KO in excess FA diet (Fig. 5B). 

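Under FA depletion the same neuronal lists lay low in every genotype. Stage was not balanced between these diets. In depleted FA all WT embryos were of Theiler stage 19, and the KO embryos 34-7 and 52-5 of stages 19 and 18. In control FA the embryos of litter 51, HET 51-2 among them, were of stage 20. The other embryos of both diets lay between 19 and 20, so part of these differences may be one of stage. In HET brains 19 of 25 markers of postmitotic neurons fell (all 25 when adjusted over the list alone; median log2 fold change -1.13, adjusted p = 1.45e-19 from camera), among them Mapt, which encodes tau (-2.18, adjusted p = 0.00489), and Gap43 (-1.17, adjusted p = 0.00632). Of 34 genes of vesicle release 20 fell (29 over the list alone), such as Sv2a (-1.96) and Cplx1 (-1.47), and 12 of 36 axon guidance genes did (21 over the list alone), such as L1cam (-1.80) and Robo1 (-0.87). Without HET 51-2 in control FA no gene passed, and without the 3 libraries with trunk Hox expression, 51-2 among them, the median of the neuron markers was -0.71. These lists were enriched among the 698 genes by Fisher's exact test, with adjusted p = 1.64e-20 for neurons, 1.82e-18 for vesicle release and 1.33e-07 for axon guidance. That test takes genes as independent draws, which members of such lists are not, so these p values are too small and do not measure evidence across embryos. Fev (-3.99, adjusted p = 0.00632) and Tph2 (-2.41, adjusted p = 0.0425) fell too. In WT brains no neuron marker passed over all genes (13 over the list alone) and all 25 were lower (median -0.84, adjusted p = 9.96e-11). In KO brains 1 passed (13 over the list alone) and all 25 were lower (median -0.60, adjusted p = 3.12e-08). Cell cycle genes were higher as a list in WT (25 of 28 genes, median 0.40, adjusted p = 2.18e-10), HET (26 of 28, median 0.26, adjusted p = 1.78e-09) and KO brains (24 of 28, median 0.23, adjusted p = 5.84e-05). Markers of surface ectoderm were higher in 14 of 15 in HET (median 1.16, adjusted p = 0.000378), and endothelial markers lower in 13 of 15 (median -0.66, adjusted p = 0.00521). With an estimated correlation every list named here lost its call, with adjusted p = 0.575 for the neuron, synapse, axon and cell cycle lists in WT and HET, 0.767 and 0.811 for neurons and cell cycle in KO, and 0.811 and 0.892 for the ectoderm and endothelial lists. Taking the litter as the unit, the neuron markers averaged -0.73 lower in the 6 litters in depleted than in the 4 in control FA (two-sided exact permutation p = 0.0286, 0.197 after adjustment over the lists).

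**Figure D3:**
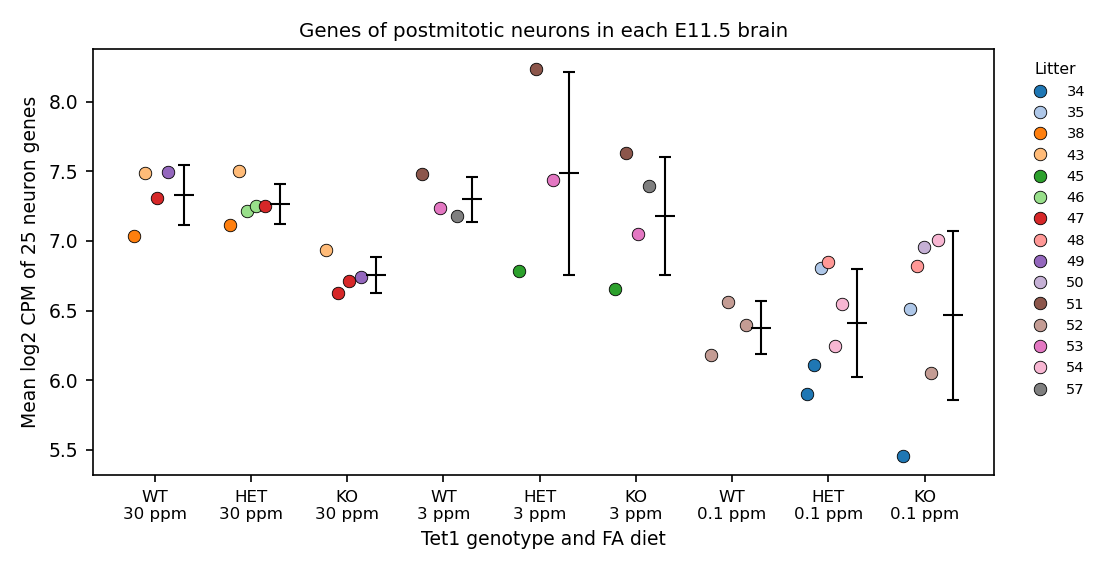
Mean log2 CPM of 25 neuron genes in each of the 38 embryos (points, coloured by litter), by Tet1 genotype and FA diet, with the mean and SD of each group (bars). Litter 34 in depleted FA averages 5.82 and litter 51 in control FA 7.78.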

The predominantly loss of gene expression caused by FA depletion in WT embryos was associated with reduced global histone acetylation, but not with global changes in the facultative heterochromatin mark histone H3 lysine 27 tri-methylation (Appendix Fig. S7H). 

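Acss2, which lies on chromosome 2 from 155517948 to 155585724, was lower in depleted than in control FA in HET brains, at 15.8 ± 0.584 CPM (n = 6) against 20 ± 2.21 CPM (n = 3), a log2 fold change of -0.34 (standard error 0.0999, adjusted p = 0.0465 from edgeR). In WT brains the difference was -0.10 (adjusted p = 0.7) and in KO brains -0.07 (adjusted p = 0.686). On the TPM scale the means were 2.78 ± 0.188 in depleted and 3.64 ± 0.796 in control FA in WT (n = 3 each; two-sided exact permutation p = 0.3, with 0.1 the smallest possible). In HET brains they were 2.92 ± 0.383 and 3.92 ± 0.653 (exact permutation p = 0.0238, 0.0714 after adjustment) and in KO brains means of 2.83 and 3.81 (exact permutation p = 0.0952). Among 26 genes of histone acetylation and acetyl-CoA supply, 2 fell in HET brains, Acss2 and the deacetylase gene Hdac5 (-0.60, adjusted p = 0.0144). The call of Acss2 lies close to the threshold, and both calls were lost without HET 51-2 in control FA, where no gene passed.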

Global histone deacetylation may be caused by lower gene expression of *Acss2* encoding acetyl-CoA synthetase 2, which catalyzes the conversion of acetate to acetyl-CoA, under FA deficiency, although the differences did not reach statistical significance (Appendix Fig. S7I).

Given that DEGs were observed primarily in three pairwise comparisons—KO vs WT in 30 ppm FA diet, 0.1 ppm vs 3 ppm in WT, and 0.1 ppm vs 3 ppm HET embryos, we overlapped this composite set of DEGs to identify a subset common to all, which we considered to be genes whose expression are responsive to dietary FA fluctuations. 

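The sets of lower genes shared members between genotypes under FA depletion. Of the 23 genes lower in WT, 10 were among the 698 lower in HET, where independent lists would share 0.893 (Fisher's exact test, p = 5.3e-09), and 125 of the 258 lower in KO were among those 698, against 10 (p = 1.39e-107). None of the 4 genes lower in KO in excess FA was among the lower genes of WT or HET brains under depletion. With edgeR, no gene was therefore common to all 3 comparisons. DESeq2 found 2 when fitted to all groups at once and 171 when fitted to the 2 groups of each comparison. Without the HET embryo 45-4 in control FA the edgeR overlap was 2 genes. Directions were shared more widely than calls. Of the 698 genes that fell in HET brains, 673 (96.4%) were lower in KO than in WT in excess FA, with a median log2 fold change of -0.48, where 49.4% of all genes tested were. In WT brains under depletion 682 (97.7%) were lower (median -0.86), where 49.1% of all genes were. In control FA only 29 of the 698 (4.15%) were lower in HET than in WT (median 0.38). The set thus favours genes that were high in the HET embryos in control FA, so a shared direction need not be a shared response to folate. All 23 genes lower in WT under depletion were lower in KO than in WT in excess FA (median -0.50). The comparison in excess FA shares no litter with the others. Under depletion the WT and HET comparisons share litters 51 and 53, and the HET and KO comparisons 34, 35, 45, 48, 51, 53 and 54, and since littermates deviate together these Fisher p values are too small. The sets also hang on single embryos, since no gene passed in HET without 51-2, in WT without 51-9, 53-2, 52-1 or 52-3, or in KO when any 1 of 34-7, 48-1, 51-6, 52-5 and 53-1 was left out. The edgeR set of 0 genes in common allows no test of enriched terms.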

From the Venn overlap, we identified 71 common DEGs (Fig. 5F). GO analysis of these 71 genes showed a robust enrichment of terms related to neurotransmission and synaptic function, including “neurotransmitter transport”, “vesicle-mediated transport in synapse”, and “synapse organization” in the top three (Fig. 5G). Analysis of absolute expression levels confirmed that these 71 genes failed to be upregulated selectively in KO embryos exposed to excess FA, compared to WT and HET embryos (Fig. 5H). In this scenario, an excess of FA in the absence of TET1 may paradoxically mimic FA deficiency by a downregulation of multiple solute carriers involved in neurotransmitter transport, resembling a compensatory response to reduce influx of FA. 

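The solute carriers of Fig. 5C, a list chosen in the study on these samples, had their lowest mean in KO brains in each diet. In control and in depleted FA, however, KO and WT embryos overlapped. Over the 9 genes the mean in excess FA was 2.66 ± 0.144 log2 CPM in WT (n = 4), 2.57 ± 0.158 in HET (n = 5) and 1.85 ± 0.281 in KO brains (n = 4), and the highest KO embryo, at 2.12, lay below the lowest WT embryo, at 2.49. In control FA the means were 2.94 ± 0.374 in WT (n = 3), 2.76 ± 0.856 in HET (n = 3) and 2.45 ± 0.407 in KO (n = 4), and in depleted FA 1.54 ± 0.461 (n = 3), 1.69 ± 0.535 (n = 6) and 1.32 ± 0.808 (n = 6). Genes of vesicle release averaged 3.98 ± 0.141 in WT, 3.93 ± 0.107 in HET and 3.46 ± 0.152 in KO brains in excess FA, and 3.19 ± 0.186, 3.25 ± 0.352 and 3.25 ± 0.463 in depleted FA. This list was fixed after the paper's figures on these embryos had been read, so it is not independent of them. Under depletion, 4 of the 9 carriers fell in HET brains, with Slc30a3 at -3.02 (adjusted p = 0.0194), Slc10a4 at -1.65 (0.0235), Slc32a1 at -1.94 (0.0328) and Slc17a8 at -1.95 (0.0495). In KO brains Slc10a4 fell (-1.50, adjusted p = 0.0449). The HET calls were lost without HET 51-2, and the KO call when any 1 of the KO embryos 34-7, 48-1, 51-6, 52-5 and 53-1 was left out, with litter as a random effect or with stage as a covariate, since no gene passed then. No carrier passed in WT, where Slc6a1 was at -2.60 (adjusted p = 0.0677). As a list the carriers were lower under depletion in WT (adjusted p = 0.000925), HET (0.00246) and KO (0.00646), each lost with an estimated correlation (adjusted p = 0.575, 0.575 and 0.613), and in WT also with stage as a covariate (adjusted p = 0.117).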

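Slc10a4 reached 1.7 ± 0.392 TPM in WT, 1.42 ± 0.472 TPM in HET and 0.571 ± 0.142 TPM in KO brains in excess FA (SD, n = 4, 5 and 4). Every KO embryo lay below every WT embryo (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allow, 0.107 after adjustment over the comparisons of the family). In control FA the means were 1.2 ± 0.479 TPM in WT and 1.21 ± 0.413 TPM in KO (exact permutation p = 0.914), and in depleted FA 0.413 ± 0.0222 TPM in WT and 0.423 ± 0.268 TPM in KO (exact permutation p = 0.798). Slc32a1, on chromosome 2 from 158610767 to 158615748, stood at 2.25 ± 0.65 TPM in WT and 0.961 ± 0.441 TPM in KO in excess FA, again without overlap and with the same p. In control FA it was at 2.53 ± 0.294 TPM in WT and 2.03 ± 1.04 TPM in KO (exact permutation p = 0.4), and in depleted FA at 0.516 ± 0.27 and 0.693 ± 0.635 TPM (exact permutation p = 0.917). In the count model neither gene passed between KO and WT in any diet. A difference of the KO effect between diets was not shown for either gene, since none passed the test of that difference. With the malformed embryos included, the excess FA means of Slc10a4 were 1.51 TPM in WT and 0.52 TPM in KO (n = 5 each).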

As depicted above in the association between promoter/gene body methylation and gene expression, while hyper DMRs resulting from *Tet1* KO were prevalent across all diet groups, for instance at the genes encoding solute carriers *Slc10a4* and *Slc32a1*, these hyper DMRs were associated with a significant loss of gene expression only under excess FA (Fig. 5I; Appendix Fig. S7J), suggesting that a synergy between excess FA status and DNA hypermethylation leads to silencing of these genes.

### Regulation of the proton-coupled folate transporter gene by TET1 is FA-sensitive

Folate transport across cell membranes involves three distinct mechanisms, via receptor-mediated endocytosis of the folate receptor alpha and beta (FRα, gene *Folr1*; FRβ, gene *Folr2*), via the reduced folate carrier (RFC, gene *Slc19a1*) in systemic tissues, and via the proton-coupled folate transporter (PCFT, gene *Slc46a1*) located primarily in the kidney, gastrointestinal tract, and the choroid plexus in the ventricles of the brain (Sangha et al, 2022). The *Slc46a1* gene has a CpG island promoter known to be regulated via DNA methylation (Gonen et al, 2008). 

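The folate carriers were expressed at low to moderate levels in these brains. Group means ran from 2.48 to 3.32 TPM for Slc46a1 (chromosome 11, 78465697 to 78472059), from 3.48 to 6.25 TPM for Slc19a1 (chromosome 10, 77032241 to 77061002), from 2.39 to 3.66 TPM for Folr1 and from 0.0846 to 0.303 TPM for Folr2. Over 12 comparisons of genotype or diet per gene, no two-sided exact permutation test passed after adjustment, with a smallest adjusted p of 1. Before adjustment, Slc19a1 (p = 0.0429, exact) and Folr2 (p = 0.0286, exact) were lower in KO brains in depleted than in control FA, by -0.75 and -0.96 on the log2 TPM scale. The counts of Slc19a1 ran the other way, at 14.2 ± 4.92 CPM in depleted (n = 6) against 12.4 ± 2.92 CPM in control FA (n = 4; adjusted p = 0.459 from edgeR). Over these 12 comparisons Slc46a1 differed by at most 0.34 on that scale. With 3 to 6 embryos per group the smallest p that a test could give was between 0.00476 and 0.1.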

Normalized transcripts per million (TPM) values of *Slc46a1*, *Slc19a1, Folr1*, and *Folr2* in our RNA-seq analysis of 129S6.Cg E11.5 brains did not show any significant changes in expression of these genes as a result of altering *Tet1* genotype or FA diet (Appendix Fig. S8A). In CD1 E11.5 embryos, we observed only a modest downregulation of *Slc46a1* in the KO brains under both excess and normal FA diet conditions (Appendix Fig. S8B). Nonetheless, our previous WGBS revealed CpG hypermethylation at the *Slc19a1* (increase of ~3%) and *Slc46a1* (~13%) promoter regions (TSS ± 1 kb) in KO antNPCs relative to WT, while the promoter regions of *Folr1* and *Flor2* both lack CpG islands and detectable DMRs (van der Veer et al, 2023; Data ref: van der Veer et al, 2023) (Fig. 6A; Appendix Fig. S8C). Moreover, TET1 occupies the promoter regions at *Slc19a1* and *Slc46a1*, but not at *Folr1* and *Folr2*, in primed epiblast-like cells (EpiLCs), where stronger binding was detected at *Slc46a1* than at *Slc19a1* (Khoueiry et al, 2017; Data ref: Khoueiry et al, 2017) (Fig. 6B; Appendix Fig. S8C). Therefore, *Slc46a1* appears to be the most likely TET1 target among known folate carriers, prompting us to validate its potential regulation by TET1 in post-gastrulation neuroectoderm cells prior to neural tube closure.

**Figure 6:**
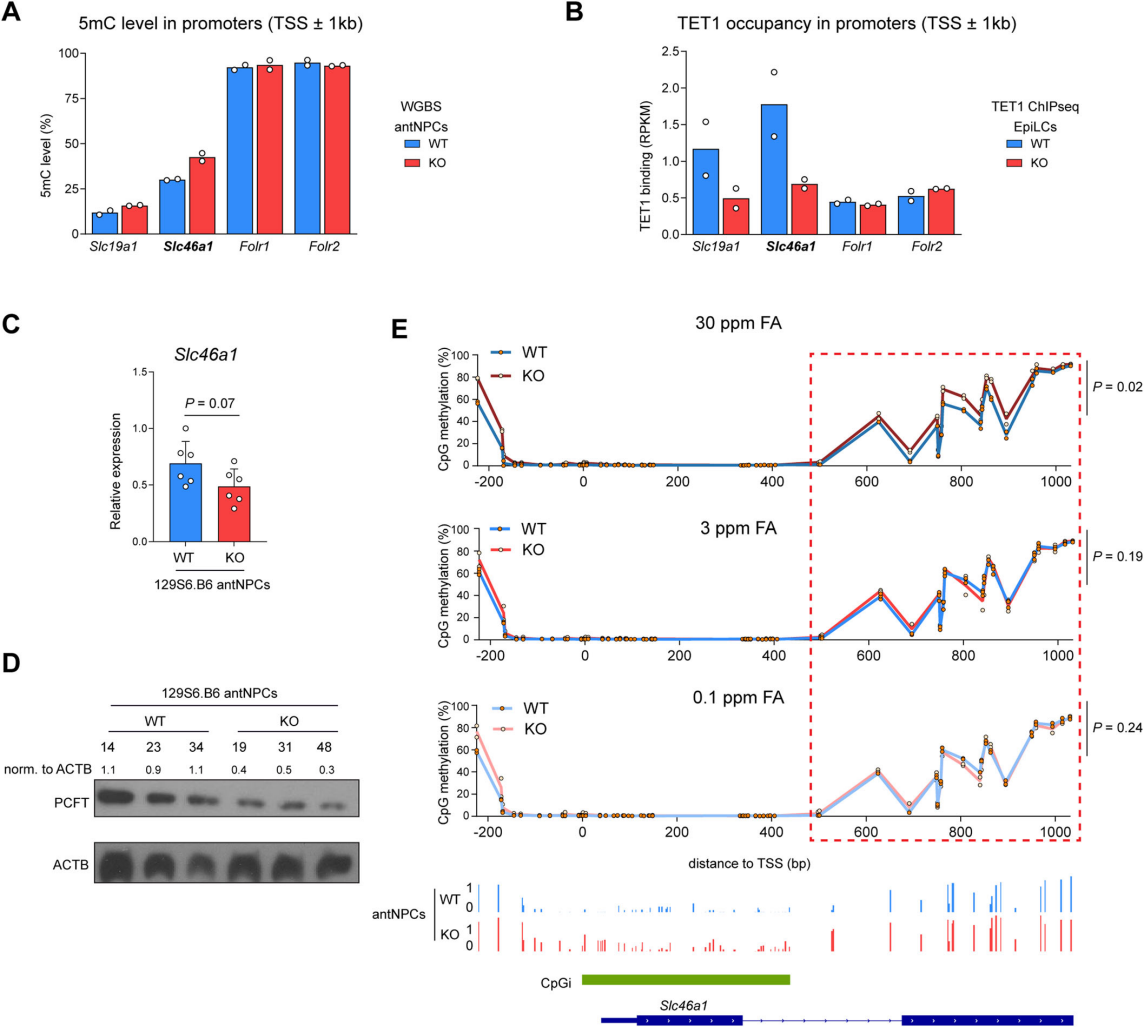
DNA hypermethylation on the promoter region of folate transporter gene *Slc46a1* as a result of excess FA coupled to Tet1 loss. (**A**) 5mC levels identified by WGBS on the promoter regions (±1 kb of TSS) of *Slc19a1*, *Slc46a1*, *Folr1*, and *Folr2* in WT and KO antNPCs of a B6129S6F1 strain (day 5 of in vitro differentiation under Wnt inhibition). (Data ref: van der Veer et al, 2023). (**B**) TET1 binding shown by TET1 chromatin immunoprecipitation-sequencing (ChIPseq) on the promoter regions (±1 kb of TSS) of *Slc19a1*, *Slc46a1*, *Folr1* and *Folr2* in WT and KO EpiLCs (Data ref: Khoueiry et al, 2017). (**C**) QPCR analysis of *Slc46a1* in KO and WT antNPCs of a 129S6.B6 incipient congenic strain. Data are shown as mean ± SEM of *n* = 6 biological replicates from two independent differentiations using three different ESC lines per genotype. *P* value is calculated by t-test. (**D**) Western blot of PCFT in 129S6.B6 KO and WT antNPCs. Numbers below WT and KO antNPCs indicate clonal identities. Densitometric band intensities of PCFT normalized to ACTB (beta-actin loading control) are shown above each lane of the blot. (**E**) Targeted amplicon bisulfite sequencing analysis of CpG methylation levels at the promoter region of *Slc46a1* in WT and KO whole embryos exposed to modified maternal FA diet. *n* = 2 individual embryos for each genotype per diet. X-axis 0 indicates position of the TSS. IGV tracks below show CpG methylation levels in F1 strain WT and KO antNPCs over the corresponding region (Data ref: van der Veer et al, 2023). *P* values are calculated by paired 2-way ANOVA, based on base position (CpG) as a paired factor and genotype as an independent factor, indicating the statistical difference caused by the genotype factor. Source data are available online for this figure.

To obtain an in vitro correlate of E8.5 rostral neural cells under standard defined culture media containing high FA supplements (>5 mg/L), we performed in vitro differentiation of WT and TET1 KO ESCs, derived from the mouse blastocysts from 129S6.B6-*Tet1*^+/−^ x *Tet1*^+/−^ intercrosses, into antNPCs (van der Veer et al, 2024). QPCR showed a trend of reduced *Slc46a1* transcript levels in KO compared to WT antNPCs that reached borderline significance (*P* ≤ 0.07), supported by a Western blot analysis that revealed notable loss in PCFT protein expression in *Tet1* KO cells (Fig. 6C,D). These results suggest that PCFT expression in neural tissues in early development may be moderately dependent on TET1.

Finally, we asked whether dietary FA levels affect *Slc46a1* promoter methylation levels in E11.5 KO embryos, reasoning that any DNA methylation changes induced by diet x genotype effects would persist until E11.5. Because the WGBS DMR at *Slc46a1* identified in KO versus WT antNPCs was not covered by RRBS, we conducted targeted bisulfite sequencing over the region surrounding the *Slc46a1* promoter CpG island to re-analyze whole embryos collected from dams on modified FA diets on the 129S6.Cg background (Appendix Fig. S8D,E). Interestingly, FA excess drove a significant elevation in CpG methylation at the *Slc46a1* CpGi shore in KO embryos, whereas methylation differences were not discernible between WT and KO under control and depleted FA diets (Fig. 6E). These results affirm that dietary folate status can be coupled with *Tet1* function to regulate promoter DNA methylation of multiple membrane transporters, including a folate transporter.

## Discussion

In this study, we determined how the DNA dioxygenase TET1, a newly identified candidate gene for NTDs, connects FA one-carbon metabolism, DNA methylation and gene expression to influence embryonic development post-NTC. We uncovered a synergy between excess FA status and loss of *Tet1*, which results in the downregulation of membrane transporters and disruption of FA intake. On the other hand, the effects of FA deficiency can be exacerbated by *Tet1* haploinsufficiency, impacting cellular methylation potential and NTD susceptibility. Overall, the interplay between epigenetic regulation by TET1 and folate 1C metabolism converges on the regulation of gene expression of multiple solute carriers and steady-state levels of phospholipid and neurotransmitter metabolites, ultimately affecting neurodevelopment beyond NTC.

The most recent recommendation by the US Preventive Services Task Force re-affirmed the substantial NTD-protective benefit of FA supplementation, when taken at 0.4 to 0.8 mg daily during the peri-conceptual period (Viswanathan et al, 2023). However, excessive maternal FA intake can be as high as 5 mg/day in certain medical conditions such as those linked to low folate levels (Paniz et al, 2017; Paniz et al, 2019). Whether this may introduce aberrant DNA methylation events or de novo point mutations that pre-dispose the offspring to chronic diseases in adulthood is a concern that warrants further investigation (Cao et al, 2023; Fardous and Heydari, 2023; Murray et al, 2018). The influence of excessive maternal dietary folate on DNA methylation has been reported to affect specific loci including imprinted genes (Barua et al, 2016; Haggarty et al, 2013; Ly et al, 2020; Tserga et al, 2017). In this study, we used 30 ppm FA as a dose representing a 10-fold surplus of FA in rodent diet, in accordance with other studies (Burren et al, 2008; Cao et al, 2023; Harlan De Crescenzo et al, 2021). This high-dose FA supplementation may cause teratogenic effects on fetal brain development and confer susceptibility to embryonic defects (Asadi-Pooya, 2015; Pickell et al, 2011; Wang and Chen, 2016). Indeed, we observed mild teratogenic effects of excess FA inducing brain malformation during embryonic development.

Nonetheless, our genome-wide profiling uncovered hundreds of DMRs predominantly with gains of DNA methylation in WT mouse embryos, which were selected for analysis based on mostly normal morphology. The impact of excess maternal FA on the WT DNA methylome is generally not associated with gene expression changes by E11.5 but can result in long-lasting silencing of gene pathways strongly enriched for neurotransmitter transport in the absence of TET1. Our WGBS analysis affirmed that loss of TET1 resulted in a marginal increase in DNA hypermethylated loci induced by excessive FA, shifting the hyper DMRs from promoter proximal to more distal regions. This finding aligns with previous WGBS studies by us and others localizing TET1 activities to CpGi flanking regions (shores), where DNA demethylation serves to counter DNMT activities to preserve CpGi promoters in a fully unmethylated state, as well as distal enhancers (Dixon et al, 2021; Liao et al, 2015; Sun et al, 2019; Data ref: van der Veer et al, 2023; Wu and Zhang, 2017). Using targeted bisulfite sequencing at *Slc46a1*, we confirmed that excess FA can indeed elevate DNA methylation levels in KO relative to WT embryos at a CpGi shore region not covered by RRBS. The compromised FA intake despite excess FA supplementation in *Tet1* KO embryos, which could result from downregulation of *Slc46a1*, is likely diverting a more limiting pool of one-carbon units towards methylation of CpGi shore and distal regions in the absence of TET1.

In comparison with excessive FA supplementation, FA deprivation induced DMRs more extensively, almost equally in both directions of gain and loss in DNA methylation in WT embryos. We characterized subtle differences in genomic localization between these FA deficiency-induced hyper and hypo DMRs but clarified that the net effect of both converges on common pathways associated with development and Wnt signaling, concomitantly with gene expression changes predominantly downwards. While the limited coverage of RRBS did not provide a comprehensive view of how FA deficiency affects DNA methylation patterns over the whole genome, we showed that losing one copy of *Tet1* allele in HET embryos is sufficient to alter DNA methylation changes caused by  deficient FA diet (Fig. 4A, B), supporting an elevated sensitivity of DNA methylation status to *Tet1* gene dosage under conditions of FA deficiency. Coincidentally, we observed the highest penetrance of cranial malformations under combined deficiency in FA and *Tet1*.

Although excess and depleted maternal FA status showed clearly distinct impacts on steady-state levels of FA, SAM/SAH and serine/glycine ratios, we also observed several instances in which excessive FA in the absence of TET1 mimics a state of pseudo-FA deficiency: (1) reduction in RRBS promoter-associated hyper DMRs in *Tet1* KO; (2) downregulation of multiple membrane transporters and gene pathways associated with neurotransmitter transport and function and (3) loss of phospholipid metabolites, especially phosphatidylcholines (PCs). Of note, PCs are the most abundant phospholipids in mammalian cellular membranes, and in general their synthesis requires methylation reactions involving phosphatidylethanolamine methyltransferase (PEMT) and betaine-homocysteine methyltransferase (BHMT), both dependent on folate cycling of one-carbon via SAM (Li and Vance, 2008; Stead et al, 2006; Ueland, 2011). The absence of *Tet1* may shift SAM utilization under excess folate cycling towards uncurbed DNMT activities at the expense of PC synthesis, ultimately affecting transport of neurotransmitters and synapse formation. In this regard, the loss of *Tet1* mimics the reduction of MTHFR protein expression and activity by excess FA, which creates a pseudo-MTHFR deficiency that results in lower SAM/SAH ratio and alterations on lipid metabolism (Christensen et al, 2015). These results underscore the need to evaluate high-dose maternal FA supplementation in the context of potential nutritional stressors that may disrupt cellular dioxygenase functions, particularly for adverse impact on fetal neurogenesis and post-natal neurological functions.

Despite folate bioavailability being a major nutritional modifier of NTD risk, mutations directly affecting folate-related genes are relatively rare in cases of mouse NTDs (Harris and Juriloff, 2010; Wallingford et al, 2013). Of these, only a few, such as *Mthfd1l* (Momb et al, 2013), *Gldc* (Pai et al, 2015), and *Slc25a32* (Kim et al, 2018), result in NTDs under folate deprivation, and all are resistant to FA supplementation. Interestingly, supplementation with formate, a THF-independent donor, circumvents the metabolic blocks caused by these mutations and rescues the FA resistance (Kim et al, 2018; Pai et al, 2015). While over 300 mouse mutant models for NTDs exist in the literature, only a fraction have been characterized for responsiveness to FA supplementation (Gray and Ross, 2009; Marean et al, 2011). Our detailed study of *Tet1* mutants suggests that epigenetic dysfunction resulting from TET1 deficiency may be a basis for FA resistance across strains. Possibly, *Tet1*^−/−^ embryos are less able to absorb FA due to downregulation of *Slc46a1*/PCFT at the onset of neurulation (in 129S6.Cg and CD1 backgrounds). On the other hand, FA deprivation exposes an effect of *Tet1* haploinsufficiency on methylation potential and increased occurrence of congenital structural malformations including NTD. These observations suggest that the risk for birth defects associated with FA status may be modified by nutritional and other environmental factors that affect TET activity and function, such as vitamin C (Blaschke et al, 2013). By this rationale, FA supplementation in combination with vitamin C may offer further protective benefits against birth defects. By reversing aberrant DNA methylation by informed nutritional intervention, FA-resistant cases of NTDs may potentially be converted into FA-responsive ones.

In the mouse, NTC begins at E8.5, resulting in closure of the anterior and midbrain-hindbrain neuropores by E9.5 and the posterior neuropore by E10.5 (Yamaguchi and Miura, 2013). The experimental endpoint in this study at E11.5 would not have captured fully the dynamics of metabolomic and transcriptomic changes due to diet and genotype interactions during NTC. Indeed, our transcriptome analysis of embryonic brain tissues hardly detected any DEGs caused by loss of TET1 in the control diet but revealed persistent downregulation of solute transporters as a result of excess FA treatment combined with the loss of TET1. Yet, the genome-wide DNA methylome analysis adequately captured widespread DMRs that more likely accumulated from diet x genotype manipulations during NTC, in line with a long-lasting presence of DNA methylation changes. For practical reasons, this study of E11.5 stage embryos enabled us to access a broader range of structural birth defects in addition to NTDs and also accurately dissect brain tissues (forebrain, midbrain, and hindbrain) to obtain tissue-specific epigenome and transcriptome profiles. Insights from this study will be the basis for further investigations of *Tet1* genotype x FA diet interactions earlier during the initiation of NTC, and later during postnatal development.

In summary, our study unravels one intricate layer of gene-environmental interactions influencing embryonic neurodevelopment post-NTC, involving TET1 and folate one-carbon metabolism. By decoding the interplay of TET1 with the genome, metabolome, and epigenome, our findings shed light on FA-sensitive genomic loci and uncover a potential epigenetic mechanism regulating FA responsiveness. Targeted intervention strategies tailored to rectify these pathways with individualized micronutrient supplementation plans may have a major impact in preventing FA-resistant NTDs, a major focus of public health concern in the era post-FA fortification.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental Models**		
C57BL/6J	Jackson Lab	JAX strain #000664
B6-Tet1<tm1Koh> mouse	Khoueiry et al, 2017	Mouse Genome Informatics (MGI) ID: 6099090
CD-1	Jackson Lab	JAX stock #034608
129S6/SvEvTac inbred mouse strain	Taconic Biosciences	MGI ID: 3044417
**Antibodies**		
Anti-Histone H3ac	Active-Motif	39139
Anti-H3	Abcam	ab1791
Anti-H3K27me3	Upstate	07-449
Anti-PCFT	Abcam	ab25134
Anti-TET1	Genetex	GTX125888
Anti-ACTB	Cell-signaling	4970
Anti-mouse	DAKO	P0447
Anti-rabbit	DAKO	P0217
Anti-5hmC	Active Motif	39769
Anti-dsDNA	Abcam	ab27156
**Oligonucleotides and other sequence-based reagents**		
PCR primers	This study	Table 1
qPCR primers	This study; Sohni et al, 2015	Table 2
Bisulfite PCR primers	This study	Table 3
**Chemicals, Enzymes and other reagents**		
phosphatase inhibitor cocktail 2 and 3	Sigma-Aldrich	P5726 and P0044
protease inhibitor cocktail	Roche	11836153001
Clarity Western ECL substrate	Bio-Rad	1705060
PureGene Genomic DNA extraction kit	Invitrogen	K182001
Amersham Hybond positive charged nylon membrane	Cytiva	RPN119B
5-dhCMP	Jena Bioscience	NU-932S
RNeasy plus mini kit	Qiagen	74136
Superscript III cDNA synthesis	Thermo Fisher	11752-050
SYBR-green PCR master mix	Thermo Fisher	11733-046
Ovation RRBS Methyl-Seq kit	Tecan/Nugen	0553-32
TaqI	NEB	R0149S
96-Plex Adaptor Plate	Tecan	S02223
Agencourt AMPure XP beads	Beckman Coulter	A63881
Qubit™ dsDNA HS Assay kit	Invitrogen	Q32854
High Sensitivity DNA analysis kit	Agilent	5067-4626
RNA 600 Nano kit	Agilent	5067-1511
KAPA Stranded mRNA Hyperprep Kit (96rxn)	Roche	KK8581
KAPA-single index adapters	Roche	KK8700d
EpiTect Fast DNA Bisulfite kit	Qiagen	59824
PlatinumTM Taq DNA polymerase High Fidelity	Invitrogen	11304-011
**Software**		
QuantStudio Real-Time PCR software (v1.3)	Applied Biosystems	
MassHunter Profinder 8.0 and MassProfiler Professional (MPP) 15.1 software	Agilent technologies	
GraphPad Prism 9	GraphPad Software Inc.	
**Other**		
NovaSeq S4	Illumina	
Illumina Hiseq4000	Illumina	
Illumina NovaSeq 6000	Illumina	

### Animal maintenance, mouse strain breeding, and timed pregnancies

All experimental procedures on mice were reviewed and approved under project P101/2016 by the KU Leuven Ethical Committee for Animal Experimentation in compliance with the European Directive 2010/63/EU. *Tet1*^tm1Koh^ mice were maintained on a 12-h day/night cycle with grain-based ‘chow’ maintenance complete feed (Ssniff, Germany) used at the animal facility at KU Leuven. Breeding pairs were fed with Ssniff breeding complete feed and set up by crossing heterozygous with wild-type mice to obtain heterozygous offspring for timed pregnancy experiments. Both regular maintenance and breeding diet contained 7 ppm FA. Custom diet containing modified FA (TestDiet, US) was based on a modification of AIN-93G semi-purified diet (57W5) with no added folate and 1% succinylsulfathiazole. Unless stated otherwise, mice in experimental timed mating were fed Ssniff maintenance complete feed (regular chow). Pups were genotyped after weaning by performing PCR using primers as listed in Table 1.

**Table 1:** PCR primers.

Type	Oligo name	Sequence (5’ to 3’)
*Tet1*<tm1> genotyping	Tet1tm1-Gtype-7F	TTGGCAACACCTCCAGATT
	Tet1tm1-Gtype-6R	CGGATTGACCGTAATGGGATAG
	Tet1tm1-Gtype-10R	GCTTTGATGTCTTCGTCTTCATC
Sex genotyping	SX-F	GATGATTTGAGTGGAAATGTGAGGTA
	SX-R	CTTATGTTTATAGGCATGCACCATGTA

The *Tet1*^tm1Koh^ line was originally created as a C57Bl/6 (B6) congenic strain (Khoueiry et al, 2017) and henceforth maintained by regular backcrossing to C57Bl/6J obtained from Jackson Lab. To transfer the *Tet1*^tm1Koh^ allele to alternative genetic backgrounds, we outcrossed it (>3 generations) to the outbred CD1 stock. Subsequently, we backcrossed B6-*Tet1*^tm1Koh^ mice to an inbred 129S6 (also known as 129SvEvTac) strain. We considered mice obtained from 5 to 7 generations of backcrossing as incipient congenic, and those after >10 generations as congenic. Wherever indicated in the text, the number of backcross generations is prefixed by the letter N.

To obtain embryos from timed pregnancies, *Tet1*^+/−^ mice were paired and monitored for 5 days, checking every morning for the presence of a copulation plug. The morning of detecting a copulation plug was considered to be E0.5. Pregnant dams were sacrificed at indicated time-points using cervical dislocation. Embryos were dissected from individual decidua in ice-cold PBS. Following excision of the yolk sac, embryos were imaged using Leica Application Suite V4, and assigned a preliminary score according to the EMAP definition by a researcher. These scores were subsequently validated by two or three independent researchers based on images. Exencephaly was scored as “NTD”. For FA-modulation experiments, we also observed other malformations, that were classified as brain malformation, gross malformation of multiple visceral organs, and growth delay based on somite counts. Whole embryos were collected and snap frozen in liquid nitrogen or fixed in 4% PFA overnight at 4 °C. Embryonic brains were dissected if needed and snap frozen in liquid nitrogen. For embryos ≥E10.5, a portion of the yolk sac, free of maternal blood, was collected for genotyping.

### Modulation of maternal FA status

To perform intraperitoneal (IP) injections of FA, CD1-*Tet1*^tm1Koh^ *Tet1*^+/−^ females were adapted post-weaning for 4 weeks to a 2.1 ppm FA diet. After the detection of a copulation plug during mating, females were IP injected daily from E5.5 with 10 mg/kg FA until the experimental endpoint. Similarly, to administer methionine, *Tet1*^+/−^ females were fed regular chow and IP injected with 70 mg/kg methionine from E5.5 daily until the experimental endpoint.

To modify maternal FA status using custom diets, *Tet1*^+/−^ females were adapted post-weaning for 4 weeks to the modified FA diets in groups of up to 5 per cage. As much as possible, littermate females were randomly assigned to different diet groups. Stud *Tet1*^+/−^ males were re-used in timed pregnancies on a rotational basis across all diets to randomize their exposure to custom diets during the periods of timed mating (up to 7 days) and otherwise maintained on regular chow diet. To determine whether the addition of SST in our custom diets by itself affected NTD phenotypic penetrance, additional groups of CD1-*Tet1*^tm1Koh^ mice were adapted with customized diets containing 2.7 or 7 ppm FA (matching level in regular chow) supplemented with or without 1% SST. At experimental endpoints, dams were euthanized for embryo collection. The sex and genotype of individual E11.5 embryos were determined by PCR analysis with isolated yolk sac tissues. For the collection of biological replicates in next-generation sequencing analyses, we selected a *Tet1*^−/−^ embryo matched by somite numbers to a littermate WT and/or *Tet1*^+/−^ embryo of the same sex. For each downstream assay, we collected 4 to 6 replicates from independent litters, representative of the phenotypes observed and matching numbers of male and female replicates.

### Western blotting

Cells were washed with ice-cold PBS and lysed on plate in ice-cold RIPA buffer (50 mM Tris at pH 8.0, 150 mM NaCl, 0.2 mM EDTA, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, containing 1 mM phenylmethylsulfonyl fluoride, 0.5 mM DTT, phosphatase inhibitor cocktail 2 and 3 (Sigma-Aldrich, P5726 and P0044) and protease inhibitor cocktail (Roche, 11836153001)). Lysates were scraped off the plates and transferred to pre-cooled microcentrifuge tubes, incubated on ice for 30 minutes, subsequently passed through a 26-gauge needle and clarified by centrifugation for 15 min at 16,000 r.c.f. at 4 °C, after which supernatant was collected and stored at −80 °C. Protein concentration was measured using Bradford assay in a 96-well microplate format. Whole cell lysate samples were prepared in 1x Laemmli sample buffer (62.5 mM Tris-HCl at pH 6.8, 2.5% SDS, 0.002% bromophenol blue, 5% β-mercaptoethanol, 10% glycerol) and boiled for 10 min at 95 °C. 10 to 15 µg of protein was loaded on an 8% (for TET proteins, >200 kD) or 10% (other proteins) SDS–polyacrylamide gel, electrophoresed in 1X running buffer (25 mM Tris, 192 mM glycine, 0.1% SDS) and then transferred to a PVDF membrane with transfer buffer (25 mM Tris, 192 mM glycine and 20% methanol; 0.1% SDS added when transferring TET proteins). Membranes were blocked using 5% skim milk in Tris-buffered saline containing 0.1% Tween-20 (TBS-T) prior to incubation with primary antibodies diluted in the blocking buffer for overnight at 4 °C, and subsequently with HRP-conjugated secondary antibodies for 1 h at room temperature. The signal was detected using Clarity Western ECL substrate (Bio-Rad 1705060) and developed on a light-sensitive film using a AGFA Curix 60 Film Processor. Primary antibodies (listed with catalog number and dilution factor) used in this study were: anti-Histone H3ac (Active-Motif, 39139, 1:1000), anti-H3 (Abcam, ab1791, 1:5000), anti-H3K27me3 (Upstate, 07-449, 1:1000), anti-PCFT (Abcam, ab25134, 1:1000), anti-TET1 (Genetex, GTX125888, 1:1000), anti-ACTB (Cell-signaling, 4970, 1:4000). Secondary antibodies were: anti-mouse (DAKO, P0447, 1:5000), anti-rabbit (DAKO, P0217, 1:5000).

### Dot blotting

Dot blotting was performed as previously described (van der Veer et al, 2023). Briefly, genomic DNA (gDNA) was extracted using a PureGene Genomic DNA extraction kit (Invitrogen, K182001) according to manufacturer’s instructions. 250 ng of gDNA was serially diluted two-fold in nuclease-free water followed by denaturation in 0.4 M NaOH/10 mM EDTA at 95 °C for 10 min, then neutralized in an equal volume of ice-cold 2 M ammonium acetate and kept on ice for 10 min. An Amersham Hybond positive charged nylon membrane (Cytiva, RPN119B) were prewetted with H_2_O for 20 min, and followed by 6X SSC for 20 min. Samples were then spotted onto the prewet membrane with a 96-well Bio-Rad Bio-Dot apparatus. The spotted membrane was subsequently washed excessively with 2X SSC, air-dried for 5–10 min and UV cross-linked two times at 120,000 μJ/cm^2^ using a UVP HL-2000 HybriLinker. The membrane was incubated with antibodies as described for Western blot. Primary antibodies used were: anti-5hmC (Active Motif, 39769; 1:1000) and anti-dsDNA (Abcam, ab27156, 1:5000; which cross-reacts with both single and double-stranded DNA). On the membrane, a serial dilution of 0.1 ng of a PCR product generated using 5-dhCMP (Jena Bioscience, NU-932S) instead of 5-dCMP in the dNTP mix was spotted as a positive control.

### Quantitative reverse transcription-polymerase chain reaction (qPCR)

Total RNA was extracted using a RNeasy plus mini kit (Qiagen, 74136) according to the manufacturer’s instructions. 200 ng–1 μg of RNA was used for reverse transcription (RT) reactions using Superscript III cDNA synthesis (Thermo Fisher, 11752-050), according to the manufacturer’s instructions. Quantitative real-time PCR reactions were set up in technical triplicates using SYBR-green PCR master mix (Thermo Fisher, 11733-046) supplemented with 5 µM primers (Table 2) and 1:100 of each cDNA reaction on a 384-well ViiA7 real-time PCR system (Applied Biosystems). Expression levels of target genes was calculated according to the 2–ΔΔCt method using QuantStudio Real-Time PCR software (v1.3), for which *Gapdh* expression was used for normalization and fold induction was calculated relative to expression in control ESCs.

**Table 2:** qPCR primers.

	Oligo name	Sequence (5’ to 3’)
*Slc46a1*	Slc46a1_qPCR_FW	GCTCACCACACAGTACCTTT
	Slc46a1_qPCR_RV	ATGTAGAGGGTCCAGTGAGAT
*Tet1* Exon1a-2	Tet1_qPCR_exon1a_FW	CTGCCTCTTCTACGGGAACATTCG
	Tet1_qPCR_exon 2_RV	GCCTGCTTTGATGTCTTCGTCTTC
*Tet1* Exon4-5	Tet1_qPCR_exon4_FW	GAGGGAAAAGAAGCCCAAAG
	Tet1_qPCR_exon5_RV	CGCCTGCATTCTTCCTTACA

### Mass spectrometry

E11.5 whole embryos were snap frozen for storage at −80 °C and subsequently processed for high performance liquid chromatography coupled to tandem mass spectrometry (HPLC-MS/MS) analysis as previously described (Leung et al, 2017). Polar metabolites were extracted in −70 °C 80% methanol/water for untargeted metabolomic analysis using a platform comprised of an Agilent Model 1290 Infinity II liquid chromatography system coupled to an Agilent 6550 iFunnel time-of-flight MS analyzer. Comprehensive chromatography of metabolites utilized a combination of aqueous normal phase (ANP) chromatography on a 2.1 mm Diamond Hydride column, and reverse-phase C18 hydrophobic chromatography, operated on both positive- and negative-ion modes for MS-based ratio-metric quantification of metabolites. Mobile phases for aqueous chromatography consisted of (A) 50% isopropanol, containing 0.025% acetic acid, and (B) 90% acetonitrile containing 5 mM ammonium acetate. To eliminate the interference of metal ions on chromatographic peak integrity and electrospray ionization, EDTA is added to the mobile phase at a final concentration of 5 μM and the following gradient applied for separation: 0–1.0 min, 99% B; 1.0–15.0 min, to 20% B; 15.0 to 29.0, 0% B; 29.1 to 37 min, 99% B. Raw data were analyzed using MassHunter Profinder 8.0 and MassProfiler Professional (MPP) 15.1 software (Agilent technologies). Our in-house compound structural identity database included over 938 metabolites in our in-house MassHunter PCDL manager 8.0 database (Agilent) comprised of molecules that span 1C metabolism, vitamin co-factor, amino acid, nucleotides, carbohydrates, lipids, and energy pathways. A molecular formula generator (MFG) algorithm in MPP is used to generate and score empirical molecular formulae, based on a weighted consideration of monoisotopic mass accuracy, isotope abundance ratios, and spacing between isotope peaks. A tentative compound ID is assigned when PCDL database and MFG scores concurred for a given candidate molecule. Metabolite structures are assigned based on monoisotopic neutral masses (<5 ppm mass accuracy), and chromatographic retention times, with confirmation by MS/MS fragmentation pattern matching to reference standards (Keuls et al, 2020; Steele et al, 2022).

The untargeted metabolic profiling approach precluded accurate measurement of bioactive forms of FA, such as 5-methyltetrahydrofolate (5-MTHF) and tetrahydrofolate (THF). As a result, metabolites of these bioactive forms of FA were excluded from the metabolomic data. Non-mammalian metabolites, metabolites with a retention time <1.3 min and/or no confidence on the ID assignment were also excluded. Chiral structure specifications were removed, and lipid names were standardized according to the Lipidomics Standard Initiative. Statistical analysis was performed first using one-way ANOVA to identify metabolites with significant changes across all groups, and further using 2-way ANOVA to identify significant interactions between the diet and genotype factors (*P* < 0.05). Significant metabolite values were scaled using Z-score and visualized using the pheatmap R package (v. 1.0.12) (Kolde et al, 2012).

### Reduced representation bisulfite sequencing (RRBS) library preparation

Genomic DNA (gDNA) was extracted using the Purelink Genomic DNA mini kit (Invitrogen, K182001) from individual E11.5 brains dissected from the most rostral aspect of the forebrain to the caudal aspect of the hindbrain above the otic vesicle. DNA quality was assessed with NanoDrop One (Thermo Fisher), and absence of RNA contamination was confirmed with a 0.8% agarose gel stained with SYBR Safe. RRBS libraries were prepared to include oxidative bisulfite (oxBS) conversion using the Ovation RRBS Methyl-Seq kit (Tecan/Nugen, 0553-32), according to the manufacturer’s instructions. Per sample, 100 ng of gDNA as input was processed through the oxBS workflow to map true 5mC. To increase the coverage, we performed double digestion using MspI (Supplied with the Nugen Kit) and TaqI (NEB, R0149S) in each sample, first with MspI digestion at 37 °C for 60 min, followed by TaqI digestion at 65 °C for another 60 min. After digestion, each library was ligated to a custom single-indexed sequencing adapter (8 bp barcodes from the 96-Plex Adaptor Plate, Tecan, S02223) followed by final repair. Before oxidation and bisulfite conversion, libraries were purified and washed 3× with 80% acetonitrile to get rid of any residual ethanol, followed by incubation at 37 °C for 5 min with denaturing buffer provided with the kit. Libraries were oxidized by the addition of TrueMethyl oxidant solution incubating at 40 °C for 10 min. Immediately after the oxidation, each library was converted with bisulfite reagent solution, following the bisulfite conversion thermal cycler program in the instruction. Bisulfite converted DNA was then desulfonated at RT for 5 min, following 2× washing with 70% ethanol. For each library, the optimal amplification was determined using qPCR, in which 1/5th of the libraries was added to amplification master mix containing SYBR Green and run on an Applied Biosystems StepOnePlus Real-Time PCR system for 30 cycles. Relative log-fluorescence vs amplification cycle was plotted out to manually determine the appropriate amplification cycles, selected within the middle to late exponential phase of amplification. Based on the optimization, libraries were amplified between 8 and 13 cycles. Following amplification, libraries were purified with a final 1× clean-up using Agencourt AMPure XP beads (Beckman Coulter, A63881). The quality of the libraries was assessed using an Agilent Bioanalyzer 2100 with the High Sensitivity DNA analysis kit (Agilent, 5067-4626) and concentration was determined using Qubit™ dsDNA HS Assay kit (Invitrogen, Q32854). The libraries were sequenced on NovaSeq S4 (GenomeScan, NL) to obtain minimally 20 million PE150 reads per sample.

### RRBS analysis

Processing of the raw reads was done according to the instructions of RRBS-library preparation kit (Tecan/Nugen). Reads were first trimmed for quality and presence of the adaptor using TrimGalore (v0.6.10) with the following command: “trim_galore --paired -a AGATCGGAAGAGC -a2 AAATCAAAAAAAC”, followed by removal of the diversity-adapters using a custom Python script provided by Tecan/Nugen (“-b” flag is specified due to double digestion with both MspI and TaqI). Subsequently, the trimmed reads were aligned to GENCODE mm10GRCm38.p6 using Bismark (v0.24.1) (Krueger and Andrews, 2011) with a maximum insert size of 500 bp. The Tecan/Nugen kit implements a UMI as the last 6 bp of I1 read, thus the aligned reads were deduplicated using UMI-tools (Smith et al, 2017), followed by methylation extraction with the bismark methylation-extractor (v0.24.1). On average, we reached a coverage of 8.7X and detected 2.6 × 10^6^ CpGs with a minimal coverage of 5X per library, covering roughly 13% of mm10.

Differentially methylated regions (DMRs) were called based on two different strategies (Mulholland et al, 2020) for every pair-wise comparison using MethylKit (v1.26.0) in R (v4.3.1) (Akalin et al, 2012). First, differentially methylated CpGs were called (q-value < 0.05, Δ5mC < 10%) with a minimal coverage of 5X and were merged together (distance ≤ 250 bp, width ≥ 100 bp). Secondly, differential methylation scores (q-value < 0.05, Δ5mC < 10%) were calculated for covered regions, based on the UCSC annotation of promoters, CpG islands, CpGi shores, CpGi shelves and 1 kb tiles with a 500 bp sliding window, containing at least 3 measured CpGs. From both strategies, regions that were overlapping were merged, filtered for minimally ≥2 differentially methylated CpGs and separated into hyper and hypo methylated DMRs. Per pairwise comparison, we only statistically tested CpGs that have an overall standard deviation of 2% methylation rates within all samples (Akalin et al, 2012). DMRs were annotated using AnnotatR (v1.26.0) and ChIPseeker (v1.36.0). Genes were associated with DMRs using the rGREAT (v2.2.0) package and GO term enrichment was performed using Cluster Profiler (4.8.1). DMR subsets were made using bedtools (v2.31.0). Profile plots were made using DeepTools (v3.5.5).

### Whole genome bisulfite sequencing (WGBS) library preparation

400 ng of genomic DNA was sonicated on a Covaris LE220 with settings targeting an average size of 400 bp. Prior to bisulfite conversion, 0.5% unmethylated Lambda gDNA was spiked in and DNA quantification performed using Picogreen. 400 ng of sheared DNA was bisulfite converted with the Zymo EZ DNA Methylation Gold kit (cat# D5005, VWR) following the product manual. Estimating a 75% recovery rate, 50 ng of deaminated DNA was used for library prep with the IDT xGen™ Methyl-Seq DNA library prep kit (cat#10009824). Briefly, gDNA was heat-denatured and the single-stranded DNA was used as template for proprietary adaptase stub tailing and adapter ligation prior to full-length adapter addition during the indexing PCR amplification of the library. Following product purification, the resulting libraries were quantitated by Picogreen and fragment size assessed with the Agilent 2100 Bioanalyzer. All samples were pooled equimolarly and re-quantitated by qPCR using the Applied Biosystems ViiA7 Quantitative PCR instrument and a KAPA Library Quant Kit (p/n KK4824). Using the concentration from the ViiA7™ qPCR machine above, 150 pM of equimolarly pooled library was loaded onto one lane of the NovaSeq S4 flowcell (Illumina p/n 20028312) following the XP Workflow protocol (Illumina kit p/n 20043131) and amplified by exclusion amplification onto a nanowell-designed, patterned flowcell using the Illumina NovaSeq 6000 sequencing instrument. PhiX Control v3 adapter-ligated library (Illumina p/n FC-110-3001) was spiked-in at 2% by weight to ensure balanced diversity and to monitor clustering and sequencing performance. A paired-end 150 bp cycle run was used to sequence an average of 400 million read pairs (~40X coverage) per sample.

### WGBS analysis

TrimGalore (v0.6.10) was used to trim reads based on quality (PHRED < 30) and to remove adapter sequences. Further, from both read 1 and read 2, 15 bp were trimmed from the 5′ end and 5 bp from the 3′ end. Only reads with a minimum length of 20 bp were kept. Using Bismark (v0.23.1), the trimmed reads were aligned to GENCODE mm10 GRCm38.p6 with a maximal insert size of 500 bp, followed by deduplication and methylation extraction. Using a custom script the CpG counts were merged to one strand. The DSS package was used, using a standard workflow, to call differentially methylated loci, which were used to find differentially methylated regions (DMRs). We kept DMRs with a minimal difference of 10% in methylation, that contained minimal 3 CpGs and had a minimal length of 100 bp. DMRs were annotated using AnnotatR (v1.16.0) and ChIPseeker (v1.26.2) packages in R (v4.0.5) using UCSC gene feature and CpG island (CpGi) locations. Genes were associated with DMRs using the rGREAT (v1.22.0) package. GO term enrichment was performed using Cluster Profiler (v3.18.1).

### RNA-seq library preparation

From embryonic brain tissues, RNA was extracted using RNeasy plus mini kit (Qiagen, 74136) according to the manufacturer’s instructions. The integrity of RNA was confirmed using Agilent Bioanalyzer 2100 with RNA 600 Nano kit (Agilent, 5067-1511). Libraries were prepared from 1 µg of total RNA using the KAPA Stranded mRNA Hyperprep Kit (96rxn) (Roche, KK8581) according to manufacturer’s specifications. 7 µM KAPA-single index adapters (Roche, KK8700d) were added to A-tailed cDNA, and libraries were amplified for 10 cycles. Finally, 1x library clean-up was performed using Agencourt AMPure XP beads (Beckman Coulter, A63881). Library fragment size was assessed using Agilent Bioanalyzer 2100 with the High Sensitivity DNA analysis kit (Agilent, 5067-4626) and concentration was determined using Qubit™ dsDNA HS Assay kit (Invitrogen, Q32854). Each library was diluted to 4 nM and pooled for sequencing on an Illumina Hiseq4000 at KU Leuven Genomics Core (Belgium), aiming at 15–20 million SE50 reads per sample (19 million reads on average).

### RNA-seq analysis

Adapters, polyA/T tails, and bad quality reads (Phred score > 20) were trimmed using Trim Galore! (v0.6.4_dev) with default parameters. Reads were aligned to the transcriptome and quantified using Salmon (v0.14.1) (Patro et al, 2017) with default parameters using GENCODE release 23 of the mouse reference transcriptome sequences and gene annotation. Subsequently, the counts were imported into R (v4.0.2) using tximport (v1.18.0). Differentially expressed genes were defined using DEseq2 (v1.30.0) (Love et al, 2014) (FDR adjusted p.val < 0.05) and log fold changes corrected using “ashr” method (Stephens, 2017). GO term enrichment was performed using Cluster Profiler (3.18.1). TPM values were calculated using tximport.

### Targeted amplicon bisulfite sequencing library

We assayed the *Slc46a1* promoter methylation status by designing 8 amplicons of 150–290 bp each, spanning 1320 bp of the promoter region, for analysis by targeted bisulfite sequencing as described previously (van der Veer et al, 2023). In brief, 1.5 µg of gDNA was bisulfite-treated using the EpiTect Fast DNA Bisulfite kit (Qiagen, 59824) and eluted in 15 µl of elution buffer. A 20 µl PCR reaction was composed of 0.5 µl of bisulfite-converted gDNA input, 300 nM each of forward and reverse primers (containing P7 and P5 tails, respectively, Table 3), PlatinumTM Taq DNA polymerase High Fidelity (Invitrogen, 11304-011) and PCR kit buffers. PCR products were gel-extracted using the PureLink Quick Gel Extraction kit (Invitrogen, K210012). Amplicon concentrations were quantified with the QubitTM dsDNA HS Assay kit (Invitrogen, Q32854). Amplicons were diluted to 15 nM per sample, pooled to a maximum concentration of 5 ng/µl and assessed for DNA quality using a fragment analyzer (Agilent) and the Qubit™ dsDNA HS Assay kit (Invitrogen, Q32854). Amplicon pools were converted into sequencing libraries by performing a secondary PCR to incorporate indexes and sequencing adapters. The PCR reaction included 9 µl of DNA, 0.5 µl of custom p7 primer (125 nM), 0.5 µl of custom p5 primer (125 nM), and 1 × 10 µl Phusion® High Fidelity PCR master Mix with HF buffer (Biolabs new England M0531S). The thermocycler program was 94 °C for 30 s; 15 cycles of 94 °C for 10 s, 51 °C for 30 s, 72 °C for 30 s; and a final extension at 72 °C for 1 min. Custom primers were provided with a unique dual index for sample labeling. After purification using AMPure XP beads following the manufacturer’s protocol, the library’s final quality was analyzed with a fragment analyzer and then pooled equimolarly. The concentration of the final pool was measured using qPCR (Kapa SYBR fast, Roche, KK4600), diluted to 4 nM and loaded onto a NovaSeq for PE150 sequencing, aiming for a minimum of 200,000 reads per amplicon and an average of 350,000 reads. For data analysis, reads were processed using Trim Galore! (v0.6.7) for quality, adapter removal, and exclusion of reads shorter than 20 bp. Subsequently, Bismark (v0.23.1) aligned the trimmed reads to GENCODE mm10 GRCm38.p6, with a maximal insert size of 500 bp, followed by methylation extraction. Only CpGs with a minimum coverage of 1000x were retained for analysis and were visualized over the genomic locus using a custom R script (v4.0.3).

**Table 3:** bisulfite PCR primers.

	Oligo name	Sequence (5’ to 3’) with Adapters
Slc46a1	Slc46a1_primer1_FW	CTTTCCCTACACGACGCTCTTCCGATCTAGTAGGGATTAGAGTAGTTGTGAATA
	Slc46a1_primer1_RV	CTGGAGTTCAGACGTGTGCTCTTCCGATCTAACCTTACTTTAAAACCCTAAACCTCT
	Slc46a1_primer2_FW	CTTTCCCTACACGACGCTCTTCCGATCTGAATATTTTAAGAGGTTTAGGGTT
	Slc46a1_primer2_RV	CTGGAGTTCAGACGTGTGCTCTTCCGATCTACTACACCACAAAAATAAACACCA
	Slc46a1_primer3_FW	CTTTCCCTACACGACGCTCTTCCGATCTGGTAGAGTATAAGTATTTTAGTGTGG
	Slc46a1_primer3_RV	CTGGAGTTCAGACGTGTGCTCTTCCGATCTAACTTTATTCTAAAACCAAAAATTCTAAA
	Slc46a1_primer4_FW	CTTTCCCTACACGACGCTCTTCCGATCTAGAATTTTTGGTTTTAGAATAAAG
	Slc46a1_primer4_RV	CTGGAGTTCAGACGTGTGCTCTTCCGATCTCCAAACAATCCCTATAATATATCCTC
	Slc46a1_primer5_FW	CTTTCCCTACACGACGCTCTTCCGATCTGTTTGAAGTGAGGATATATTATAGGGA
	Slc46a1_primer5_RV	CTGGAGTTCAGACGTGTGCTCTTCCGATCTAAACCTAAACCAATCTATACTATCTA
	Slc46a1_primer6_FW	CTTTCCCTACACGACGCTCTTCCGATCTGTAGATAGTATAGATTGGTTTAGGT
	Slc46a1_primer6_RV	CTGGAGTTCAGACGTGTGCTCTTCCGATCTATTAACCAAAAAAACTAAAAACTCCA
	Slc46a1_primer7_FW	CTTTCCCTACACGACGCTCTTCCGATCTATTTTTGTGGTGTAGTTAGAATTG
	Slc46a1_primer7_RV	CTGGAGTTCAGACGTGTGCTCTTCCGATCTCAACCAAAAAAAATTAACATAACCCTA
	Slc46a1_primer8_FW	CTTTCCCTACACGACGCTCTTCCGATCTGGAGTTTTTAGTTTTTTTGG
	Slc46a1_primer8_RV	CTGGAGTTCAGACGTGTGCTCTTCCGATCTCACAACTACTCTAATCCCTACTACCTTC

## Supplementary information

Table EV1

Table EV2

Table EV3

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 6

## Data Availability

RNA-seq, RRBS and WGBS datasets produced in this study were deposited to Gene Expression Omnibus (GEO): GSE275393, GSE275401 and GSE276883, respectively. All other data are available in the main text or the supplementary materials. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00316-1.

# Supplementary material for: The DNA demethylase TET1 modifies the impact of maternal folic acid status on embryonic brain development
**Source:** EMBO Rep. 2024 Nov 22;26(1):175–99. doi: 10.1038/s44319-024-00316-1
**Supplement:** Supplementary file 1 — Table EV1

Table EV1 HPLC-MS/MS sample list

No.	TP	Group/Diet	Genotype	Phenotype	Theiler stage	Gender	Comments
1	TP15.6	30ppm+SST	WT	brain malformation	19/20	♀	
2	TP20.8	30ppm+SST	WT	normal	19/20	♀	
3	TP29.2	30ppm+SST	WT	normal	19/20	♀	
4	TP20.6	30ppm+SST	WT	brain malformation	19/20	♂	
5	TP25.6	30ppm+SST	WT	normal	19/20	♂	excluded in the heatmap analysis
6	TP29.5	30ppm+SST	WT	normal	19/20	♂	
7	TP20.5	30ppm+SST	HET	brain malformation	19/20	♀	
8	TP11.8	30ppm+SST	HET	normal	19/20	♀	
9	TP25.3	30ppm+SST	HET	normal	19/20	♀	
10	TP26.4	30ppm+SST	HET	brain malformation	19/20	♂	
11	TP11.3	30ppm+SST	HET	normal	19/20	♂	
12	TP15.7	30ppm+SST	HET	normal	19/20	♂	
13	TP11.7	30ppm+SST	KO	normal	19/20	♀	
14	TP15.4	30ppm+SST	KO	normal	19/20	♀	
15	TP20.1	30ppm+SST	KO	normal	19/20	♀	
16	TP20.2	30ppm+SST	KO	normal	19/20	♂	
17	TP26.2	30ppm+SST	KO	normal	19/20	♂	
18	TP29.1	30ppm+SST	KO	normal	19/20	♂	
19	TP18.4	3ppm+SST	WT	normal	20	♀	2♀, 4♂
20	TP24.1	3ppm+SST	WT	normal	19/20	♀	
21	TP24.2	3ppm+SST	WT	normal	19/20	♂	
22	TP27.1	3ppm+SST	WT	normal	19/20	♂	
23	TP27.2	3ppm+SST	WT	normal	19/20	♂	
24	TP33.8	3ppm+SST	WT	normal	19/20	♂	
25	TP12.3	3ppm+SST	HET	delayed	18	♀	excluded in the heatmap analysis
26	TP12.7	3ppm+SST	HET	normal	19/20	♀	
27	TP27.4	3ppm+SST	HET	normal	19/20	♀	
28	TP12.8	3ppm+SST	HET	normal	19/20	♂	
29	TP24.5	3ppm+SST	HET	normal	19/20	♂	
30	TP30.1	3ppm+SST	HET	normal	20	♂	
31	TP12.1	3ppm+SST	KO	NTD	19/20	♀	4♀, 2♂
32	TP30.2	3ppm+SST	KO	NTD	20	♀	
33	TP27.5	3ppm+SST	KO	normal	19/20	♀	
34	TP33.1	3ppm+SST	KO	normal	19/20	♀	
35	TP18.3	3ppm+SST	KO	normal	20	♂	
36	TP30.3	3ppm+SST	KO	normal	20	♂	
37	TP14.7	0.1ppm+SST	WT	normal	20	♀	
38	TP21.7	0.1ppm+SST	WT	normal	19/20	♀	
39	TP32.4	0.1ppm+SST	WT	normal	20	♀	
40	TP21.2	0.1ppm+SST	WT	brain malformation	19/20	♂	
41	TP21.6	0.1ppm+SST	WT	normal	19/20	♂	
42	TP23.6	0.1ppm+SST	WT	normal	19/20	♂	
43	TP16.5	0.1ppm+SST	HET	brain malformation	19	♀	
44	TP23.1	0.1ppm+SST	HET	NTD	19	♀	
45	TP28.4	0.1ppm+SST	HET	normal	19	♀	
46	TP16.7	0.1ppm+SST	HET	NTD	18	♂	
47	TP23.5	0.1ppm+SST	HET	brain malformation	19	♂	
48	TP14.2	0.1ppm+SST	HET	normal	20	♂	
49	TP14.5	0.1ppm+SST	KO	normal	20	♀	
50	TP21.4	0.1ppm+SST	KO	NTD, delayed	18/19	♀	
51	TP32.1	0.1ppm+SST	KO	normal	20	♀	
52	TP14.4	0.1ppm+SST	KO	normal	20	♂	
53	TP16.1	0.1ppm+SST	KO	normal	19	♂	
54	TP23.3	0.1ppm+SST	KO	normal	19	♂	

Table EV1. HPLC-MS/MS sample list

54 whole embryo samples were used for HPLC-MS/MS analysis. Embryos were first phenotyped and genotyped, and then Theiler stage- and sex-matched embryos were selected for mass spectrometry analysis. The genders of the samples were distributed equally across each genotype per diet group, unless otherwise indicated in the comment. Sample No.5 and 25 were outliers and excluded from the heatmap analysis.

# Supplementary material for: The DNA demethylase TET1 modifies the impact of maternal folic acid status on embryonic brain development
**Source:** EMBO Rep. 2024 Nov 22;26(1):175–99. doi: 10.1038/s44319-024-00316-1
**Supplement:** Supplementary file 2 — Table EV2

Table EV2 RRBS sample list

No.	TP	Group/Diet	Genotype	Phenotype	Theiler stage	gender	Comments
1	36.3	30ppm + SST	WT	normal	19/20	♀	
2	41.3	30ppm + SST	WT	normal	19/20	♀	
3	43.7	30ppm + SST	WT	normal	19/20	♂	
4	36.6	30ppm + SST	HET	brain malformation	19/20	♀	
5	36.2	30ppm + SST	HET	normal	19/20	♀	
6	36.4	30ppm + SST	HET	brain malformation	19/20	♀	
7	38.3	30ppm + SST	HET	normal	19/20	♂	
8	38.7	30ppm + SST	HET	brain malformation	19/20	♂	
9	41.2	30ppm + SST	HET	normal	19/20	♂	
10	36.7	30ppm + SST	KO	NTD	19/20	♀	
11	38.6	30ppm + SST	KO	NTD	19/20	♂	
12	41.4	30ppm + SST	KO	brain malformation	19/20	♂	
13	41.8	30ppm + SST	KO	normal	19	♀	
14	43.4	30ppm + SST	KO	normal	19/20	♂	
15	40.2	3ppm + SST	WT	normal	19/20	♂	
16	40.3	3ppm + SST	WT	normal	19/20	♀	
17	45.3	3ppm + SST	WT	normal	19/20	♀	
18	57.3	3ppm + SST	WT	normal	19/20	♂	
19	40.1	3ppm + SST	HET	normal	19	♀	
20	42.1	3ppm + SST	HET	normal	19/20	♂	
21	45.6	3ppm + SST	HET	normal	19/20	♀	
22	40.10	3ppm + SST	KO	normal	19	♂	
23	40.5	3ppm + SST	KO	normal	19	♀	
24	42.9	3ppm + SST	KO	brain malformation	19/20	♂	
25	45.8	3ppm + SST	KO	normal	19/20	♀	
26	57.5	3ppm + SST	KO	NTD	19/20	♂	
27	34.3	0.1ppm + SST	WT	normal	19/20	♂	
28	50.1	0.1ppm + SST	WT	brain malformation	19/20	♀	
29	34.1	0.1ppm + SST	HET	normal	19/20	♂	
30	35.2	0.1ppm + SST	HET	normal	19/20	♀	excluded in the analysis
31	54.7	0.1ppm + SST	HET	normal	19	♂	
32	34.5	0.1ppm + SST	KO	normal	19/20	♂	
33	35.4	0.1ppm + SST	KO	brain malformation	19/20	♀	
34	50.3	0.1ppm + SST	KO	NTD	19/20	♀	
35	50.5	0.1ppm + SST	KO	NTD	19/20	♀	
36	54.8	0.1ppm + SST	KO	normal	19	♂	

Table EV2. RRBS sample list

36 embryonic brain tissues were used for RRBS analysis. Embryos were first phenotyped and genotyped, and then Theiler stage- and sex-matched embryos were selected for RRBS analysis. The genders of the samples were distributed equally across each genotype per diet group. Sample No.30 was outlier and excluded from data analysis.

# Supplementary material for: The DNA demethylase TET1 modifies the impact of maternal folic acid status on embryonic brain development
**Source:** EMBO Rep. 2024 Nov 22;26(1):175–99. doi: 10.1038/s44319-024-00316-1
**Supplement:** Supplementary file 3 — Table EV3

Table EV3 Bulk RNA-seq sample list

No.	TP	Group/Diet	Genotype	Phenotype	Theiler stage	Gender	RIN	Comments
1	38.1	30ppm + SST	WT	normal	19/20	♀	10	
2	43.2	30ppm + SST	WT	normal	19/20	♀	10	
3	46.3	30ppm + SST	WT	grossly malformed	19/20	♂	9,2	excluded in the analysis
4	47.1	30ppm + SST	WT	normal	19/20	♂	10	
5	49.1	30ppm + SST	WT	normal	19/20	♀	10	
6	38.4	30ppm + SST	HET	brain malformation	19/20	♀	10	
7	43.3	30ppm + SST	HET	normal	19/20	♀	10	
8	46.7	30ppm + SST	HET	normal	19/20	♂	10	
9	46.8	30ppm + SST	HET	brain malformation	19/20	♂	10	
10	47.5	30ppm + SST	HET	normal	19/20	♀	10	
11	43.6	30ppm + SST	KO	normal	19/20	♂	10	
12	46.4	30ppm + SST	KO	grossly malformed	19/20	♂	9,1	excluded in the analysis
13	47.3	30ppm + SST	KO	NTD	19	♀	10	
14	47.6	30ppm + SST	KO	normal	19/20	♀	10	
15	49.2	30ppm + SST	KO	normal	19/20	♀	10	
16	51.9	3ppm + SST	WT	normal	20	♀	10	
17	53.2	3ppm + SST	WT	normal	19/20	♂	10	
18	57.8	3ppm + SST	WT	normal	19/20	♂	10	
19	45.4	3ppm + SST	HET	normal	19/20	♂	10	
20	51.2	3ppm + SST	HET	normal	20	♀	10	
21	53.4	3ppm + SST	HET	normal	19/20	♂	10	
22	45.1	3ppm + SST	KO	normal	19/20	♂	10	
23	51.6	3ppm + SST	KO	normal	20	♀	10	
24	53.1	3ppm + SST	KO	normal	19/20	♂	10	
25	57.6	3ppm + SST	KO	NTD	19/20	♂	10	
26	52.1	0.1ppm + SST	WT	normal	19	♀	9,9	
27	52.2	0.1ppm + SST	WT	normal	19	♂	10	
28	52.3	0.1ppm + SST	WT	brain malformation	19	♀	9,9	
29	34.2	0.1ppm + SST	HET	normal	19/20	♀	10	
30	34.4	0.1ppm + SST	HET	brain malformation	19/20	♀	9,9	
31	35.1	0.1ppm + SST	HET	normal	19/20	♂	10	
32	48.5	0.1ppm + SST	HET	normal	19/20	♂	10	
33	54.2	0.1ppm + SST	HET	normal	19/20	♂	10	
34	54.3	0.1ppm + SST	HET	brain malformation	19/20	♂	9,8	
35	34.7	0.1ppm + SST	KO	normal	19	♀	10	
36	35.5	0.1ppm + SST	KO	normal	19/20	♂	10	
37	48.1	0.1ppm + SST	KO	normal	19/20	♂	10	
38	50.6	0.1ppm + SST	KO	NTD	19/20	♀	9,6	
39	52.5	0.1ppm + SST	KO	delayed	18	♂	10	
40	54.1	0.1ppm + SST	KO	normal	19/20	♂	9,7	

Table EV3. Bulk RNA-seq sample list

40 embryonic brain tissues were used for RNA-seq analysis. Embryos were first phenotyped and genotyped, and then Theiler stage- and sex-matched embryos were selected for RNA-seq analysis. The genders of the samples were distributed equally across each genotype per diet group. Sample No.3 and 12 were outliers and excluded from data analysis.

# Supplementary material for: The DNA demethylase TET1 modifies the impact of maternal folic acid status on embryonic brain development
**Source:** EMBO Rep. 2024 Nov 22;26(1):175–99. doi: 10.1038/s44319-024-00316-1
**Supplement:** Supplementary file 4 — Appendix

Appendix

The DNA demethylase TET1 modifies the impact of maternal folic acid status on embryonic brain development

Lehua Chen^{1, †}, Bernard K. van der Veer^{1, †}, Qiuying Chen³, Spyridon Champeris Tsaniras¹, Wannes Brangers¹, Harm H.M. Kwak¹, Rita Khoueiry¹, Yunping Lei², Robert Cabrera², Steven S. Gross³, Richard H. Finnell^{2, 4}, Kian Peng Koh^{1, 2, #}

† These authors contributed equally

Table of Contents:

Appendix Figure S1	Page 1
Appendix Figure S2	Page 4
Appendix Figure S3	Page 6
Appendix Figure S4	Page 8
Appendix Figure S5	Page 10
Appendix Figure S6	Page 12
Appendix Figure S7	Page 14
Appendix Figure S8	Page 16

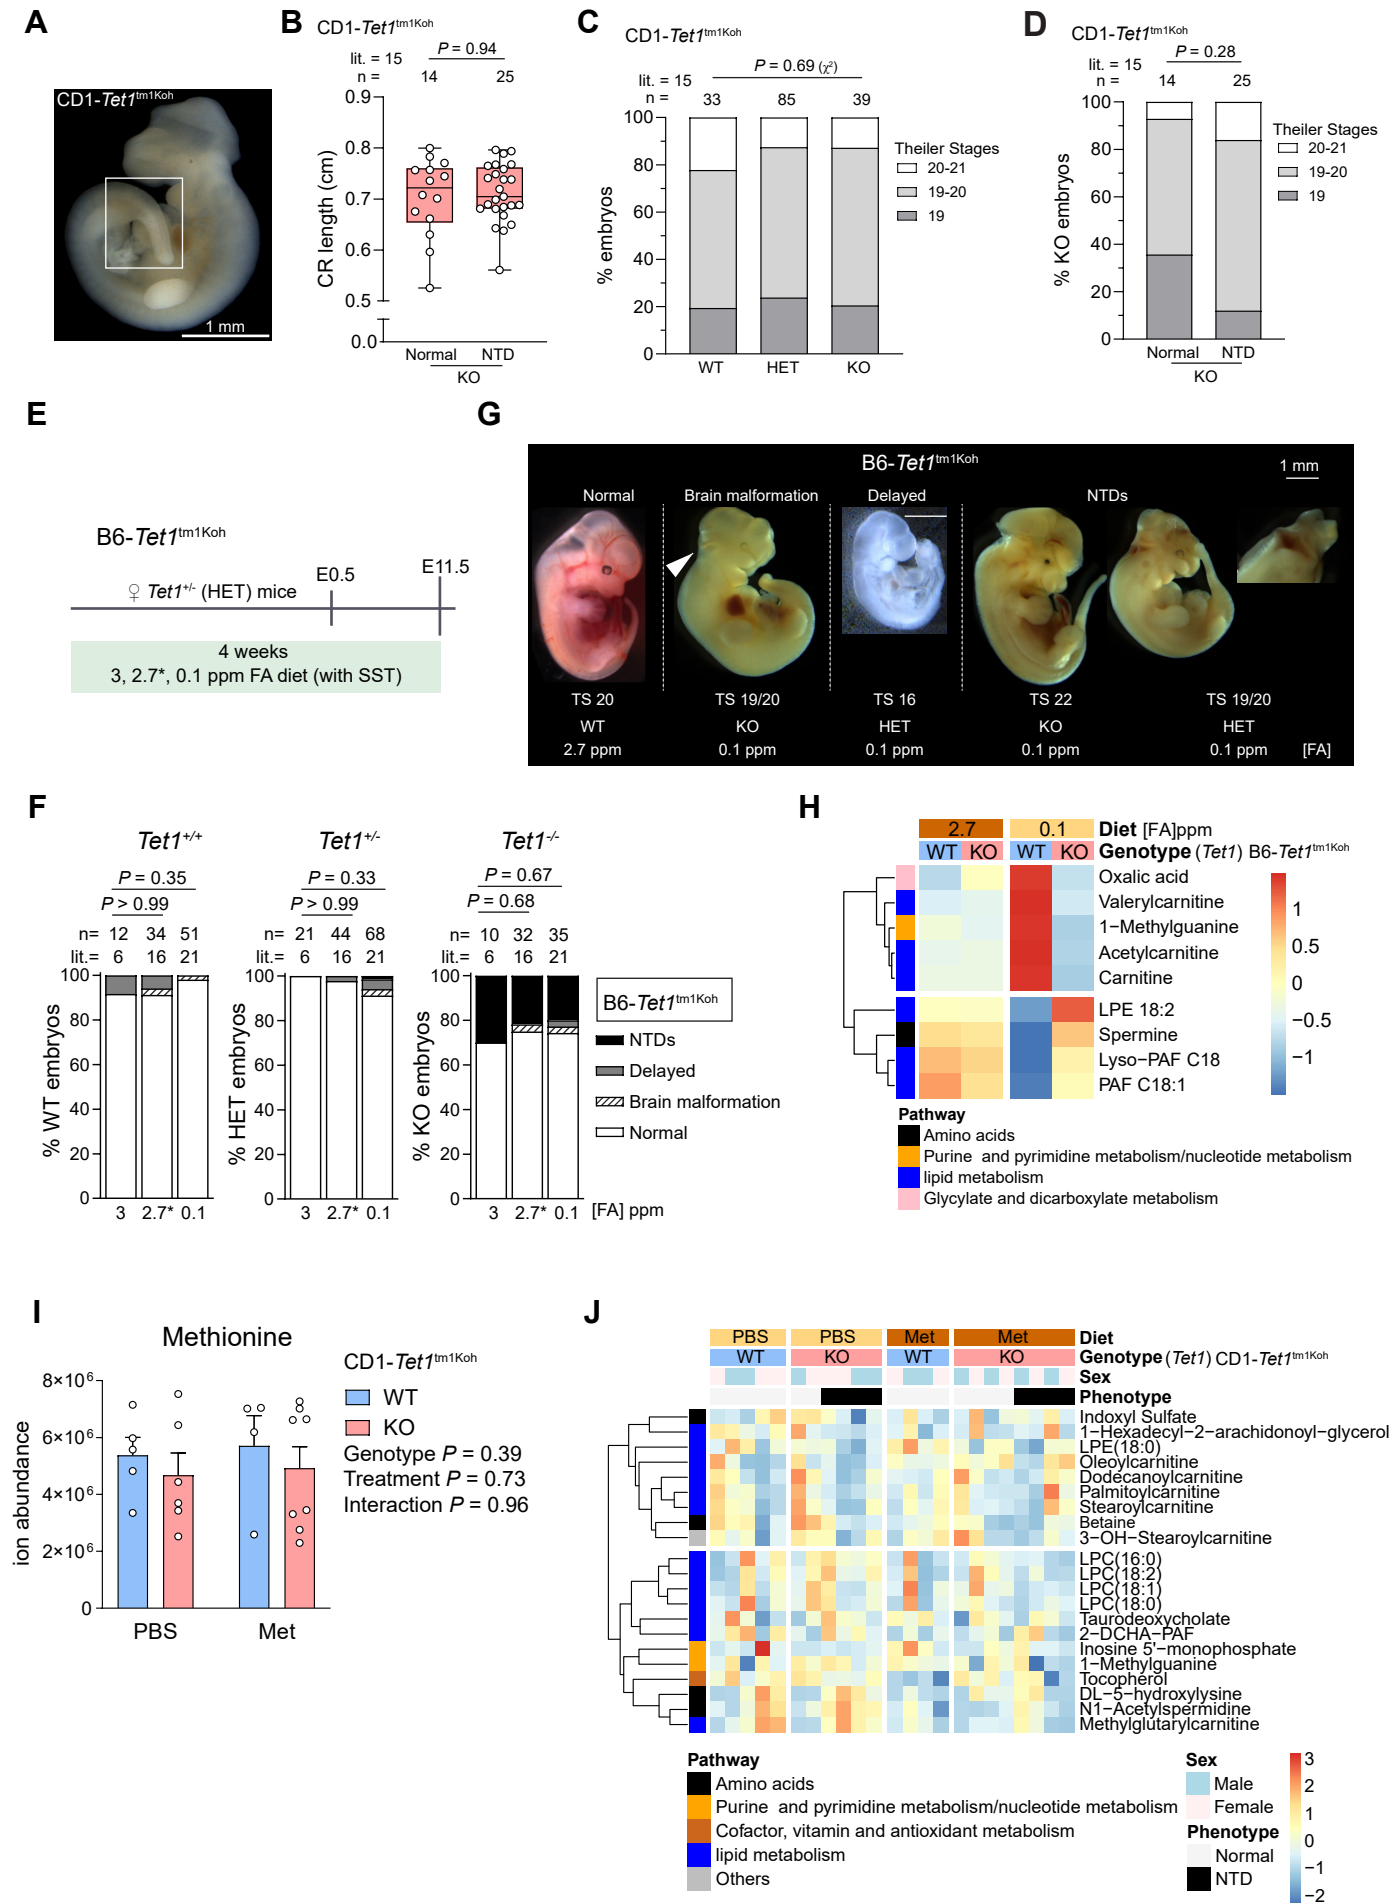

Appendix Figure S1. Phenotypic and metabolomic analysis of strains of *Tet1*^{-/-} mice displaying high or low NTD penetrance and the characterization of strain responsiveness to FA and methionine supplementation (related to main Fig. 1).

(A) A lateral image of an E10.5 *Tet1*^{-/-} embryo from the CD1-*Tet1*^{tm1Koh} outbred stock with cranial NTD. The tailbud is boxed to show complete closure of posterior neuropore. Scale bar is 1 mm. (B) Crown-rump (CR) length of CD1-*Tet1*^{tm1Koh} stock KO embryos classified by normal and NTD phenotype presentation. litter (lit.) = number of litters collected, n = number of embryos. *P* values are calculated by t-test. (C) Scoring of Theiler stages in CD1-*Tet1*^{tm1Koh} *Tet1*^{+/+} (WT), *Tet1*^{+/-} (HET) and *Tet1*^{-/-} (KO) embryos. Overall *P* values are calculated by Chi square test. (D) Scoring of Theiler stages in CD1-*Tet1*^{tm1Koh} KO embryos classified by normal and NTD phenotypes. *P* values are calculated by Fisher's Exact test. (E) Schematic representation of the experimental design for FA depletion in the B6-*Tet1*^{tm1Koh} mouse strain. *, The custom 2.7 ppm FA diet (TestDiet® 5BRK) was composed of modified AIN-93G mineral mix (TestDiet® 57W5) supplemented with 0.19% inositol and 1% succinyl sulfathiazole (SST) antibiotic. 3 ppm and 0.1 ppm FA custom diets were subsequently made based on the same formulation as 5S5U (modified TestDiet® 57W5 with no added folate or inositol, supplemented with 1% SST). (F) Phenotypic scoring of *Tet1*^{+/+}, *Tet1*^{+/-} and *Tet1*^{-/-} embryos from the B6-*Tet1*^{tm1Koh} strain fed custom modified regular (3 ppm and 2.7 ppm) and depleted (0.1 ppm) FA maternal diets. *P* values are calculated by Fisher's Exact test. *P* values indicate the statistical comparison of all affected embryos with normal embryos in the *Tet1*^{+/+} and *Tet1*^{+/-} genotype groups, and of NTD-affected embryos with normal embryos in *Tet1*^{-/-}. (G) Representative images of embryos with distinct phenotypes in the B6-*Tet1*^{tm1Koh} strain. *Tet1* genotype and custom diet FA levels are indicated below each embryo. Arrow indicates the malformation in the midbrain-hindbrain juncture. The inset is the back view of the brain, indicating the NTD phenotype in the HET embryo. Scale bar is 1 mm. (H) Heatmap of metabolite ion abundances detectable by HPLC-MS/MS in E11.5 whole embryos of the B6-*Tet1*^{tm1Koh} strain WT and KO fed regular and depleted FA diets, showing only metabolites that displayed significant changes based on two-way ANOVA (overall *P* < 0.05) and in common with the list of significant metabolites shown in main Fig. 1I for CD1-*Tet1*^{tm1Koh} embryos supplemented with FA. n=4, WT embryos in 2.7 ppm group; n=5, WT embryos in 0.1ppm group; n=8, KO embryos in 2.7 ppm group; and n=5, KO embryos in 0.1ppm group. Overall *P* values are calculated by two-way ANOVA to compare the effects of genotype factor, treatment factor and genotype x treatment interaction, followed with a post-hoc Tukey's test to correct for multiple comparisons. (I) Detection of methionine (Met) in E11.5 CD1-*Tet1*^{tm1Koh} whole embryos following IP injections of 70 mg/kg methionine or phosphate-buffered saline (PBS) in pregnant dams. n=5, WT embryos in PBS group; n=4, WT embryos in Met

abundances in E11.5 CD1-*TetI*^{tm1Koh} stock whole embryos treated by methionine or PBS injection. None of the compounds shown here displayed any significant changes with the treatment but are from the list of significant compounds shown in main Fig. 1I for CD1-*TetI*^{tm1Koh} embryos supplemented with FA. n=5, WT embryos in PBS group; n=4, WT embryos in Met group; n=6, KO embryos in PBS group; and n=8, KO embryos in Met group.

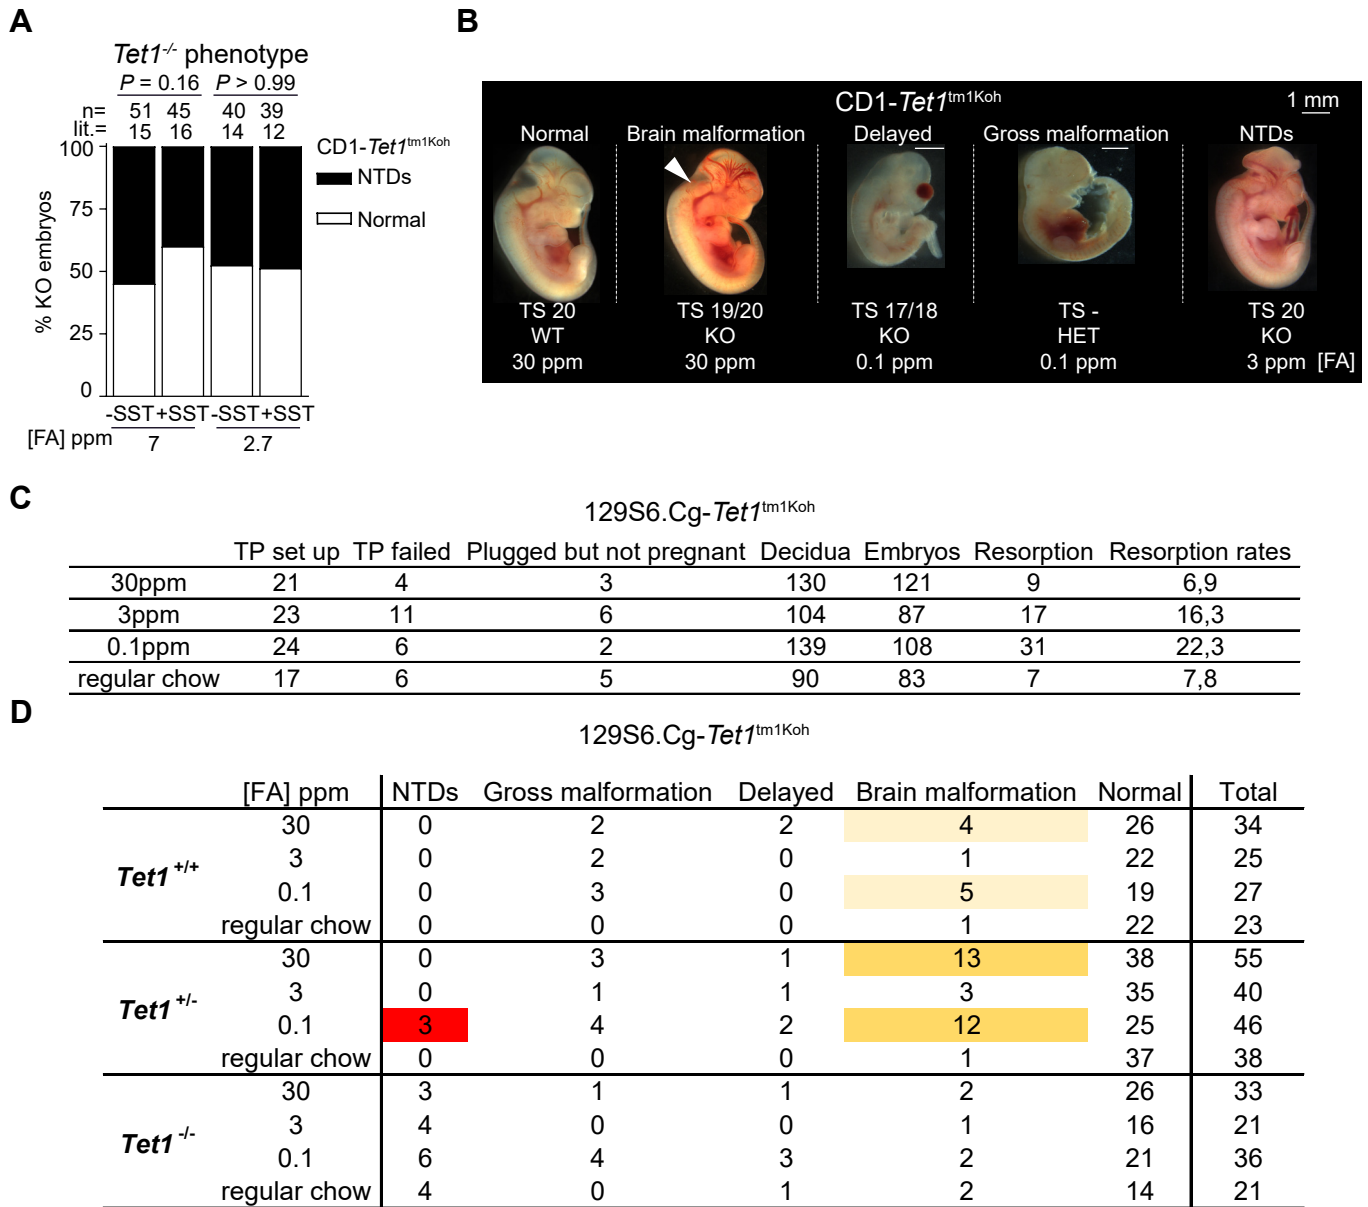

Appendix Figure S2. Phenotypic changes of CD1 and 129S6.Cg-*TetI*^{tm1Koh} embryos in response to maternal dietary FA excess and depletion (related to main Fig. 2).

(A) Rates of NTDs in the CD1-*TetI*^{tm1Koh} stock *TetI*^{-/-} embryos, in response to modified maternal diet containing either 7 or 2.7 ppm FA with or without SST. *P* values are calculated by Fisher's exact test. (B) Representative images of CD1-*TetI*^{tm1Koh} stock embryos showing phenotypes associated with *TetI* genotype and modified FA diet. Arrow indicates the malformation in the midbrain-hindbrain juncture. Scale bar is 1 mm. (C) Summary table of embryo resorption rates in timed pregnancies (TP) set up using 129S6.Cg-*TetI*^{tm1Koh} dams adapted to the three FA-modified custom diets and regular chow. Plugged but not pregnant means that vaginal plug was detected but no pregnancy resulted at the E11.5 end-point. TP failed means that there was no successful mating based on absence of plug and pregnancy. (D) Tabulation of embryo counts by phenotypes observed in the 129S6.B6-*TetI*^{tm1Koh} strain WT, HET and KO embryos, exposed to FA-modified maternal diet. The regular chow contains 7 ppm FA without SST.

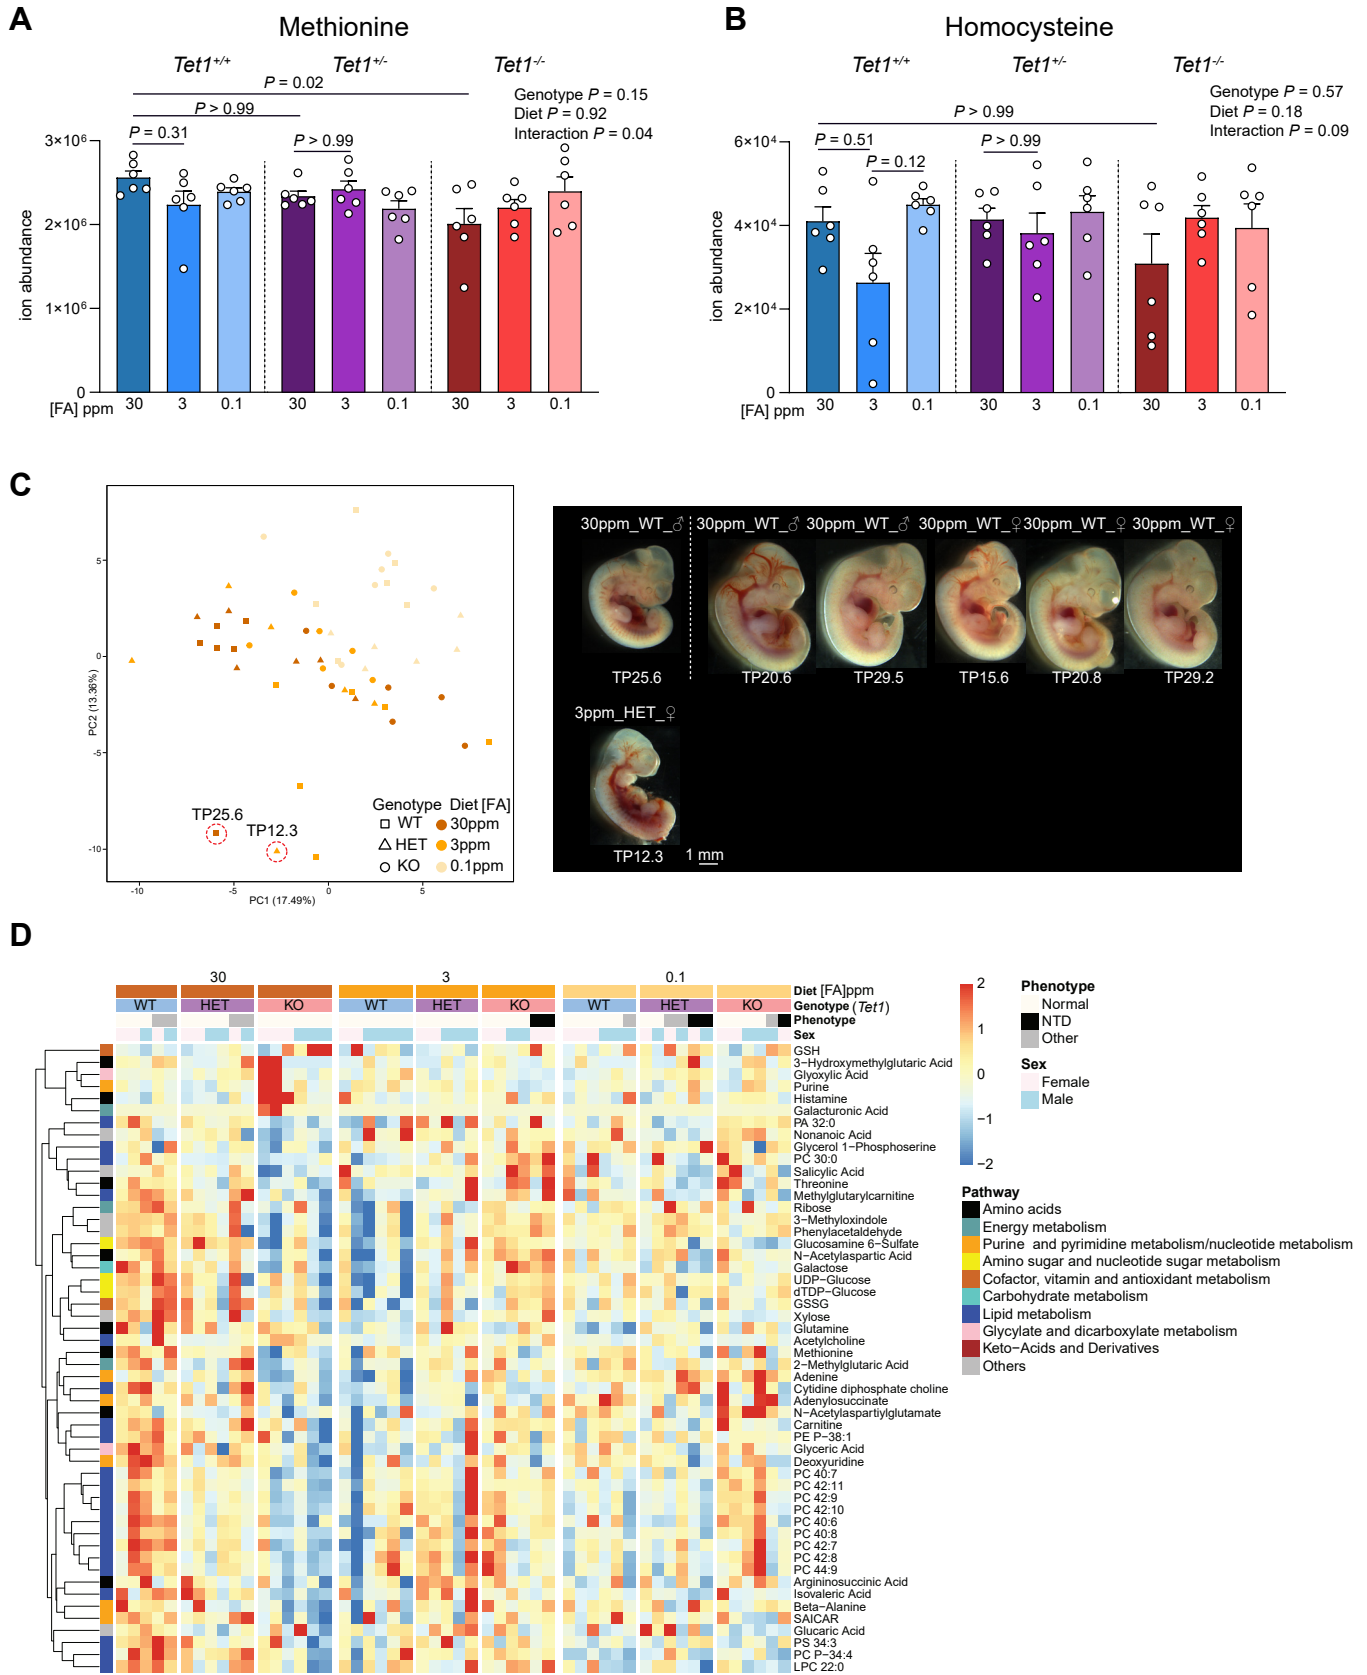

Appendix Figure S3. Metabolomic changes in 129S6.Cg embryos as an effect of *Tet1* genotype and modified maternal dietary FA status (related to main Fig. 3).

(A) and (B) HPLC-MS/MS ion abundance detection of methionine (A) and homocysteine (B) in whole embryos. Data are mean $\pm$ SEM from n=6 individual embryos, 3 males and 3 females per group, except WT in 30 ppm FA and KO in 3 ppm FA groups which consisted of 4 females and 2 males. Overall *P* values are calculated by two-way ANOVA followed with a post-doc Tukey's test for multiple comparison correction to show the significance of genotype factor, diet factor, and genotype x diet interaction. *P* values shown in pairwise comparisons were determined using one-way ANOVA and a post hoc analysis with the Dunn's multiple comparison test. (C) Principal component analysis of metabolomic data from individual E11.5 whole embryos. Two outliers in red circle are excluded in downstream 2-way ANOVA interaction analysis. Embryo images of outliers are shown in the right panel. TP25.6_30ppm_WT_male is a smaller embryo size compared to littermates shown to the right of the dashed line, while TP12.3_3ppm_HET_female is slightly deformed. (D) Expanded heatmap of main Fig. 3G, showing individual embryo per genotype per diet group with details of phenotype and sex in the 129S6.B6-*Tet1*^{tm1Koh} strain. 2-way ANOVA interaction *P* < 0.05. n=6 per genotype per diet, except n=5 in the two groups of HET in 3 ppm FA and WT in 30 ppm FA.

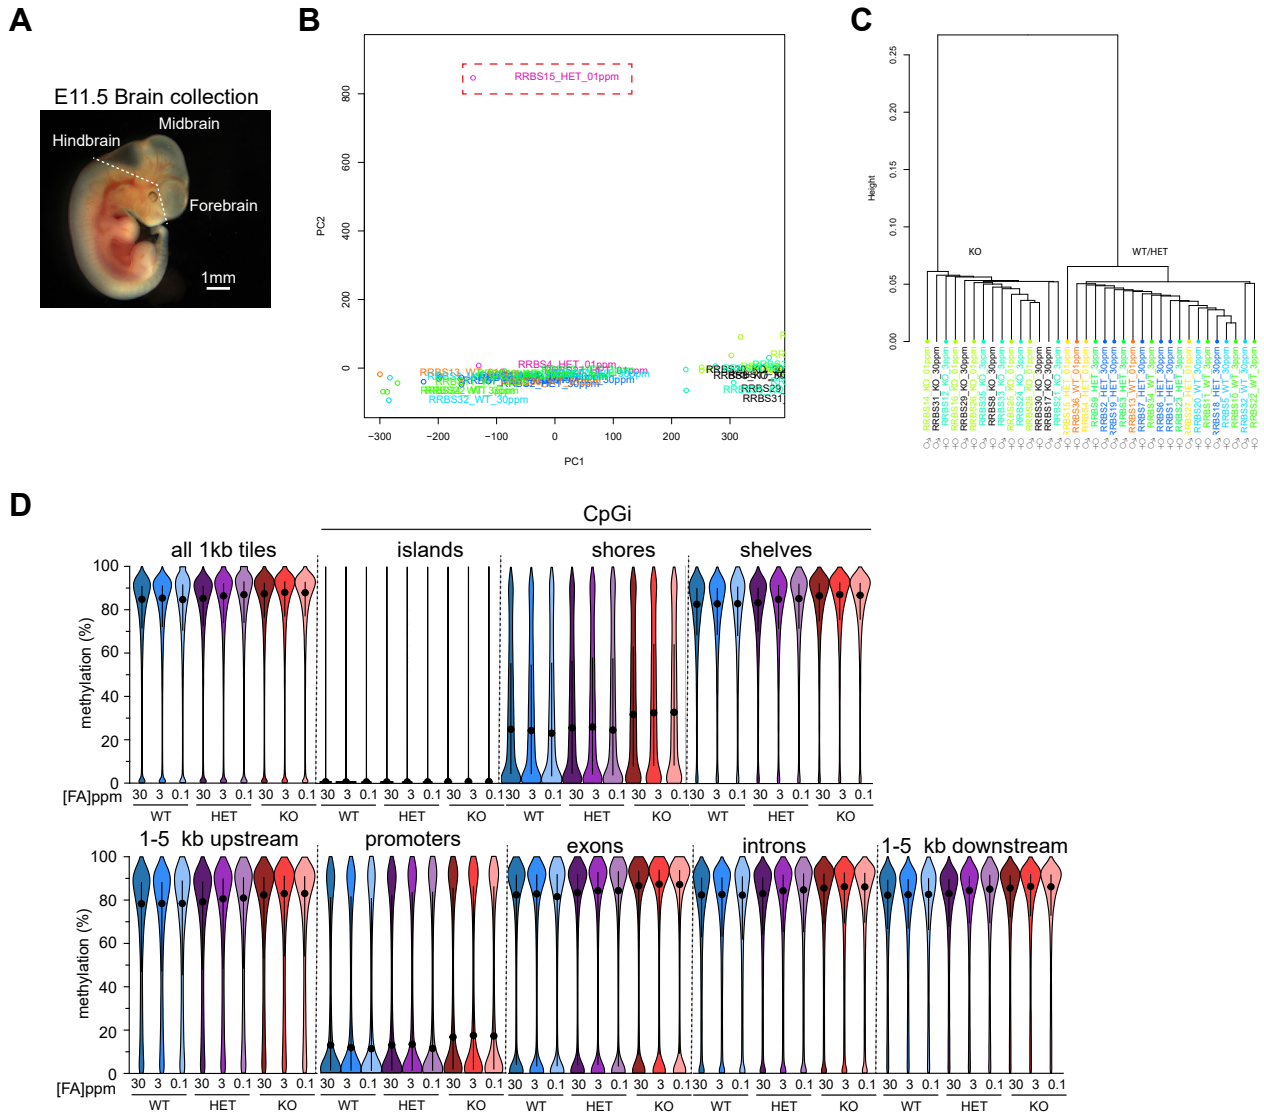

Appendix Figure S4. DNA methylation changes in 129S6.Cg E11.5 embryonic brains as an effect of *Tet1* genotype and maternal dietary FA excess or depletion (related to main Fig. 4).

(A) Schematic diagram of E11.5 embryonic brain dissection. Plan of dissection is shown as dotted line, above which embryonic brain tissues were collected for RRBS and RNA-seq analyses. (B) Principal component analysis of RRBS data from individual E11.5 embryonic brain samples. One outlier was excluded in downstream analysis because of poor mapping coverage. (C) Hierarchical clustering plot of individual samples after exclusion of one outlier. Left, cluster of KO samples; right, cluster of WT and HET samples. n=5, KO per diet group, matched to n=3 WT and n=6 HET in 30 ppm FA, n=4 WT and n=3 HET in 3 ppm FA, and n=2 WT and n=3 HET in 0.1 ppm FA. (D) Violin plot of methylation levels of 1 kb tiles across the genome and annotated gene features of all sample groups by FA diet and *Tet1* genotype.

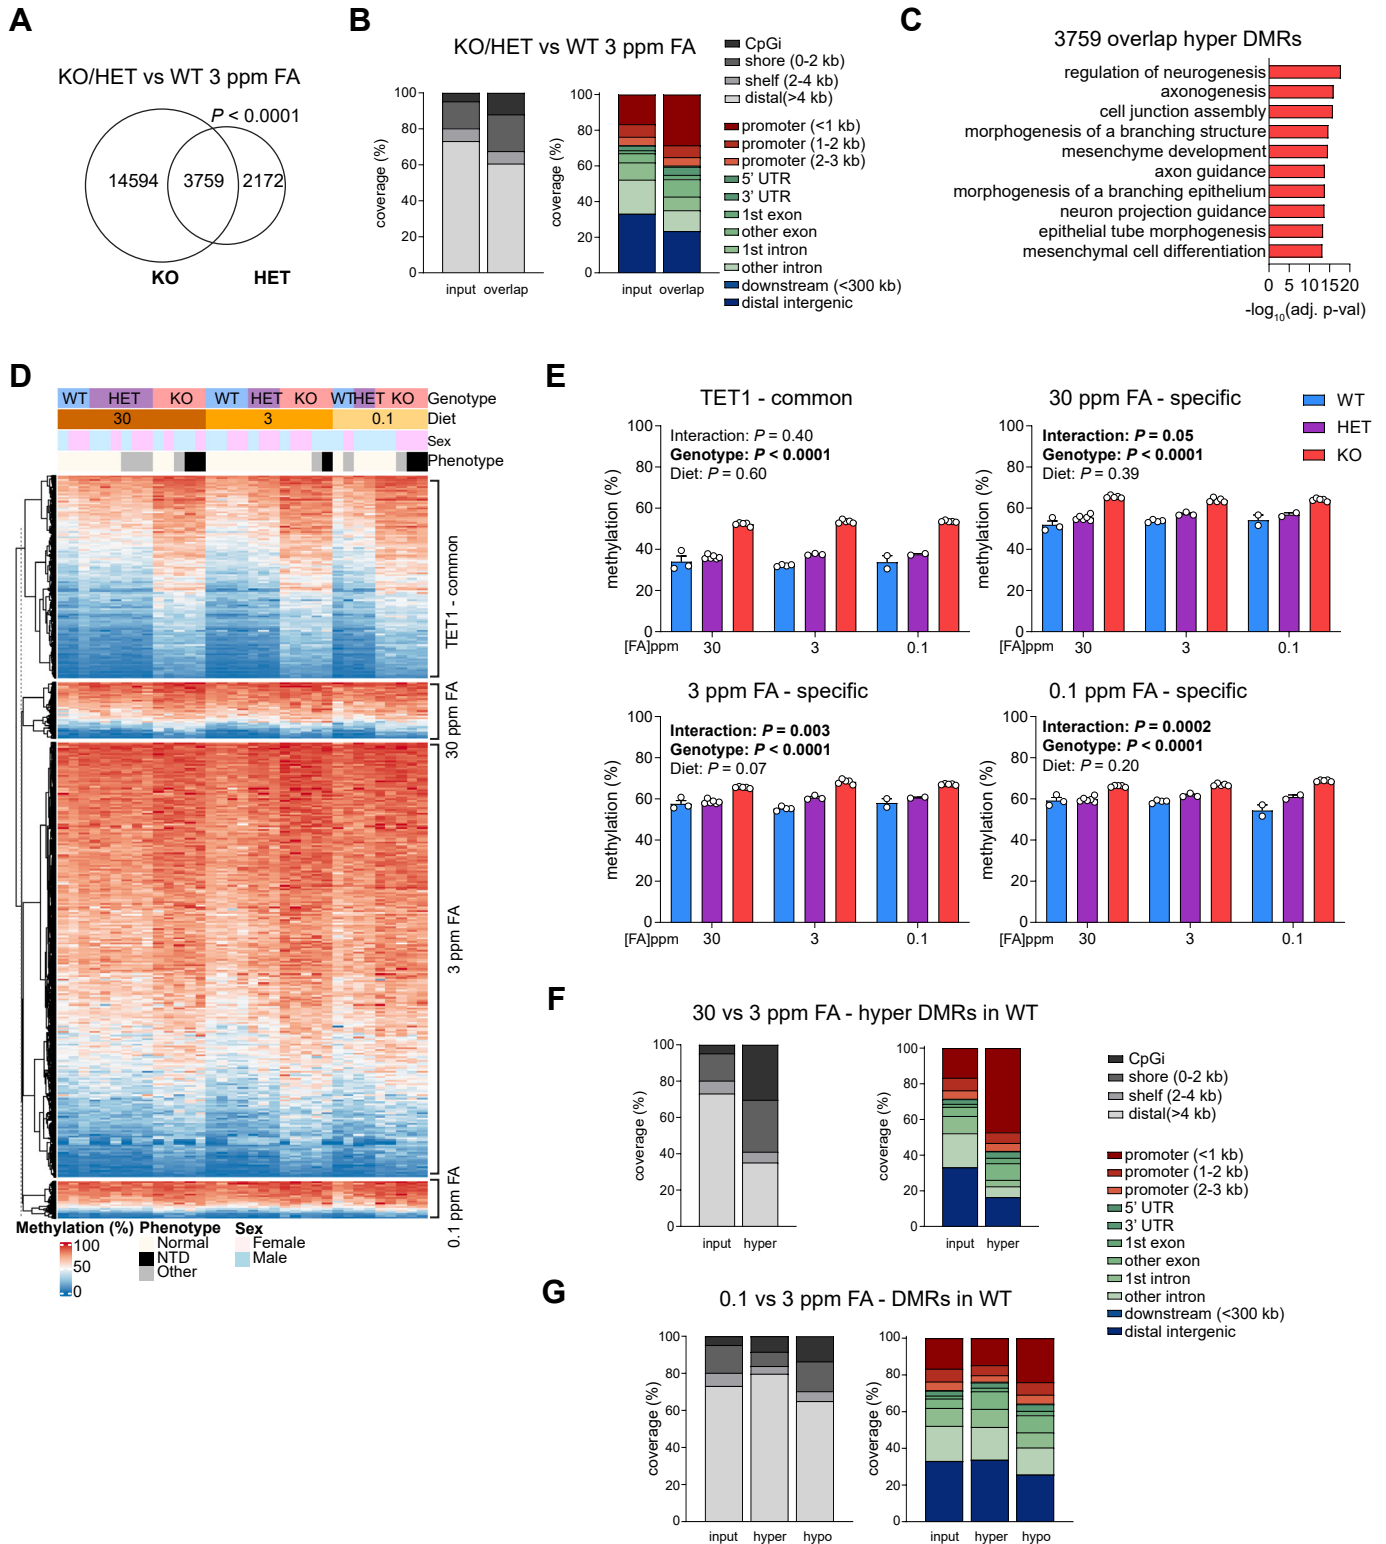

Appendix Figure S5. Analysis of differentially methylated regions (DMRs) in 129S6.Cg E11.5 embryonic brains as an effect of *Tet1* genotype and maternal dietary FA excess or depletion (related to main Fig. 4).

(A) Venn diagram of hyper DMRs defined by pairwise comparison of KO or HET vs WT in 3 ppm FA diet. (B) Distribution by CpG island (CpGi) proximity (left) and gene feature annotation (right) of 3759 hyper DMRs in the overlap shown in (A). (C) GO analysis of the 3759 overlapping hyper DMRs. (D) Expanded heatmap of methylation levels of hyper DMRs classified as “TET1 common” in all three custom FA diet groups, or as “TET1 x FA diet- specific” to each diet group, showing individual embryo per genotype per diet group annotated for phenotype and sex. (E) Methylation levels at hyper DMRs in KO vs WT classified as common in all diets or specific to each diet across all groups. Overall *P* values are calculated by two-way ANOVA to compare the effect of genotype factor, diet factor, and genotype x diet interaction, followed by a post-hoc Tukey’s test for multiple comparison correction. (F) Distribution by CpGi proximity (left) and gene feature annotation (right) of the 857 hyper DMRs induced by FA excess in WT embryos as shown in main Fig. 4G (left). (G) Distribution by CpGi proximity (left) and gene feature annotation (right) of 2275 hyper and 2969 hypo DMRs induced by FA depletion in WT embryos as shown in main Fig. 4G (right).

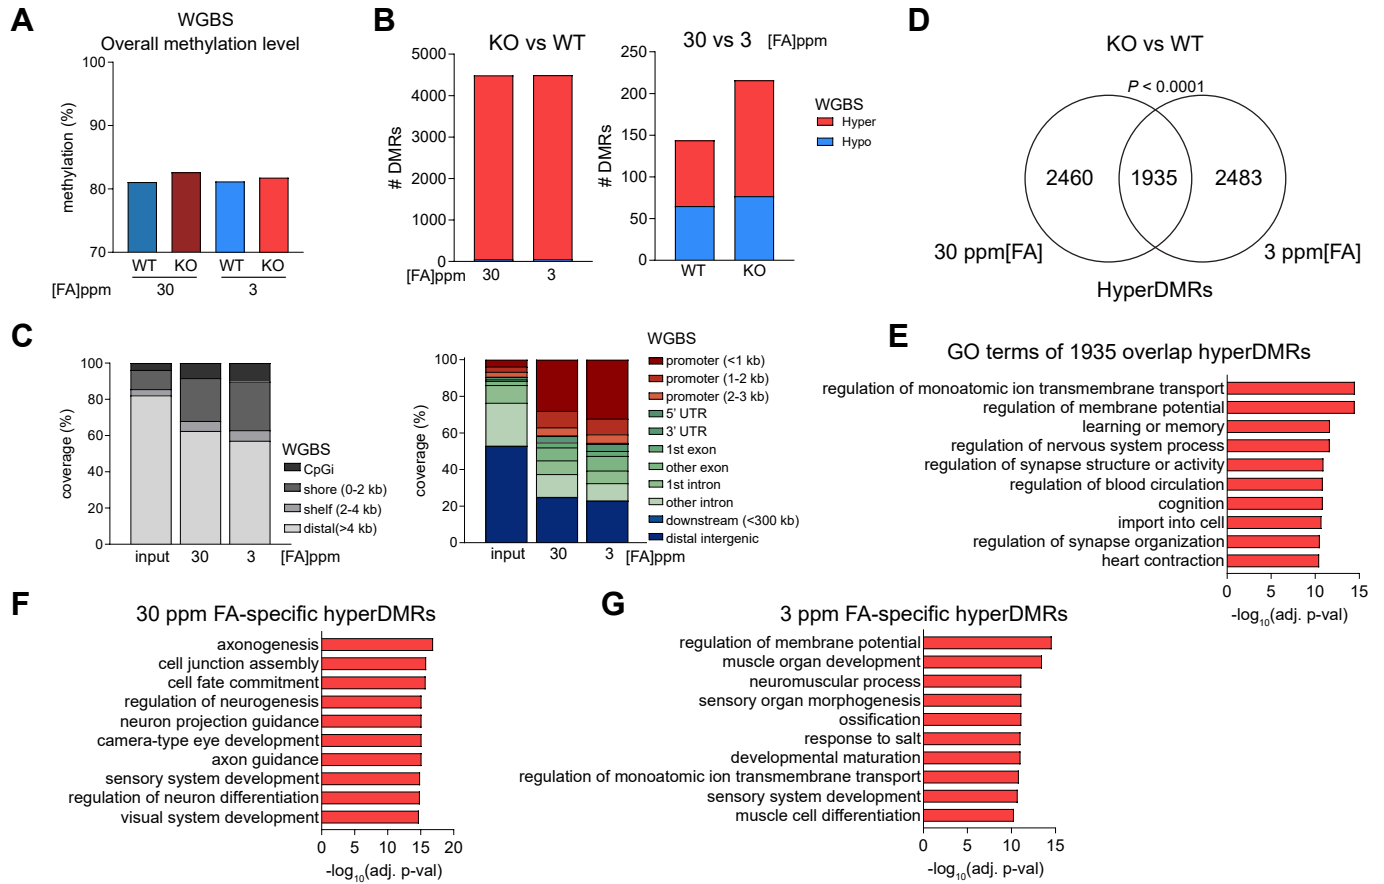

Appendix Figure S6. Whole-genome DNA methylome analysis of 129S6.Cg E11.5 WT and *Tet1* KO embryonic brains exposed to regular or excess maternal dietary FA (related to main Fig. 4).

(A) Global CpG methylation levels per sample. (B) Number of hyper and hypo DMRs defined by pairwise comparisons of *Tet1* KO vs WT per diet (left) and by 30 vs 3 ppm FA diet per *Tet1* genotype (right). (C) Distribution by CpGi proximity (left) and gene feature annotation (right) of KO vs WT hyper DMRs per diet. (D) Venn diagram of KO vs WT hyper DMRs in the two diet groups. (E - G) GO analysis of 1935 hyper DMRs in the Venn overlap (E), 2460 in the non-overlap of 30 ppm FA diet (F), and 2483 in the non-overlap of the 3 ppm FA diet group (G) as defined in (D).

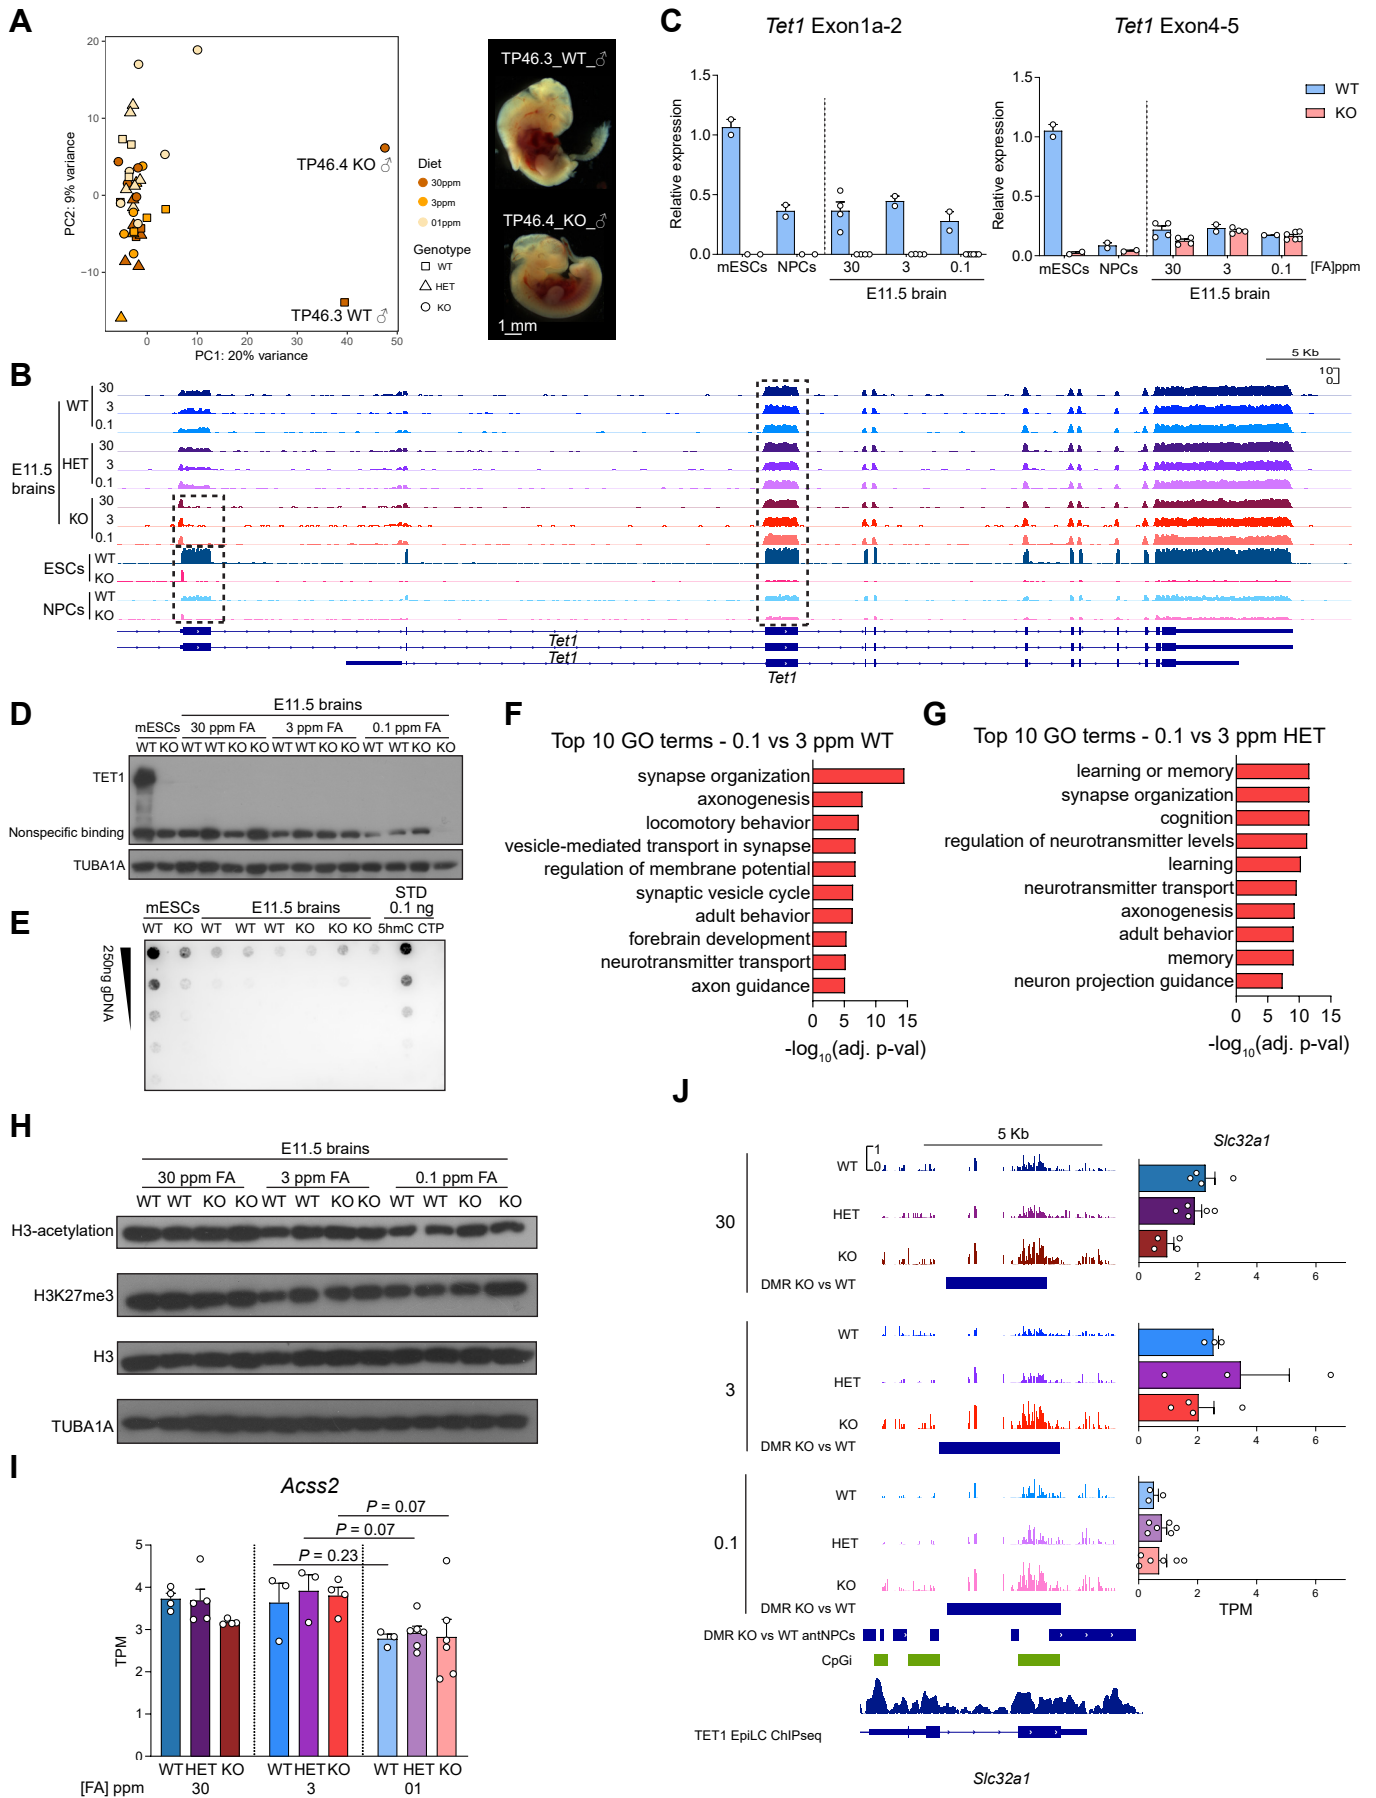

Appendix Figure S7. Gene expression changes in 129S6.Cg E11.5 embryonic brains as an effect of *Tet1* genotype and maternal dietary FA excess or depletion (related to main Fig. 5).

(A) PCA of RNA-seq data from individual E11.5 embryonic brain samples. Two outliers are marked on the plot and excluded in downstream analysis. Embryo images of outliers are shown in the right panel. (B) IGV tracks of RNA-seq signals over the *Tet1* gene locus in E11.5 WT, HET, and KO embryonic brains per FA diet group, and in WT and KO ESCs and *in vitro* differentiated antNPCs (van der Veer et al. 2023). Dashed box on the left denotes ablation of transcripts in the 5' coding exon (exon 2) targeted by the knockin-knockout construct. Dashed box over a downstream exon on the right indicates expression of a short *Tet1* isoform in the E11.5 KO brains from a downstream TSS. Annotations of the embryonic full-length *Tet1* and the short (somatic) *Tet1* transcript isoforms are indicated in the bottom panel. (C) qPCR analysis of *Tet1* detected by primers spanning exons 1a-2 and exons 3-4 in WT and KO ESCs, *in vitro* differentiated NPCs, and E11.5 WT and KO embryonic brains per custom diet group, verifying the RNA-seq *Tet1* transcript levels as shown in (B). (D) Western blot of TET1 in WT and KO ESCs and E11.5 embryonic brains per custom diet group. TUBA1A, alpha-tubulin loading control. (E) DNA dot blot of 5hmC in WT and KO ESCs and E11.5 brains. 5hmC and CTP are positive and negative control standards (STD), respectively. (F) and (G) Top 10 GO terms associated with 373 and 777 downregulated DEGs defined by pairwise comparison of 0.1 ppm vs 3 ppm FA diet in WT and HET genotypes, respectively, as shown in main Fig. 5E (right panel). (H) Western blot of pan histone H3 acetylation and H3K27me3 in the 129S6.Cg-*Tet1*^{tm1Koh} strain KO and WT E11.5 brains in the three FA diet groups. TUBA1A, alpha-tubulin loading control. (I) RNA-seq normalized gene expression in transcript per million (TPM) of *Acss2* in WT, HET, and KO brains per diet group. *P* values are calculated by one-way ANOVA. (J) IGV tracks of RRBS CpG methylation levels over a DMR at *Slc32a1* in WT, HET, and KO brains per diet group (left). Locations of DMRs identified from WGBS of KO vs WT antNPCs (van der Veer et al. 2023), CpGi annotation and TET1 ChIP-seq signals in EpiLC (Khoueiry et al. 2017) are indicated in the bottom panel. RNA-seq TPM expression of *Slc32a1* per group is shown on the right.

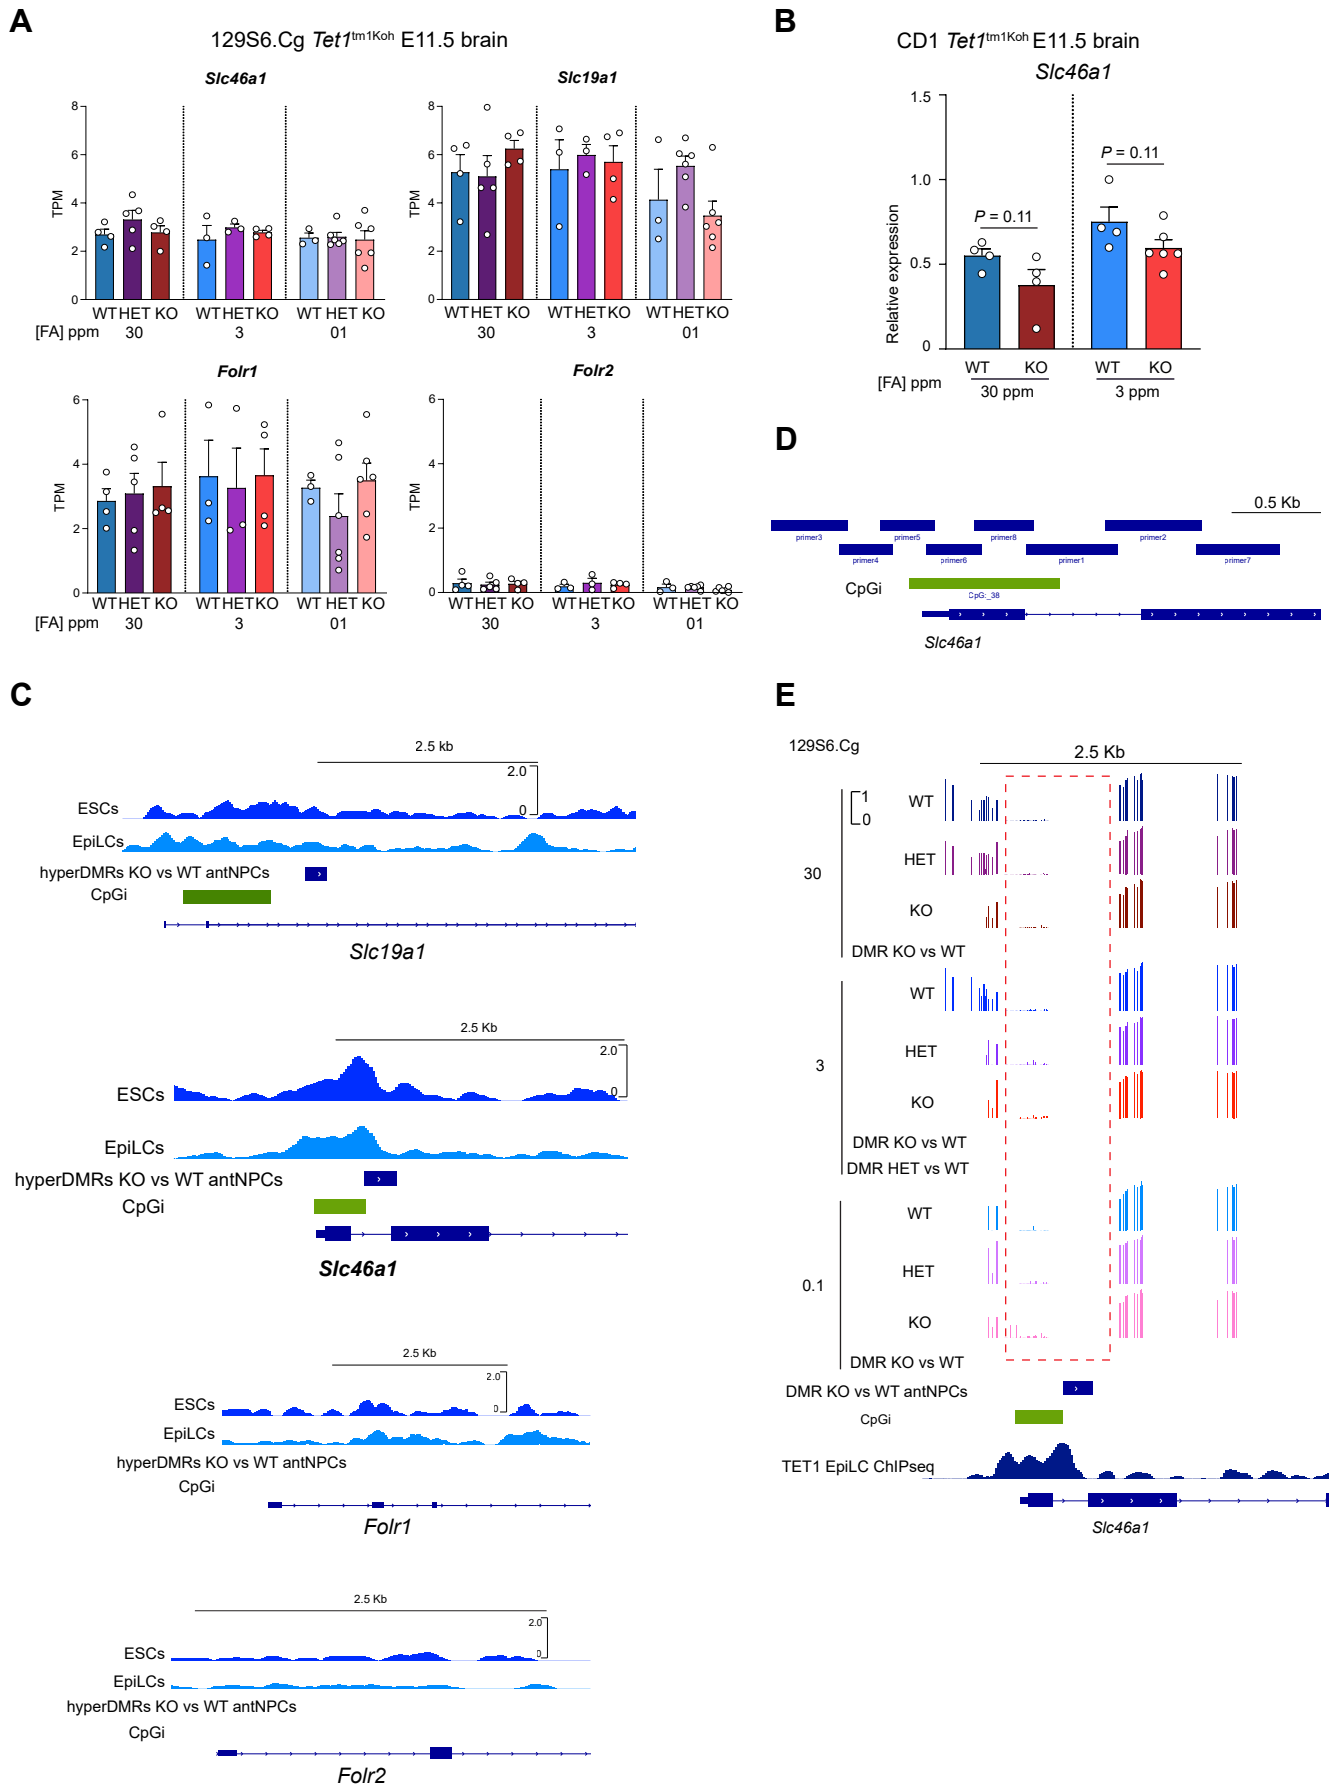

Appendix Figure S8. Gene expression and DNA methylation analysis of folate transporters (related to main Fig. 6).

(A) RNA-seq gene expression of folate transporters *Slc46a1* and *Slc19a1* (top row), folate receptors *Folr1* and *Folr2* (bottom row) in 129S6.Cg E11.5 embryonic brains by *Tet1* genotype and diet groups. (B) qPCR analysis of *Slc46a1* in E11.5 brains exposed to 30 ppm and 3 ppm FA in CD1-*Tet1*^{tm1Koh} mice. n = 6, KO in 3 ppm FA and n=4, all other groups. *P* values are calculated by Student's t-test. (C) IGV snapshots of TET1 ChIP-seq tracks in mESCs and EpiLCs (Luo et al. 2020), illustrating the occupancy of *Tet1* on the promoter regions of *Slc19a1*, *Slc46a1*, *Folr1*, and *Folr2*. HyperDMRs are defined by pairwise comparison of WGBS data of *Tet1* KO and WT antNPCs of a (B6x129S6)F1 strain differentiated *in vitro* from ESCs in the presence of a Wnt inhibitor (day 5 + XAV) (D) Overview of primer amplicons designed to cover the promoter region (~1.3 Mb) of *Slc46a1*. (E) IGV tracks of RRBS CpG methylation levels over the *Slc46a1* promoter region in WT, HET, and KO brains per FA diet (top), indicating a CpGi shore region with no coverage by RRBS. Location of a DMR from WGBS of KO vs WT antNPCs (van der Veer et al. 2023), CpGi annotation and TET1 ChIP-seq signals in EpiLC (Khoueiry et al. 2017), are indicated in the bottom panel. The red dashed box highlights the region with no coverage by RRBS.

How the deposited data were processed for this re-analysis (not part of the article)

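The deposited files hold bulk mRNA-seq of 40 single E11.5 brains from embryos that were WT, HET or KO for Tet1 and whose dams received 30, 3 or 0.1 ppm FA. Of these, 38 were tested, because the paper left out 2 malformed embryos in 30 ppm FA, WT 46-3 and KO 46-4. The 38 fall into 9 groups of 3 to 6 embryos. Each column was matched to its sample by the litter and embryo number, diet, genotype and sex that its name shares with the sample's labels.

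The authors sequenced stranded poly(A) libraries as single reads, trimmed them with Trim Galore 0.6.4, estimated transcript abundance with Salmon 0.14.1 and summed the estimates to genes with tximport under R 4.0.2, and the submitters' processing notes name the mm10 build and DESeq2 1.30.0 for their tests. The values deposited by the authors as counts are estimated counts, which are mostly whole numbers, were not scaled between libraries and were not filtered. The TPM values deposited by the authors were calculated with tximport from the Salmon estimates within each library, with a correction for transcript length, and were not scaled between libraries beyond that. Both tables hold 54281 genes, of which 407 have no symbol and are named by their identifier. Overlapping genes and near-identical copies share reads in such estimates, so their values are uncertain.

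From the estimated counts, which were rounded to whole numbers, the tests were computed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by TMM, genes of low count were removed with filterByExpr given the 9 groups, which kept 17971 genes, and a quasi-likelihood model with robust estimates was fitted to the 38 embryos with 1 coefficient per group and no covariate, leaving 29 residual degrees of freedom. The comparisons were KO and HET against WT within each diet, 30 and 0.1 ppm against 3 ppm within each genotype, and 4 differences of differences between them. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. Unadjusted counts use a p under 0.05. Levels are CPM with the SD over the embryos of a group, and log2 CPM has a prior count of 2. Principal components used the 500 most variable genes. Exact two-sided permutation tests were applied to log2 of TPM plus 0.1 for Slc10a4, Slc32a1, Acss2 and the folate carriers, and to means per litter.

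The 31 gene lists cover the study's solute carriers, neurotransmitter transporters, vesicle release, receptors and channels, axon guidance, neurons in general and of GABAergic, glutamatergic and monoaminergic, cholinergic or motor type, progenitors, cell cycle, folate uptake and one-carbon cycle, phospholipid synthesis, DNA methylation, histone acetylation, targets of p53 and ATF4, germline and imprinted genes. They also cover markers of erythroid, endothelial, mesenchymal, microglial, surface ectoderm, neural crest, choroid plexus and muscle cells, and of forebrain, midbrain, hindbrain and trunk position. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and p values were adjusted over lists and comparisons. Fisher's exact test gave the enrichment of lists among called genes, with the genes tested as background. The gene ontology database that the paper used was not at hand, so its terms were not tested.

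The text names every gene whose expression in these embryos the paper names. For comparisons with more than 10 calls it adds the 5 called genes with the largest increase and the 5 with the largest decrease, among genes with a symbol that is not a predicted gene, a mean log2 CPM above 1 and no overlap between the groups. For comparisons with up to 10 calls it adds each called gene with such a symbol, and for each list a few examples. The rule was fixed in advance, after the paper's own figures had been read. Other genes are named as chosen after their values were seen.

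Depth ran from 9196097 to 33538548 estimated counts per library. On simulated counts with the means and depths of these embryos and 200 genes changed, edgeR found 35.8% of the genes changed 1.5-fold, 52.2% of those changed 2-fold and 89.4% of those changed 4-fold between KO and WT in 30 ppm FA, and 6 of its 124 calls (4.84%) were unchanged genes. Between 0.1 and 3 ppm FA in WT, with 3 embryos a side, it found 17.9, 40.3 and 69.7%, with 7.61% of calls unchanged. DESeq2 1.42.0 found 41.8, 56.7 and 87.9% between KO and WT in 30 ppm FA, with 11.4% of its calls on unchanged genes. A simulated shift of 1 list was called and none of the other 30 lists was. The simulated genes and littermates varied independently, so this does not show how often lists are called where genes vary together. Other splits of the real KO and WT embryos in 30 ppm FA called a median of 10 lists and up to 16.

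Litter numbers in the labels mark littermates. Whether littermates deviate together was checked by the correlation of their deviations from the group means: of 27 pairs of littermates of different genotype 16 correlated above 0.1, against 27 of 134 pairs from different litters, and the consensus correlation within litters was 0.378. Since the labels say which embryos are littermates, the litter was modelled in alternative fits, as a fixed block within a diet with edgeR and as a random effect with limma in all comparisons. Each litter had 1 diet, so a diet effect cannot be separated from differences between litters except by their spread. Among 67 pairs of libraries of a group the lowest chi-square per degree of freedom was 8.38, so no pair was a copy of another.

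The other alternatives were RLE scaling, no filter on low counts, DESeq2, fits of the compared groups alone, all 40 embryos, sex or Theiler stage as a covariate, embryos scored normal alone, 1 library per litter, and leaving out each embryo in turn. Another 4, added after the data were seen, left out the libraries with trunk Hox expression, litter 51, litter 34 or the delayed embryo. The DNA methylation, metabolite and protein data of the paper were left out because these files hold none of them.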

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

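The tests of other splits of the embryos, and the one of the 51 genes lower in KO within litters, were set before their results were seen, and the other tests of the 3 patterns weighed here were chosen after.

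Of 84 groups of 4 to 6 embryos examined for a value far from the others, 6 held one, where chance gives about 1 in 20, or 4.2. The library of the HET embryo 43-3 in 30 ppm FA held 33.5 M (M, mega) estimated counts against 14.2 to 16.7 M in the other embryos of its group. Cervical and trunk Hox genes averaged -0.99 log2 CPM in KO 51-6 in 3 ppm FA against -2.99 to -2.82 in its group, and 0.12 in WT 49-1 in 30 ppm FA against -2.87 to -2.82. Slc46a1 was at 3.45 TPM in HET 54-3 in 0.1 ppm FA against 2.28 to 2.67, and Slc19a1 at 6.3 TPM in the delayed KO 52-5 against 2.15 to 3.6. Folr1 was at 5.56 TPM in KO 43-6 in 30 ppm FA against 2.5 to 2.65.

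By tests of the difference itself with camera at the preset correlation, the KO effect differed between 30 and 3 ppm FA for 12 gene lists. The effect of depletion differed between HET and WT for 7 lists, between KO and WT for 7 and between KO and HET for 11. Markers of surface ectoderm had the highest share of members moving together between HET and WT (15 of 15 positive, median difference 1.26, adjusted p = 7.46e-07). With an estimated correlation none of these lists passed, with adjusted p from 0.814 to 0.897.

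In data that the paper did not analyse, Malat1 was at 1540 TPM in the malformed WT embryo 46-3 and 1360 TPM in the malformed KO embryo 46-4. Xist was at 22.6 TPM in the HET embryo 48-5 in 0.1 ppm FA, which is recorded as male. Averaged over the diets, 51 genes were lower in KO than in WT.

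The 25 markers of postmitotic neurons were lower at 0.1 than at 3 ppm FA in every genotype. Tissue from below the hindbrain in some libraries is argued against as the whole cause. The libraries left out for trunk Hox expression were all HET. Without them the median log2 fold change in HET brains was -0.71, where it had been -1.13. The genes called in HET brains went from 740 to 0, so the library 51-2 carries a part of the HET change. No WT or KO library was left out, so their medians in that fit, -0.83 in WT and -0.61 in KO brains, do not test the removal. They show the decrease in groups that held no such library. Litters that differ by chance cannot be told apart from the diet, since each litter had 1 diet and the exact permutation p over the litter means was 0.0286, or 0.197 after adjustment over the lists. Developmental stage stays open too, because among HET embryos of Theiler stage 19/20 alone the difference was -0.702 with a standard error of 0.362 (6 against 2 embryos, exact permutation p = 0.143, the smallest possible being 0.0357).

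In 30 ppm FA all 25 neuron markers were lower in KO than in WT. The litter composition of the groups is argued against by the differences within the 3 litters that held both genotypes, which averaged -0.647 (SD 0.103, standard error 0.0593), and embryos with a neural tube defect by the median of -0.554 among embryos scored normal. No other of the 35 splits of these 8 embryos gave a median as far from 0 as the real -0.586, with 0.548 the farthest. These splits ignore litters, and only 12 of them part as many litters as the real one. That is too few for a share under 0.05, so chance is not excluded by them. A lower share of neurons in the KO samples cannot be told apart from lower expression within neurons: 100% of the neuron list and 94.1% of the vesicle release list lay below 0, but only 47.1% of the progenitor list lay above 0, at a median of -0.01. How much hindbrain each sample held was not tested as a cause. Hindbrain Hox genes averaged 1.81 ± 1.09 log2 CPM in WT and 0.59 ± 0.989 log2 CPM in KO, with overlap between the embryos. Only KO 47-3, which had a neural tube defect, was recorded at an earlier Theiler stage than the others, and a finer difference of stage was not tested.

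Averaged over the diets, a comparison added after those within diets were seen, 51 genes were lower and 4 higher in KO than in WT, and all 51 were lower in each of the 3 diets. A passenger region around Tet1 is argued against, since 0% of the called genes lay within 20 Mb of Tet1, a window with 363 tested genes, and 2 of 55 lay on chromosome 10 (3.64%, against 4.72% of genes tested; Fisher's exact p = 0.74). A difference between litters is argued against as well, by genes called from the embryos of 2 diets and then followed within the litters of the third that held both genotypes. Of 15 genes called lower in KO from 3 and 0.1 ppm FA, 100% were lower in KO averaged over the 3 litters in 30 ppm FA (median log2 difference -1.20), and of 31 called from 30 and 0.1 ppm FA, 100% were averaged over the 3 litters in 3 ppm FA (median -1.16), where 49.3 and 49.4% of all genes were lower. The test on the 51 genes themselves, with litter as a fixed block, found 100% of them lower in 30 and 3 ppm FA but decides nothing, because the same embryos gave the calls. That these genes depend on the Tet1 genotype at any folate intake is a hypothesis, on which this test bears, and whether directly was not tested. HET embryos, with 39 of the 51 below WT on average and 0 genes called by edgeR (452 at an unadjusted p under 0.05), leave its dose dependence open.

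Other splits of the same embryos into groups of the same sizes, at most 100 per comparison, were tested in the same way, with list calls adjusted within a comparison. For genes called between KO and WT, chance can be excluded only over splits that ignore litters in 30 ppm (4 genes, highest other split 0, 1 of 35 splits as large) and 3 ppm (7, highest other 1, 1 of 35). It cannot be excluded in 0.1 ppm (4, highest other 5583, 17 of 84). Among the splits that part the same number of litters, 1 of 12 was as large in 30 ppm and 1 of 8 in 3 ppm, each the real one, which are too few splits for a share under 0.05, and 16 of 74 in 0.1 ppm. No gene was called for HET against WT in 30 ppm (0, highest other 0, 100 of 100) and 0.1 ppm (0, highest other 9, 84 of 84). Nor was any for excess against control FA in WT (0, highest other 1, 35 of 35), HET (0, highest other 5, 56 of 56) and KO (0, highest other 1, 35 of 35). Every split is then as large by construction, so the test decides nothing in these comparisons. For depleted against control FA in HET (740, highest other 1243), 4 of 84 splits were as large, a share under 0.05. Since each litter had 1 diet, the fair splits are the 20 that part no litter, of which 3 were as large, so chance cannot be excluded there. It cannot be in KO either (728, highest other 6454, 12 of 100). The splits with 5583 and 6454 genes point to a structure of the samples other than genotype and diet. The splits were too few in 3 ppm for HET against WT (0, highest other 1, 10 of 10) and in WT for depleted against control FA (36, highest other 0, 1 of 10).

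For the numbers of gene lists, chance cannot be excluded between KO and WT in 30 ppm (12, highest other 16, 14 of 35), 3 ppm (9, highest other 18, 23 of 35) and 0.1 ppm (5, highest other 15, 55 of 84) or between HET and WT in 30 ppm (3, highest other 13, 94 of 100) and 0.1 ppm (3, highest other 15, 79 of 84). The same holds for excess against control FA in WT (4, highest other 14, 33 of 35), HET (7, highest other 19, 49 of 56) and KO (8, highest other 13, 23 of 35), and for depleted against control FA in HET (14, highest other 17, 27 of 84) and KO (13, highest other 17, 12 of 100). Splits were too few in 3 ppm for HET against WT (8, highest other 21, 8 of 10) and in WT for depleted against control FA (15, highest other 19, 3 of 10).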

How the results depend on the processing

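The test, the samples of each fit, the gene lists and all alternatives except the last 4 below were chosen before the data were examined, and those 4 after. Over all alternatives and left-out embryos, 144 counts or shares lay beyond 1.5 times the value in the text, or, for a share of variance, beyond its spread, and 335 did not. Of the named genes' log2 fold changes, 10886 stayed on their side of the threshold, either with the same sign or with a change of sign within the standard error. Another 1361 lost and 537 gained a call with the same sign. Without a call, 76 changed sign by more than the standard error, and 6 changed sign where a call was involved. Of the gene list tests 516 stayed on their side of the threshold with the same direction, 85 lost and 13 gained a call and 37 turned direction without a call. Of the exact tests of TPM 121 kept their side of the threshold, 4 gained and 1 lost a call. In simulated counts edgeR recovered 89.4% of 4-fold changes between KO and WT embryos in 30 ppm FA and 69.7% in the 3 against 3 WT embryos of 0.1 and 3 ppm FA. It recovered 35.8 and 17.9% of 1.5-fold changes. The simulation did not vary depth and held no correlation within litters, so it cannot tell whether depth, group size or spread limited the calls. Values below are counts of genes past an adjusted p of 0.05, given only where they differ by more than 1.5 times from the text. Except where fewer embryos or genes were tested by construction, the cause was not tested.

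With DESeq2 fitted to the 38 embryos, KO against WT gave 24 genes in 30 ppm, 16 in 3 ppm and 50 in 0.1 ppm FA, and HET against WT 3, 2 and 7. Excess against control FA gave 2 genes in WT, 2 in HET and 2 in KO, and depleted against control FA 719 in WT and 1847 in KO. The differences of differences gave 3 (KO minus WT, 30 minus 3 ppm), 6 (HET minus WT, 0.1 minus 3 ppm), 4 (KO minus WT, 0.1 minus 3 ppm) and 5 (KO minus HET, 0.1 minus 3 ppm), and 2 genes were lower in all 3 comparisons of the overlap. With DESeq2 fitted to the 2 groups compared, KO against WT gave 603 genes in 30 ppm and 11 in 0.1 ppm, HET against WT 4 in 3 ppm and 85 in 0.1 ppm, excess against control FA 8 in WT, 2 in HET and 105 in KO, depleted against control FA 1236 in WT and 24 in KO, and the overlap 171. With edgeR fitted to the 2 groups compared, KO against WT gave 39 genes in 30 ppm, 0 in 3 ppm and 0 in 0.1 ppm, and depleted against control FA 322 in WT, 0 in HET and 0 in KO.

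Without a filter on low counts, KO against WT gave 4 genes in 3 ppm, HET against WT 1 in 0.1 ppm, and depleted against control FA 1 in WT and 0 in KO. With all 40 embryos, KO against WT gave 10 in 30 ppm, 1 in 3 ppm and 0 in 0.1 ppm, and depleted against control FA 0 in WT, 379 in HET and 0 in KO. With sex as a covariate, KO against WT gave 8 in 30 ppm and depleted against control FA 18 in WT. With Theiler stage as a covariate, KO against WT gave 57 in 0.1 ppm, HET against WT 1 in 0.1 ppm, and depleted against control FA 0 in WT, 483 in HET and 0 in KO. With embryos scored normal alone, KO against WT gave 2, 1 and 0 in 30, 3 and 0.1 ppm, and depleted against control FA 0 in each genotype. With 1 library per litter, KO against WT gave 2, 2 and 0, and depleted against control FA 0 in each genotype. RLE scaling moved no count by more than 1.5 times.

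With the litter as a fixed block, KO against WT gave 88 genes in 30 ppm, 16 in 3 ppm and 7309 in 0.1 ppm, HET against WT 1 in 3 ppm and 4930 in 0.1 ppm, and the differences of differences 1 (KO minus WT, 30 minus 3 ppm), 5541 (HET minus WT, 0.1 minus 3 ppm) and 6719 (KO minus WT, 0.1 minus 3 ppm). In 0.1 ppm FA all WT embryos are of litter 52, which holds 1 KO embryo, delayed in development, and no HET embryo, so these values rest on 1 litter by construction. There the log2 fold change of KO against WT turned to -1.83 for Slc17a6, -3.99 for Slc32a1 and 0.72 for Slc19a1. With the litter as a random effect, KO against WT gave 20 in 30 ppm, 15 in 3 ppm and 2142 in 0.1 ppm, depleted against control FA 0 in WT and 0 in KO, and the difference KO minus WT, 0.1 minus 3 ppm, 2. The block moved the other counts of genes by less than 1.5 times.

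Of the settings added after the data were seen, leaving out the 3 libraries with trunk Hox expression gave 4 genes for KO against WT in 3 ppm and 2 in 0.1 ppm, and 317 in WT and 0 in HET for depleted against control FA. Without litter 51 there were 2 for KO against WT in 3 ppm and 0 in WT, HET and KO for depleted against control FA. Without litter 34 there were 3 and 10 for KO against WT in 3 and 0.1 ppm, and 457 in WT, 125 in HET and 0 in KO for depleted against control FA. Without the delayed embryo there were 10 and 1 for KO against WT in 30 and 0.1 ppm, 1 for excess against control FA in WT, 421 in WT and 0 in KO for depleted against control FA, and 1 in the overlap. Hoxa5 in HET brains, lower in depleted than in control FA at -8.84 in the text's fit, had a log2 fold change of 1.30 without the 3 libraries, 1.32 without litter 51 and 1.30 without HET 51-2, the library that expressed it. Without HET 54-2 the log2 fold change of Hoxa5, 0.1 vs 3 ppm, HET, was -10.17.

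Leaving out each embryo in turn gave 2 to 5 genes for KO against WT in 30 ppm, 1 to 8 in 3 ppm and 0 to 9 in 0.1 ppm, and for HET against WT 0 to 0, 0 to 0 and 0 to 1, with 1 without WT 52-2. Excess against control FA gave 0 to 0 in WT and in HET and 0 to 1 in KO, with 1 without KO 43-6. Depleted against control FA gave 0 to 563 in WT, 0 to 1931 in HET and 0 to 2578 in KO. The difference KO minus WT, 0.1 minus 3 ppm, gave 0 to 2, with 2 without WT 57-8, the others 0 to 0, and the overlap 0 to 2.

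With an estimated correlation camera called 0 lists in each of the 12 comparisons, where the preset correlation called 4 to 13. HET against WT in 30 ppm had 7 lists with the litter as a random effect, and depleted against control FA in WT had 8 with stage as a covariate. The first principal component of the 40 embryos held 21.75% over all genes past the filter and 20.23% after the variance stabilizing transformation of DESeq2.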

Differences from the paper's values

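The paper used DESeq2 at an FDR below 0.05 without a fold limit, and the same threshold was applied here with edgeR. It imported the Salmon estimates with tximport, and does not state whether transcript length was corrected for in its tests. Here the deposited counts were rounded and tested without such a correction, with DESeq2 too. The DESeq2 fits here therefore need not match the paper's, and whether this accounts for any difference was not tested. For each value that differs, the alternatives named are those set before the data were examined.

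For KO against WT in 30 ppm FA, the paper's count of lower genes is 176 and the count here was 4, and the paper's count of higher genes is 17 and the count here was 0. None of the alternatives came within 1.5 times of either value, with 2 to 423 lower and 0 to 180 higher genes over the alternatives. The highest counts came from DESeq2 fitted to the 2 groups compared, the next from edgeR with litter as a fixed block (84 lower) and edgeR fitted to the 2 groups (37 lower). The paper's share of genotype calls that lie in this comparison is 79% and the share here was 26.7%. It was 84.8% with DESeq2 fitted to the 2 groups, 100% with edgeR fitted to the 2 groups, 90.9% with all 40 embryos and 66.7% with embryos scored normal, and differed under the other alternatives. The paper's count of genes lower in KO in any diet is 206 and the count here was 11, and none of the alternatives was close (2 to 3625).

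For depleted against control FA in WT brains, the paper's counts are 373 lower and 66 higher and those here were 23 and 13. Lower counts of 426 with DESeq2 fitted to the 38 embryos and 277 with edgeR fitted to the 2 groups did not differ from the paper's, nor did the higher count of 45 with edgeR fitted to the 2 groups. The other alternatives differed, from 0 to 875 lower and 0 to 361 higher. Without litter 34, a setting chosen after seeing the values, 284 genes were lower. How many of the paper's genes it drops could not be counted without the paper's gene list. In HET brains the paper's count of higher genes is 265 and the count here was 42, and no alternative came close (0 to 169). The lower genes of HET brains did not differ by more than 1.5 times (698 here). The paper's overlap of the 3 sets of lower genes is 71 and the overlap here was 0, and no alternative came close, with 0 to 171 over the alternatives and 171 with DESeq2 fitted to the 2 groups.

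Other counts were read from the figures by eye. For KO against WT in 3 ppm FA the paper's count is about 19 in Fig. 5A, read by eye, against 7 here. DESeq2 fitted to the 38 embryos (16), litter as a fixed block (16) and litter as a random effect (15) came close and the other alternatives did not. In 0.1 ppm FA the paper's count is about 32 in Fig. 5A, read by eye, against 4 here, with no alternative close. For HET against WT the paper's counts are about 4, about 7 and about 11 in Fig. 5A, read by eye, in 30, 3 and 0.1 ppm FA, against 0 in each here, where only DESeq2 fitted to the 38 embryos was close in 30 ppm (3) and no alternative was in the other diets. Beside these counts of 0 from edgeR, 97, 538 and 761 genes had an unadjusted p under 0.05.

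For excess against control FA the paper's counts are about 11 in WT, about 4 in HET and about 42 in KO in Fig. 5E, read by eye, against 0 in each here with edgeR, 954, 391 and 1561 genes at an unadjusted p under 0.05, and 2 in each by DESeq2 fitted to the 38 embryos. Close was 8 in WT with DESeq2 fitted to the 2 groups, and no alternative was in HET or KO. For depleted against control FA in KO the paper's count is about 24 in Fig. 5E, read by eye, against 728 here, with 24 under DESeq2 fitted to the 2 groups and no other alternative close. The first principal component holds about 20% in Appendix Fig. S7A, read by eye, as the paper's value, against 12.8% here, while the alternatives with all genes past the filter (21.8%) and with the variance stabilizing transformation (20.2%) did not differ from it. The second component did not differ.

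The paper states that depletion hardly affected KO brains, whereas KO brains had 728 genes past the threshold here, a count that was 0 without KO 34-7, 48-1, 51-6, 52-5 or 53-1, 109 without 57-6, and 1620, 2387 and 2578 without 35-5, 50-6 and 54-1. It lists the solute carrier genes of Fig. 5C as lower in KO brains in excess FA. Here 8 of the 9 had a lower level and 0 passed over all genes, and DESeq2 fitted to the 2 groups called 5 of them: Slc10a4 (adjusted p = 0.000688), Slc17a6 (0.0283), Slc17a8 (0.0366), Slc32a1 (0.0187) and Slc6a1 (0.0241). The paper describes the loss of expression in KO brains as present in excess FA alone. With edgeR no single gene showed a KO effect that differed between excess and control FA, while DESeq2 on the 38 embryos called 3 genes and edgeR with litter as a fixed block 1. Gene lists of vesicle release and receptors did differ at the preset correlation (adjusted p = 7.46e-07 for both) but not with an estimated correlation (adjusted p = 0.814 for both). It also describes all such genes as lower under depletion in each genotype. Here 82.9 to 89.3% of the genes lower in KO in excess FA at an unadjusted p under 0.05 were lower in depleted FA, with 620 of 694 in WT, 575 in HET and 577 in KO brains. Acss2 was past the threshold in HET brains here (log2 fold change -0.34, adjusted p = 0.0465), a call lost without HET 51-2, where the paper reports no significance for its TPM values, and its exact test on TPM did not pass after adjustment here (p = 0.0714).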

Other observations

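Cyp26b1 and Th were among the genes lower in KO brains averaged over the diets. Averaged over the 3 diets (KO n = 14, WT n = 10; edgeR, a comparison chosen after the data were seen, as are the genes named), Cyp26b1, which encodes a retinoic acid hydroxylase, had a log2 fold change of -1.19 (standard error 0.252, adjusted p = 0.0178) and Th, which encodes the enzyme that starts catecholamine synthesis, one of -0.73 (0.16, adjusted p = 0.028). The collagen gene Col5a2 was at -0.69 (adjusted p = 0.00703), the zinc finger gene Zfp264 at -3.38 (adjusted p = 2.97e-05), Ccdc182 at -2.40 (adjusted p = 4.28e-05) and Ldoc1 at -2.94 (adjusted p = 6.88e-05). Of the 4 higher genes, Faah, which encodes an endocannabinoid-degrading enzyme, was at 0.85 (adjusted p = 0.011), Nexn at 0.77 (adjusted p = 0.0178), Xkr5 at 0.47 (adjusted p = 0.0348) and the adenylyl cyclase gene Adcy1 at 0.40 (adjusted p = 0.0402). In all, 1280 genes had an unadjusted p under 0.05.

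Under FA depletion, enzymes that use one-carbon units and markers of epithelium were higher in KO brains (n = 6 against 4). Of 30 genes of folate uptake and the one-carbon cycle 6 rose in KO (14 adjusted over the list alone), among them the purine synthesis genes Atic (0.60, adjusted p = 0.0404 from edgeR) and Gart (0.37, adjusted p = 0.0462) and the glycine cleavage genes Amt (0.46, adjusted p = 0.0419) and Dld (0.26, adjusted p = 0.0431). That list was higher in each genotype, with a median of 0.30 in WT (adjusted p = 0.000534 from camera), 0.16 in HET (adjusted p = 0.00574) and 0.31 in KO brains (adjusted p = 0.00673), and 0.575 with an estimated correlation in each. In WT it lost its call with stage as a covariate (adjusted p = 0.117). Surface ectoderm markers rose in KO for Krt18 (1.79, adjusted p = 0.0472), Cdh1 (1.51, adjusted p = 0.0484) and Trp63 (1.78, adjusted p = 0.0488), with 12 of the 15 genes of the list higher and 8 past the threshold adjusted over the list alone (adjusted p of the list = 0.000508 from camera, and 0.811 with an estimated correlation). Glutamatergic neuron genes were lower in KO in 15 of 17 (median -0.57, adjusted p = 0.000972, and 0.575 with an estimated correlation), with Neurod2 at -2.87 (adjusted p = 0.0415), Neurog2 at -1.31 (adjusted p = 0.0431) and Barhl2 at -1.08 (adjusted p = 0.0484), next to progenitor markers (14 of 17 lower, median -0.35, adjusted p = 0.023, and 0.816). When any 1 of the KO embryos 34-7, 48-1, 51-6, 52-5 and 53-1 was left out, no gene passed, so all the single genes named here lost their call.

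In HET brains (n = 6 against 3) depletion lowered further lists of synaptic and neuronal genes. Of 33 receptors and channels 14 fell (25 adjusted over the list alone; median -1.07, adjusted p = 4.46e-13), among them the NMDA receptor gene Grin2b (-2.76, adjusted p = 0.00806) and the sodium channel gene Scn3b (-2.33, adjusted p = 0.00532). Of 20 GABAergic genes 3 fell (median -0.89, adjusted p = 5.53e-05), Gad1 among them at -1.98 (adjusted p = 0.0201), of 19 transmitter transporters 5 did (median -1.22, adjusted p = 7.93e-07) and of 17 monoaminergic, cholinergic and motor genes 4 (median -0.90, adjusted p = 5.56e-05), each at 0.575 with an estimated correlation. The imprinted genes Snrpn (-0.67, adjusted p = 0.0254) and Ndn (-0.68, adjusted p = 0.0479) fell, while the imprinted list did not pass (median -0.18, adjusted p = 0.135). All of these calls of single genes were lost without HET 51-2.

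Non-neural cell markers differed between genotypes in control FA as lists. In KO against WT, erythroid markers were higher in 15 of 15 (median 0.62, adjusted p = 0.000913, and 0.819 with an estimated correlation), and markers of surface ectoderm were lower in 15 of 15 (median -0.55, adjusted p = 7.88e-06, and 0.783), of head mesenchyme in 17 of 18 (median -0.42, adjusted p = 0.000189, and 0.811), of microglia in 12 of 13 (median -0.41, adjusted p = 9.99e-05, and 0.72) and of endothelium in 14 of 15 (median -0.28, adjusted p = 0.0194, and 0.96). A single embryo with a neural tube defect, KO 57-6, carries much of this for surface ectoderm (0.99 log2 CPM against a KO mean of 2.70 and a WT mean of 3.54), head mesenchyme (3.41 against 4.55 and 5.09) and microglia (0.83 against 1.65 and 2.11). Imprinted genes were lower in 22 of 24 (median -0.11, adjusted p = 0.00965, and 0.575). In HET against WT, microglial markers were lower in 13 of 13 (median -0.50, adjusted p = 8.3e-05, and 0.72), ATF4 targets in 16 of 18 (median -0.59, adjusted p = 3.78e-08, and 0.575) and p53 targets in 10 of 16 (median -0.28, adjusted p = 0.0103, and 0.575). For the ATF4 targets the WT embryo 51-9, at 5.75 log2 CPM against 4.24 in the lowest WT embryo and 4.30 to 4.35 in HET, carries the difference. In depleted FA, KO brains had higher endothelial markers than WT in 14 of 15 (median 0.67, adjusted p = 4.95e-05, and 0.811) and lower microglial ones in 12 of 13 (median -0.58, adjusted p = 0.000112, and 0.72), the latter not with litter as a random effect (adjusted p = 0.129). Midbrain genes were higher in KO there in 11 of 12 (median 0.56, adjusted p = 0.0194, and 0.575), again not with the random effect (adjusted p = 0.123). No member of these lists was past the threshold over all genes except Atf5 in KO against WT in control FA, which belongs to the ATF4 targets.

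Between KO and WT in 30 ppm FA 10 further lists did not pass. Their medians were -0.19 for glutamatergic neurons (adjusted p = 0.231), -0.01 for phospholipid synthesis (adjusted p = 0.975), -0.02 for DNA methylation (adjusted p = 0.884), -0.01 for histone acetylation (adjusted p = 0.819), -0.08 for p53 targets (adjusted p = 0.757) and -0.40 for germline genes (adjusted p = 0.295). Neural crest (0.10, adjusted p = 0.659), choroid plexus (-0.02, adjusted p = 0.903), forebrain (-0.08, adjusted p = 0.515) and midbrain markers (0.61, adjusted p = 0.301) did not pass either. With an estimated correlation the lowest adjusted p of these lists was 0.811. Germline genes, of which 6 were expressed enough to be tested, came closest in 3 ppm FA (median -0.46, adjusted p = 0.0725), and passed there with litter as a random effect (adjusted p = 0.044).

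Among genes the paper names in its folate and methylation sections, Dnmt3b, a de novo DNA methyltransferase, had log2 fold changes of 0.84 (adjusted p = 0.103), 0.59 (adjusted p = 0.178) and 0.55 (adjusted p = 0.108) between depleted and control FA in WT, HET and KO brains, and Dnmt3a -0.21, -0.11 and -0.14 (adjusted p from 0.251 to 0.564). For Mthfd1l and Mthfr in KO brains the values were 0.66 and -0.51 (adjusted p = 0.102 for both). Gldc, Slc25a32, Pemt and Bhmt passed in none of the 12 comparisons, with adjusted p of at least 0.328.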
